# Dissecting cell identity via network inference and in silico gene perturbation

**DOI:** 10.1038/s41586-022-05688-9

**Published:** 2023-02-08

**Authors:** Kenji Kamimoto, Blerta Stringa, Christy M. Hoffmann, Kunal Jindal, Lilianna Solnica-Krezel, Samantha A. Morris

**Keywords:** Gene regulatory networks, Developmental biology

## Abstract

Cell identity is governed by the complex regulation of gene expression, represented as gene-regulatory networks^1^. Here we use gene-regulatory networks inferred from single-cell multi-omics data to perform in silico transcription factor perturbations, simulating the consequent changes in cell identity using only unperturbed wild-type data. We apply this machine-learning-based approach, CellOracle, to well-established paradigms—mouse and human haematopoiesis, and zebrafish embryogenesis—and we correctly model reported changes in phenotype that occur as a result of transcription factor perturbation. Through systematic in silico transcription factor perturbation in the developing zebrafish, we simulate and experimentally validate a previously unreported phenotype that results from the loss of *noto*, an established notochord regulator. Furthermore, we identify an axial mesoderm regulator, *lhx1a*. Together, these results show that CellOracle can be used to analyse the regulation of cell identity by transcription factors, and can provide mechanistic insights into development and differentiation.

## Abstract (web summary)

A machine-learning-based strategy called CellOracle combines computational perturbation with modelling of gene-regulatory networks to analyse how cell identity is regulated by transcription factors, and correctly predicts phenotypic changes after transcription factor perturbation in the developing zebrafish.

## Main

The expansion of single-cell technologies into perturbational omics is enabling the development of methods to characterize cell identity. For example, single-cell RNA sequencing (scRNA-seq) coupled with pooled CRISPR screens offers much promise for analysing the genetic regulation of cell identity^2–4^, but cannot be readily used in many biological contexts. Computational methods to simulate single-cell phenotypes after perturbation are emerging, although many approaches still require experimental perturbation data for model training, and thus their scale and application are limited^5^. Moreover, previous deep-learning-based models represent a ‘black box’, which restricts the interpretation of gene-regulatory mechanisms that underlie the simulated biological events. In this respect, gene-regulatory network (GRN) modelling approaches are promising as they reconstruct systematic gene–gene associations from unperturbed single-cell omics data^6–11^. However, previous methods for analysing GRNs largely focus on the static network structure, and determining how a static GRN governs cell identity during dynamic biological processes therefore remains a challenge. Scalable and interpretable approaches are required to understand how gene-regulatory mechanisms relate to observed complex single-cell phenotypes.

Here we present a strategy that overcomes these limitations by combining computational perturbation with GRN modelling. CellOracle integrates multimodal data to build custom GRN models that are specifically designed to simulate shifts in cell identity following transcription factor (TF) perturbation, providing a systematic and intuitive interpretation of context-dependent TF function in regulating cell identity. We apply CellOracle to well-characterized biological systems: haematopoiesis in mice and humans; and the differentiation of axial mesoderm into notochord and prechordal plate in zebrafish. In haematopoiesis, we show that CellOracle recapitulates well-known cell fate regulation governed by TFs. Furthermore, we apply CellOracle to systematically perturb TFs across zebrafish development, recovering known and putative regulators of cell identity. Focusing on axial mesoderm, we predict and validate a prechordal plate phenotype after loss of function (LOF) of the prototypical notochord regulator, *noto*. Moreover, we also simulate and validate a role for the TF *lhx1a* in the development of axial mesoderm. Together, these results show that CellOracle can be used to infer and interpret cell-type-specific GRN configurations at high resolution, enabling mechanistic insights into the regulation of cell identity. CellOracle code and documentation are available at https://github.com/morris-lab/CellOracle and data can be explored at https://celloracle.org.

## In silico gene perturbation using CellOracle

To gain mechanistic insight into the regulation of cell identity, we developed an in silico strategy to simulate changes in cell identity upon TF perturbation. CellOracle uses custom GRN modelling (Extended Data Fig. 1a) to simulate global downstream shifts in gene expression following knockout (KO) or overexpression of TFs. These simulated values are converted into a vector map of transitions in cell identity, which enables simulated changes in cell identity to be intuitively visualized within a low-dimension space (Fig. 1a and Methods). In silico perturbation involves four steps. (1) Cell-type- or cell-state-specific GRN configurations are constructed using cluster-wise regularized linear regression models with multi-omics data. (2) Using these GRN models, shifts in target gene expression in response to TF perturbation are calculated. This step applies the GRN model as a function to propagate the shift in gene expression rather than the absolute gene expression value, representing the signal flow from TF to target gene. This signal is propagated iteratively to calculate the broad, downstream effects of TF perturbation, allowing the global transcriptional ‘shift’ to be estimated (Extended Data Fig. 1b–d). (3) The cell-identity transition probability is estimated by comparing this shift in gene expression to the gene expression of local neighbours. (4) The transition probability is converted into a weighted local average vector to represent the simulated directionality of cell-state transition for each cell following perturbation of candidate TFs. In the final calculation step, the multi-dimensional gene expression shift vector is reduced to a two-dimensional (2D) vector, allowing for more robust predictions against noise (Extended Data Fig. 1e). We purposefully limit the simulation output data to a 2D vector representing the predicted shift in cell identity because our goal is to model changes in identity rather than predicting absolute changes in gene expression levels. Further details of the CellOracle algorithm are provided in the Methods, including validation of the range of simulated values; null or randomized model analysis; and hyperparameter evaluation (Supplementary Figs. 2–10).

**Fig. 1:**
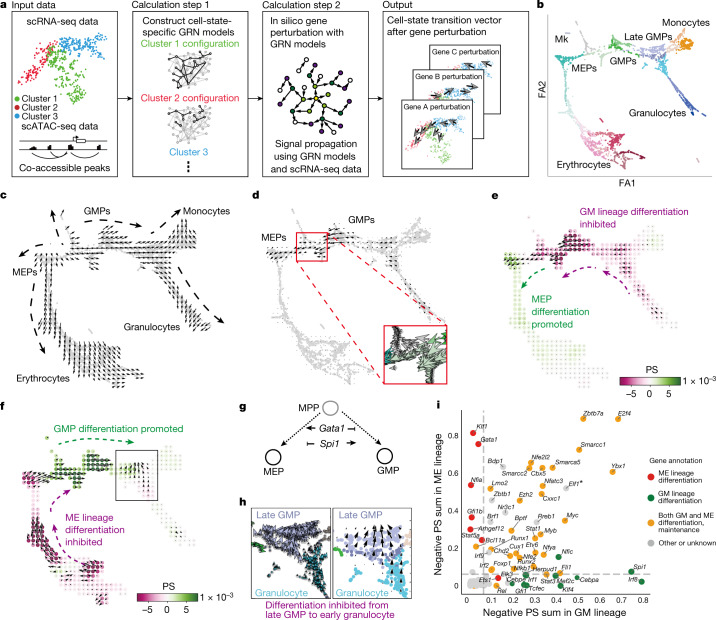
Overview of CellOracle and application to haematopoiesis. **a**, Simulation of cell-state transitions in response to TF perturbation. First, CellOracle constructs custom transcriptional GRNs using scRNA-seq and scATAC-seq data (left). Accessible promoter and enhancer peaks from scATAC-seq data are then combined with scRNA-seq data to generate cluster-specific GRN models (middle). CellOracle simulates the change in cell state in response to a TF perturbation, projecting the results onto the cell trajectory map (right). **b**, Force-directed graph of 2,730 myeloid progenitor cells from Paul et al.^16^. Twenty-four cell clusters (Louvain clustering) were organized into six main cell types. Mk, megakaryocytes. **c**, Differentiation vectors for each cell projected onto the force-directed graph. **d**, CellOracle simulation of cell-state transition in *Spi1* KO simulation. Summarized cell-state transition vectors projected onto the force-directed graph. Vectors for each cell are shown in the inset. **e**, *Spi1* KO simulation vector field with perturbation scores (PSs). **f**, *Gata1* KO simulation with perturbation scores. **g**, Schematic of *Spi1*–*Gata1* lineage switching. MPP, multipotent progenitor. **h**, Detail of *Gata1* simulation for the granulocyte branch. Left, cell-state transition vectors for each cell. Right, summarized vectors. **i**, Systematic KO simulation result of 90 TFs in the GM and ME lineage is summarized as a scatter plot of the sum of negative perturbation scores (shown in log scale). Dashed lines represent cut-off values corresponding to false-positive rate (FPR) = 0.01. Genes are classified into four categories on the basis of their previously reported functions (Supplementary Table 2). The asterisk refers to Supplementary Fig. 11, where we expand on the predicted phenotype. All scores can be explored through our web application (https://celloracle.org).

## GRN inference and benchmarking with CellOracle

The CellOracle GRN model must represent regulatory connections as a directed network edge to support signal propagation in response to TF perturbation. Thus, we developed a custom GRN modelling method motivated by previous approaches that incorporate promoter and TF-binding information with scRNA-seq data to infer a directional GRN^7^ (Extended Data Fig. 1a and Methods). First, using single-cell chromatin accessibility data (single-cell assay for transposase-accessible chromatin using sequencing; scATAC-seq), we incorporate flexible promoter and enhancer regions, encompassing proximal and distal regulatory elements. This initial step uses the transcriptional start site (TSS) database (http://homer.ucsd.edu/) and Cicero, an algorithm that identifies co-accessible scATAC-seq peaks, to distinguish accessible promoters and enhancers^12^. The DNA sequence of these elements is then scanned for TF-binding motifs, generating a ‘base GRN structure’ of all potential regulatory interactions in the species of interest (Extended Data Fig. 1a, left). This process is beneficial as it narrows the scope of possible regulatory candidate genes before model fitting (below) and helps define the directionality of regulatory edges in the GRN. To support GRN inference without requiring sample-specific scATAC-seq datasets, we have assembled a base GRN from a mouse scATAC-seq atlas^13^. We have also created general promoter base GRNs for ten commonly studied species (Supplementary Table 1 and Methods). These base GRNs are built into the CellOracle library and provide an alternative solution when scATAC-seq data are unavailable.

In the second step of CellOracle GRN inference, we use scRNA-seq data to identify active connections in the base GRN, generating cell-type- or cell-state-specific GRN configurations for each cluster. In this step, we build a machine-learning model to predict the expression of target genes on the basis of TF expression (Extended Data Fig. 1a, right). Because CellOracle uses genomic sequences and information on TF-binding motifs to infer the base GRN structure and directionality, it does not need to infer the causality or directionality of the GRN from expression data. This approach allows CellOracle to adopt a relatively simple modelling method for GRN inference—a regularized linear machine-learning model. Crucially, this strategy enables the above signal propagation to simulate TF perturbation. To support the use of a linear model, the gene expression matrix of scRNA-seq data is divided into several clusters in advance so that a single data unit for each fitting process represents a linear relationship rather than non-linear or mixed regulatory relationships. Furthermore, a Bayesian or bagging strategy enables the certainty of connection to be presented as a distribution; this allows weak or insignificant connections to be removed from the base GRN (Extended Data Fig. 1a, right), producing a cell-type- or cell-state-specific GRN configuration.

To benchmark our GRN inference method, we generated a comprehensive transcriptional ground-truth GRN using 1,298 chromatin immunoprecipitation followed by sequencing (ChIP–seq) datasets for 80 regulatory factors across 5 different tissues^14^. In addition to benchmarking against diverse GRN inference algorithms, we also assessed the performance of our approach using different base GRNs, data sources and cell downsampling (Extended Data Fig. 2). Inference performance as assessed by the area under the receiver operating characteristic (AUROC) ranged from 0.66 to 0.85 for the promoter base GRN and 0.73 to 0.91 for the scATAC-seq base GRN. Altogether, this benchmarking demonstrates the accuracy of our transcriptional GRN modelling method with a diverse range of data sources. Combined with our signal propagation strategy, CellOracle can effectively interrogate network biology and cell-identity dynamics through in silico perturbation.

## GRN analysis and TF KO in haematopoiesis

For validation, we aimed to reproduce known TF regulation of mouse haematopoiesis, a well-characterized differentiation paradigm^15^, by applying CellOracle to a 2,730-cell scRNA-seq atlas of myeloid progenitor differentiation^16^ (Fig. 1b and Extended Data Fig. 3a). We constructed GRN models for each of the 24 myeloid clusters identified, representing megakaryocyte and erythroid progenitors (MEPs) and granulocyte–monocyte progenitors (GMPs), differentiating toward erythrocytes, megakaryocytes, monocytes and granulocytes (Fig. 1c). To test whether the CellOracle simulation could recapitulate known TF regulation of cell identity, we performed in silico gene perturbation using the inferred GRNs, and compared the CellOracle KO simulation results with previous biological knowledge and ground-truth KO data.

First, *Spi1* (also known as *PU.1*) and *Gata1* KO simulation is used to illustrate the CellOracle in silico perturbation analysis. The TF perturbation simulation is visualized as a vector map on the 2D trajectory space (Fig. 1d and Supplementary Video 1), representing a potential shift in cell identity in response to TF perturbation. To enable the simulation results to be assessed systematically and objectively, we also devised a ‘perturbation score’ metric, which compares the directionality of the perturbation vector to the natural differentiation vector (Extended Data Fig. 4). A negative perturbation score suggests that TF KO delays or blocks differentiation (Extended Data Fig. 4b–d, purple). Conversely, a positive perturbation score suggests that the differentiation and KO simulation vectors share the same direction, indicating that loss of TF function promotes differentiation (Extended Data Fig. 4b–d, green). *Spi1* KO simulation yielded positive perturbation scores for MEPs, whereas GMPs had negative perturbation scores (Fig. 1e), suggesting that *Spi1* KO inhibits GMP differentiation and promotes MEP differentiation. Inverse perturbation score distributions were produced for the *Gata1* KO simulation (Fig. 1f). Comparing these predictions to previous reports^17,18^: PU.1 directs commitment to the neutrophil and monocyte lineages^19,20^, whereas GATA1 promotes the differentiation of erythroid cells^21^ and eosinophil granulocytes^22–24^. Overall, CellOracle accurately simulated the myeloid lineage switching governed by *Gata1* and *Spi1* (refs. ^15,25–27^; Fig. 1g), including a relatively mild *Gata1* KO phenotype in early granulocyte differentiation (Fig. 1h), which cannot be inferred from the low levels of *Gata1* expression in granulocytes (Extended Data Fig. 3d). However, CellOracle did not detect a previously reported depletion of erythrocyte progenitors after *Spi1* KO^27,28^, probably owing to changes in cell proliferation that are not predicted by the method.

We next evaluated eight additional TFs that have established roles in myeloid differentiation: *Klf1* (also known as *Eklf)*, *Gfi1b*, *Fli1*, *Gfi1*, *Gata2*, *Lmo2*, *Runx1* and *Irf8* (refs. ^15,29^). CellOracle also correctly reproduced their reported KO phenotypes (Extended Data Figs. 5 and 6), which we extended to two additional datasets of mouse and human haematopoiesis (Extended Data Figs. 7 and 8 and Supplementary Figs. 13 and 14). In addition, we scaled up our simulation to all TFs that passed filtering (Methods) to systematically perturb 90 TFs in the dataset in the context of granulocyte–monocyte (GM) and megakaryocyte–erythroid (ME) differentiation. The reported cell-fate-regulatory functions of these TFs fall into three major categories: (1) ME lineage differentiation; (2) GM lineage differentiation; and (3) ME and GM lineage differentiation and maintenance of haematopoietic stem cell (HSC) identity (Supplementary Table 2). We ranked the TFs on the basis of the sum of the negative perturbation score in the KO simulation, representing the potential of a TF potential to promote differentiation (Methods and Extended Data Fig. 3f).

To summarize this systematic TF perturbation, the summed negative perturbation scores are shown on a scatter plot (Fig. 1i). The dashed lines represent cut-off values calculated with a randomized vector (Extended Data Fig. 3g). The distribution of negative perturbation score sums for all TF KOs was highly consistent with known TF functions in differentiation. For example, TFs involved in ME lineage differentiation are enriched on the top left side of the scatter plot. By contrast, GM differentiation factors are found at the bottom right. TFs that regulate both lineages are located on the top right side, whereas the lower-ranked factors are enriched for TFs that have not been reported to regulate blood differentiation (Fig. 1i). Overall, 85% of the top 30 TFs ranked by this objective, systematic perturbation strategy are reported regulators of myeloid differentiation (Supplementary Table 2). Of the remaining TFs, several have no reported phenotypes in haematopoiesis at present, and therefore represent putative regulators. We note that the negative perturbation score metric does not always convey all information of the vector field, which might oversimplify the role of a TF. For example, *Elf1* has a negative perturbation score in both the ME and the GM lineage, and its function is unclear on the summarized perturbation score plot; however, closer inspection of the vector reproduced its reported phenotype in the ME lineage, highlighting the importance of investigating the simulation output (Supplementary Fig. 11). Finally, we directly compared the output of CellOracle to existing methods for identifying regulatory TFs using gene expression and chromatin accessibility, demonstrating the unique insights into context-dependent TF regulation that CellOracle can provide (Supplementary Figs. 15 and 16).

We further validated CellOracle simulation by focusing on several genes for which experimental KO scRNA-seq data are available: *Cebpa*, *Cebpe* and *Tal1* (refs. ^16,30^). *Cebpa* is necessary for the initial differentiation of GMPs, and its loss leads to a marked decrease in differentiated myeloid cells, accompanied by an increase in erythroid progenitors. By contrast, *Cebpe* is not required for initial GMP differentiation, but it is essential for the subsequent maturation of GMPs into granulocytes^16^. Notably, when we compare the simulation results to the experimental KO cell distribution, we must again consider the effects of TF perturbation in the context of natural cell differentiation (Fig. 2a). Thus, we performed a Markov random walk simulation based on the differentiation and simulation vectors to estimate how TF perturbation leads to changes in cell distribution (Supplementary Fig. 17 and Methods). For *Cebpa*, CellOracle simulation predicted that differentiation is inhibited at GMP–late GMP clusters, whereas early erythroid differentiation is promoted (Fig. 2b). The simulation recapitulates the experimental cell distribution (Fig. 2b,d). For *Cebpe*, CellOracle again correctly modelled the inhibition of differentiation at the entry stage of granulocyte differentiation (Fig. 2c), consistent with experimental KO data (Fig. 2d).

**Fig. 2:**
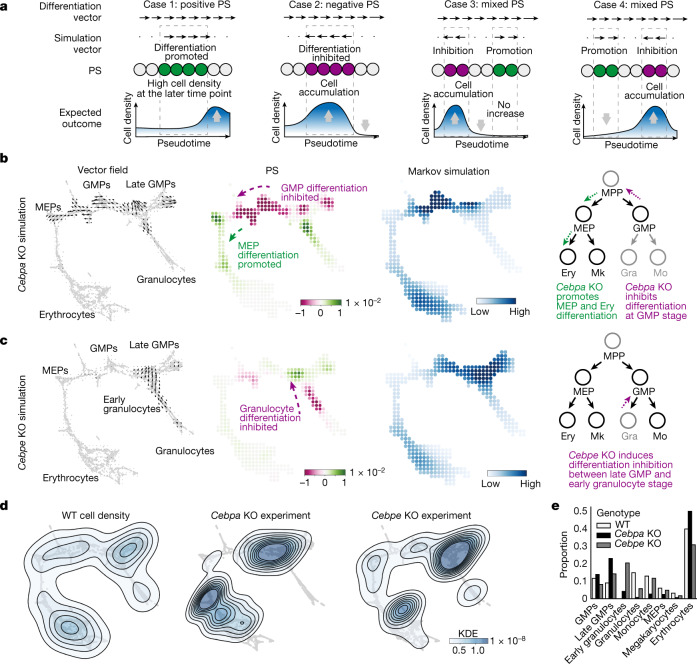
Validation of CellOracle using experimentally measured cell density in *Cebpa* and *Cebpe* KOs in haematopoiesis. **a**, Biological interpretation of perturbation scores (estimation of cell density based on perturbation score). Case 1: the differentiation and perturbation simulation vectors share the same direction, indicating a population shift towards a more differentiated identity. Case 2: the two vectors are opposed, suggesting that differentiation is inhibited. Case 3: predicted inhibition precedes promotion; thus, cells will be likely to accumulate. **b**,**c**, CellOracle *Cebpa* KO (**b**) and *Cebpe* KO (**c**) simulations showing cell-state transition vectors, perturbation scores and estimated cell density (Markov simulation). Right, schematics of simulated phenotype. Ery, erythrocyte. **d**, Ground-truth experimental cell density plot of wild-type (WT) cells, *Cebpa* KO cells and *Cebpe* KO cells in the force-directed graph embedding space. Estimated kernel density data are shown as a contour line on a scatter plot to depict cell density. **e**, Cell-type proportions in the WT and ground-truth KO samples. Gra, granulocyte; KDE, kernel density estimation; Mo, monocyte.

We also analysed a single-cell atlas of mouse organogenesis^30^ to simulate the loss of *Tal1* function (Extended Data Fig. 9a–d). CellOracle reproduced the inhibited differentiation of haematoendothelial progenitors in the *Tal1* KO^30^ (Extended Data Fig. 9e–h). In addition, CellOracle showed that loss of *Tal1* in later stages of erythroid differentiation does not block cell differentiation (Extended Data Fig. 9i,j), consistent with previous conditional *Tal1* KO experiments at equivalent stages^31^. Together, these results show that CellOracle effectively simulates cell-state-specific TF function, corroborating previous knowledge of the mechanisms that regulate cell fate in haematopoiesis and ground-truth in vivo phenotypes. Furthermore, systematic KO simulations demonstrate that CellOracle enables objective and scalable in silico gene perturbation analysis.

## Systematic TF KO simulations in zebrafish

Next, we applied CellOracle to systematically perturb TFs across zebrafish development. We made use of a 38,731-cell atlas of zebrafish embryogenesis published in a study by Farrell et al.^32^, comprising 25 developmental trajectories that span zygotic genome activation to early somitogenesis. We first inferred GRN configurations for the 38 cell types and states identified in the Farrell et al. study^32^, splitting the main branching trajectory into four sub-branches: ectoderm; axial mesoderm; other mesendoderm; and germ layer branching point (Extended Data Fig. 10a,b). In the absence of scATAC-seq data, we constructed a base GRN using promoter information from the UCSC database, obtaining information on TF-binding motifs from the *Danio rerio* CisBP motif database (Methods). Our benchmarking has shown that this approach produces reliable GRN inference (Extended Data Fig. 2). After preprocessing and GRN inference, we performed KO simulations for all TFs with inferred connections to at least one other gene (*n* = 232 ‘active’ TFs; Methods). The results of these simulations across all developmental trajectories can be explored at https://www.celloracle.org.

Our systematic TF KO simulation provides a valuable resource for identifying regulators of early zebrafish development and enables candidates to be prioritized for experimental validation. To further examine this comprehensive perturbation atlas, we focused on axial mesoderm differentiation, spanning 4.3 to 12 h post-fertilization (hpf) (Fig. 3a,b and Extended Data Fig. 10a,b). This midline structure bifurcates into notochord and prechordal plate lineages, representing a crucial patterning axis^33^, and has been extensively characterized, in part through large-scale genetic screens^34^. For these lineages, we performed systematic TF KO simulation and network analysis for 232 candidate TFs (Extended Data Fig. 10c). CellOracle ranked *noto*, a well-characterized TF regulator of notochord development, as the top TF on the basis of degree centrality, along with other known regulators of notochord development (Fig. 3c). Degree centrality is a straightforward measure that reports how many edges (genes) are directly connected to a node (TF); highly connected nodes are likely to be essential for a biological process^35,36^. In zebrafish *floating head*^*n1/n1*^ (*flh*^*n1/n1*^) mutants, which lack a functional *noto* gene (*noto* is also known as *flh*)^37^, axial mesoderm does not differentiate into notochord, and assumes a somitic mesoderm fate instead^38^. *Noto* LOF simulation correctly reproduced the loss of notochord (Fig. 3d–f and Extended Data Fig. 10d–f), in addition to enhanced somite differentiation (Extended Data Fig. 10g–k). Moreover, CellOracle predicted a previously unknown (to our knowledge) consequence of *noto* LOF: enhanced prechordal plate differentiation (Fig. 3e,f). We also noted that later stages of notochord differentiation received a positive perturbation score, indicating that continued expression of *noto* is not required for notochord differentiation. Alternatively, this finding could suggest that downregulation of *noto* is required for notochord maturation.

**Fig. 3:**
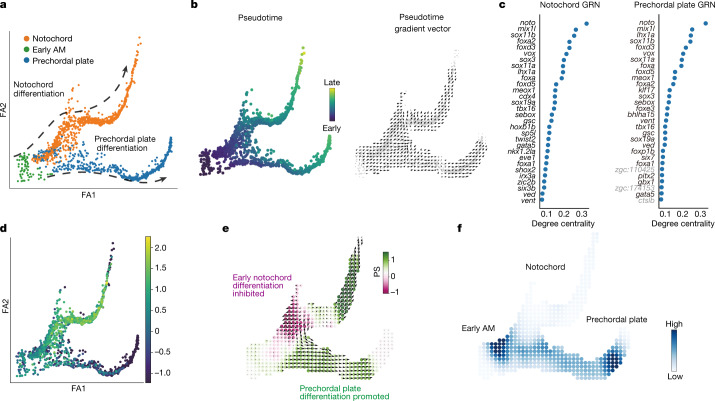
CellOracle KO simulation with zebrafish embryogenesis data. **a**, Two-dimensional force-directed graph of the axial mesoderm (AM) sub-branch (*n* = 1,669 cells) in a published zebrafish embryogenesis atlas (Farrell et al.^32^). Arrows indicate notochord cell differentiation (top) and prechordal plate differentiation (bottom). **b**, Conversion of URD-calculated pseudotime (left) into a 2D pseudotime gradient vector field (right). **c**, Degree centrality scores were used to rank the top 30 TFs in notochord (left) and prechordal plate (right). Black text denotes TFs. Grey text denotes non-TFs. **d**, Expression of *noto* projected onto the axial mesoderm sub-branch. **e**, *Noto* KO simulation vector and perturbation scores. **f**, Markov simulation to estimate cell density in the *noto* KO sample. The simulation predicted inhibited early notochord differentiation and promotion of prechordal plate differentiation, indicating a potential lineage switch.

## Experimental validation of *noto* LOF

Next, we experimentally validated the predicted expansion of prechordal plate after *noto* LOF. 

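Dissociated WT embryos were profiled by droplet scRNA-seq at 6, 8 and 10 hpf, with 2 libraries per stage. The deposited files hold UMI counts per gene and cell barcode, which the authors made from the reads with Cell Ranger 5.0.1 and the zebrafish genome GRCz11. The counts are not normalized, and these 6 libraries hold 42617 barcodes. Barcodes with at least 1000 UMIs and at most 10% of UMIs from mitochondrial genes were kept. This left 9085 and 8720 cells at 6 hpf, 6606 and 7005 at 8 hpf, and 3246 and 5028 at 10 hpf, or 39690 cells in all. The kept cells held 56935190 and 48078100 UMIs at 6 hpf, 33131568 and 40789052 at 8 hpf, and 17460936 and 24837193 at 10 hpf. The median per cell was 5880 and 5186 UMIs at 6 hpf, 4660 and 5443 at 8 hpf, and 5094 and 4623 at 10 hpf. No doublets were removed. The cell labels of the authors are not among the files, so the clusters were rebuilt from the WT cells and named by marker genes. Each name ends in -like, because it is not the label that the authors transferred, and a share that differs from the study's may come from the rebuilt names. The 11 genes whose levels are reported per class, which include noto, twist2, nog1, gsc, admp and tbxta, were left out of the genes used for clustering. Of these, noto, twist2, nog1 and gsc are still among the markers by which clusters were named.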

First, we generated a 38,606-cell wild-type (WT) reference atlas from dissociated WT embryos at 6, 8 and 10 hpf (2 technical replicates per stage) and used Seurat’s label transfer function^39^ to cluster and label the WT reference cells according to the annotations in Farrell et al.^32^ (Extended Data Fig. 11). Subsetting the axial mesoderm clusters showed the expected bifurcation of cells into notochord and prechordal plate, accompanied by upregulation of marker genes (Fig. 4a,b). 

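Notochord-like cells were found from 8 hpf on, beside prechordal plate-like cells that were present at every stage. The notochord-like share was 1.70% and 1.76% of all cells at 8 hpf and 2.71% and 2.74% at 10 hpf in the 2 libraries of each stage. At 6 hpf no cell was named notochord-like, and the upper bounds of the 95% Wilson intervals were 0.0423% and 0.0440%. Early notochord-like cells, named by genes such as noto, tbxta and admp, made up 0.749% and 0.872% at 6 hpf, 1.06% and 1.31% at 8 hpf, and 0.185% and 0.119% at 10 hpf. At 6 hpf the name depends on the settings, with 68 and 76 cells here, 129 and 145 with at least 2000 UMIs, 102 and 109 with at most 5% mitochondrial UMIs and 0 in both libraries with doublets marked by Scrublet removed, so that levels in the lineage at 6 hpf depend on them too. Early axial mesoderm-like cells made up 1.61% and 1.66% at 6 hpf, with 1 such cell in each library at 8 hpf. The prechordal plate-like share was 1.73% and 1.86% at 6 hpf, 1.94% and 1.80% at 8 hpf, and 1.32% and 1.65% at 10 hpf. In the notochord lineage (early notochord-like and notochord-like cells together), the basic helix-loop-helix factor twist2 went from 0 and 5.01 CPM (counts scaled to a library total of 1e6) at 6 hpf to 1058 and 1016 CPM at 8 hpf and 1655 and 1628 CPM at 10 hpf. The BMP antagonist nog1 went from 165 and 120 CPM to 1758 and 1720 CPM and then 1873 and 1829 CPM in the same cells. The homeobox gene noto was at 1408 and 1807 CPM, 2572 and 2580 CPM, and 2156 and 2064 CPM at the 3 stages. The lineage at 6 hpf holds only cells named by genes such as noto, so that its levels of noto and twist2 give no order of the genes. The BMP family ligand admp, at 1749 and 1717 CPM at 6 hpf and 1871 and 1777 CPM at 8 hpf, was at 1131 and 1212 CPM at 10 hpf. In prechordal plate-like cells, the homeobox gene gsc went from 3706 and 3779 CPM at 6 hpf to 2004 and 1956 CPM at 8 hpf and 1299 and 1138 CPM at 10 hpf. The Wnt antagonist frzb was at 886 and 908 CPM, 2806 and 2684 CPM, and 2481 and 2315 CPM in these cells. The gene twist2 did not pass 148 CPM in prechordal plate-like cells at any stage, and gsc was at 0 and 7.65 CPM in the notochord lineage at 10 hpf. At 8 hpf most notochord-like cells lay in axial sub-cluster 7 and at 10 hpf in sub-cluster 11, so values of the class at these stages come from different sub-clusters. The libraries of a stage are technical replicates, and no test was run between stages. From these clusters and marker genes, the paper states that WT axial mesoderm parts into notochord and prechordal plate (Fig. 4a,b).

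**Figure D1:**
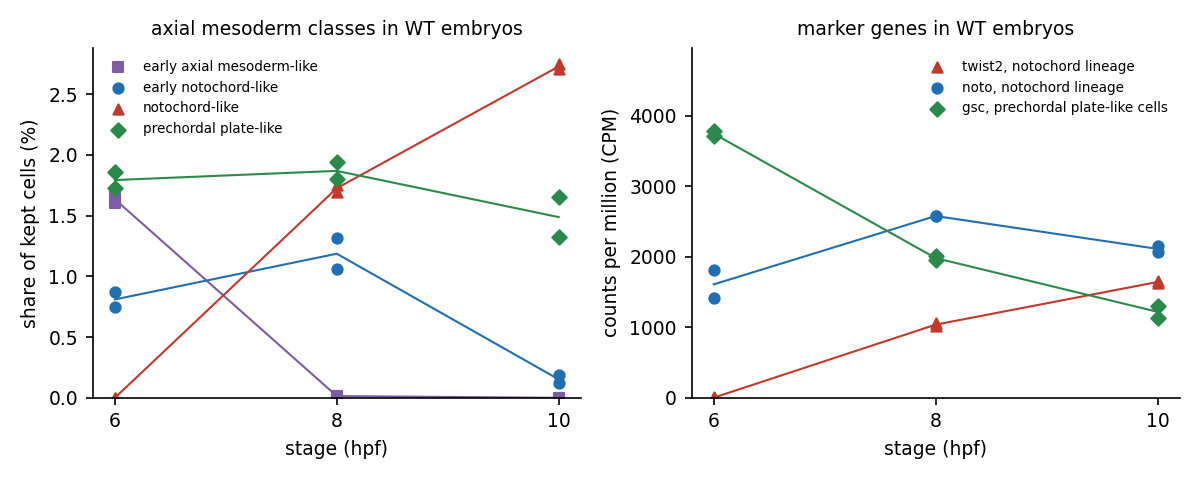
Shares of axial classes among all cells (%) and CPM of twist2 and noto in the notochord lineage and of gsc in prechordal plate-like cells, by stage of WT embryos. Points are libraries and lines join the means of both libraries of a stage. The notochord-like share is 0 at 6 hpf and lies between 2.71% and 2.74% at 10 hpf.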

For visualization of axial mesoderm cells, we used a uniform manifold approximation and projection (UMAP) transfer function to enable comparable data visualization between different samples (Methods).

**Fig. 4:**
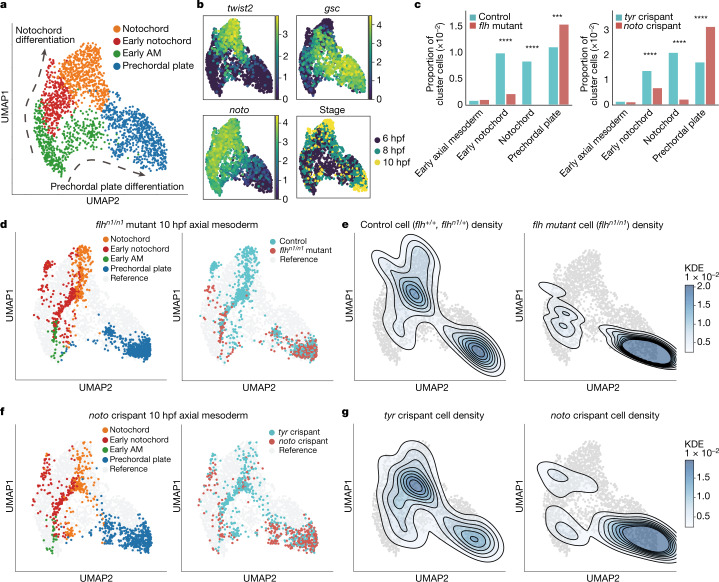
Experimental validation of zebrafish *noto* LOF predictions. **a**, UMAP plot of WT reference data for axial mesoderm (6, 8 and 10 hpf): notochord, early notochord, early axial mesoderm and prechordal plate clusters (*n* = 2,012 cells). Arrows indicate notochord differentiation (top) and prechordal plate differentiation (bottom). **b**, Gene expression (log-transformed unique molecular identifier (UMI) count) and developmental stage are projected onto the axial mesoderm UMAP plot. *Noto* and *twist2* are expressed in notochord, whereas *gsc* marks the prechordal plate. **c**, Bar plots comparing cell cluster compositions between treatments and controls (left, *flh*^*n1/n1*^ mutants (10 hpf) and controls; right, *noto* crispants (10 hpf) and *tyr* crispants). Cluster compositions are presented as the proportion of each group normalized to the whole cell number. In both *flh*^*n1/n1*^ mutants and *noto* crispants, the notochord is significantly depleted (*flh*^*n1/n1*^: *P* = 5.55 × 10^−52^; noto: *P* = 1.39 × 10^−33^, chi-square test) and the prechordal plate is significantly expanded (*flh*^*n1/n1*^: *P* = 1.07 × 10^−4^; *noto*: *P* = 5.01 × 10^−18^, chi-square test. ***P < 0.001; ****P < 0.0001). **d**–**g**, *flh*^*n1/n1*^ mutant or *noto* crispant data projected onto the WT axial mesoderm UMAP plot. **d**, Cluster annotation and sample label projected onto the UMAP plot. **e**, Kernel cell density contour plot shows control cell density (left) and *flh*^*n1/n1*^ mutant cell density (right). **f**, Cluster annotation and sample label projected onto the UMAP plot. **g**, *tyr* crispant cell density (left) and *noto* crispant cell density (right) shown on the kernel cell density contour plot.

For experimental perturbation of *noto*, we generated and dissociated pools of 25 *flh*^*n1/n1*^ mutant embryos, recognized at 10 hpf by the lack of notochord boundaries, and sibling controls (*flh*^*n1/+*^ and *flh*^*+/+*^) for scRNA-seq. 

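The flh mutants and their sibling controls gave 2 libraries each at 10 hpf, with 35716 barcodes from mutants and 37154 from controls. After the filter used for WT cells, 15337 and 14719 mutant cells and 9235 and 19163 control cells were kept. The kept cells held 65882168 and 50601947 UMIs in mutants and 42526675 and 84764823 UMIs in controls, with medians of 3956 and 3041 UMIs and of 4228 and 3806 UMIs per cell. Each cell took the name held by most of its 30 nearest WT cells, and this name had on average 92.6% and 90.7% of the votes in mutants and 92.8% and 90.0% in controls. Shares of named cells were compared with edgeR on the number of cells per class and library, with all 24 libraries at 10 hpf in 1 fit, and p was adjusted over 20 classes. A two-sided exact permutation test was run beside it, and with 2 libraries against 2 it cannot give a p below 0.333. For gene expression the counts of all cells of a library were summed, and edgeR tested 17099 genes. These p-values measure the spread between libraries, which may be technical, because the paper's text does not say whether the libraries of a group come from separate pools. The mutated gene noto itself was at 35.2 and 20.8 CPM in the mutant libraries and 53.9 and 34.4 CPM in the control libraries. The fit gave noto a log2 fold change of −0.67 (standard error 0.24), which did not pass the test. A mutant allele need not change the number of counts at the end of an RNA, so that this checks nothing about the labels.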

We integrated these datasets and projected them onto the WT axial mesoderm reference atlas. 

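In flh mutants, notochord-like cells were nearly gone and the genes of the late notochord were lower with them, whereas genes of somites and early muscle were, as groups, higher. Notochord-like cells made up 0.0951% and 0.156% of cells in the mutant libraries and 1.85% and 1.94% in the control libraries. The means were 0.126% ± 0.0434% and 1.89% ± 0.0597% (SD, n = 2 libraries each), a change of −93.4%, from 38 cells in mutants and 542 in controls. The log2 fold change was −3.90 (standard error 0.34, adjusted p = 1.69e-08), and the exact permutation test gave p = 0.333, the smallest that 2 libraries against 2 allow. The paraxial mesoderm-like share, which stands for the somite cluster, was 12.3% ± 2.87% in mutants and 8.03% ± 0.655% in controls, a change of +53.4% that did not pass the test (log2 fold change 0.62, standard error 0.28, adjusted p = 0.435). It passed with these 2 groups alone in the fit, at a log2 fold change of 0.61. Across all cells, edgeR called 22 genes, 21 of them lower in mutants, and 348 genes had an unadjusted p below 0.05. Over all genes the median absolute log2 difference was 0.0924 and 0.156 between libraries of the same number. It was 0.524 between the controls and 0.456 between the mutants, a spread that this fit does not take out. More genes were called with the number as a block, although the labels do not say what a number stands for. The notochord gene twist2 was at 0.0546 ± 0.0341 normalized CPM in mutants and 23.3 ± 4.01 in controls (log2 fold change −8.81, standard error 0.55, adjusted p = 3.61e-09). Of 9 late notochord genes, 4 were lower and none was higher (5 lower when adjusted over the list alone), among them pmp22b (−3.64), col8a1a (−2.83) and the collagen hydroxylase p4ha1b (−2.06, standard error 0.23, adjusted p = 4.53e-05). The set test camera gave the list an adjusted p of 5.71e-61, and adjusted p = 1.65e-06 with an estimated correlation. Of 7 broad notochord genes none passed over all genes, and 4 were lower when adjusted over the list alone (adjusted p of camera 1.33e-08, and adjusted p = 0.0300 with an estimated correlation). Their members tbxta, shha and foxa had log2 fold changes of −0.75, −0.61 and −0.82. Of 14 genes of collagen and matrix biosynthesis, 4 were lower (6 over the list alone), with col9a1b at −4.47 (adjusted p of camera 7.83e-30, and adjusted p = 7.96e-06 with an estimated correlation). Further genes that fell, named after their values were seen, were the matrix glycoprotein gene emilin3a with 0 counts against 266, the BMP co-receptor hjv (−4.50), the T-box gene tbx3b (−4.02), the homeobox gene mnx1 (−1.77), apln (−2.24) and fbln2 (−1.80). The kinase gene pak1, at 7.64 ± 1.39 against 20.3 ± 2.30 normalized CPM, also fell (−1.40, standard error 0.20, adjusted p = 9.97e-04).
Of 12 genes of somites or paraxial mesoderm all had a positive log2 fold change, and 1 of them passed over all genes (9 over the list alone; adjusted p of camera 3.30e-30, and adjusted p = 5.42e-04 with an estimated correlation). This gene, mespaa, which acts in somite segmentation, was at 13.3 ± 0.445 normalized CPM in mutants and 4.78 ± 1.84 in controls (log2 fold change 1.48, standard error 0.29, adjusted p = 0.0355). The related mespab (1.45), the retinoic acid enzyme aldh1a2 (1.11) and tbx6 (1.08) did not pass. Of 9 genes of adaxial cells or muscle, none passed over all genes and 6 were higher when adjusted over the list alone, with mef2d at 1.25 and the myosin chaperone unc45b at 1.09 (adjusted p of camera 2.28e-16, and adjusted p = 0.00182 with an estimated correlation). The calls of twist2, emilin3a, tbx3b, p4ha1b and pmp22b held whichever 1 library was left out, but 12 genes passed without flh mutant 1, 11 without flh mutant 2 and 1 (twist2) with these 2 groups alone in the fit. The call of hjv was lost without flh mutant 1 or 2 (−4.71 to −4.35), and that of apln without flh control 1 or flh mutant 1 or 2 (−2.58 to −1.99). The call of mnx1 was lost without flh mutant 1 (−1.69), and that of pak1 without flh mutant 2 (−1.23). The call of mespaa was lost without flh control 1 or flh mutant 1 or 2 (1.13 to 1.51), and that of col9a1b without flh mutant 1 or 2 (−4.59 to −4.39). The call of fbln2 was lost without flh control 1 or 2 or flh mutant 1 or 2 (−2.10 to −1.57), and that of col8a1a without flh control 1 or flh mutant 2 (−2.40 to −2.39).

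**Figure D2:**
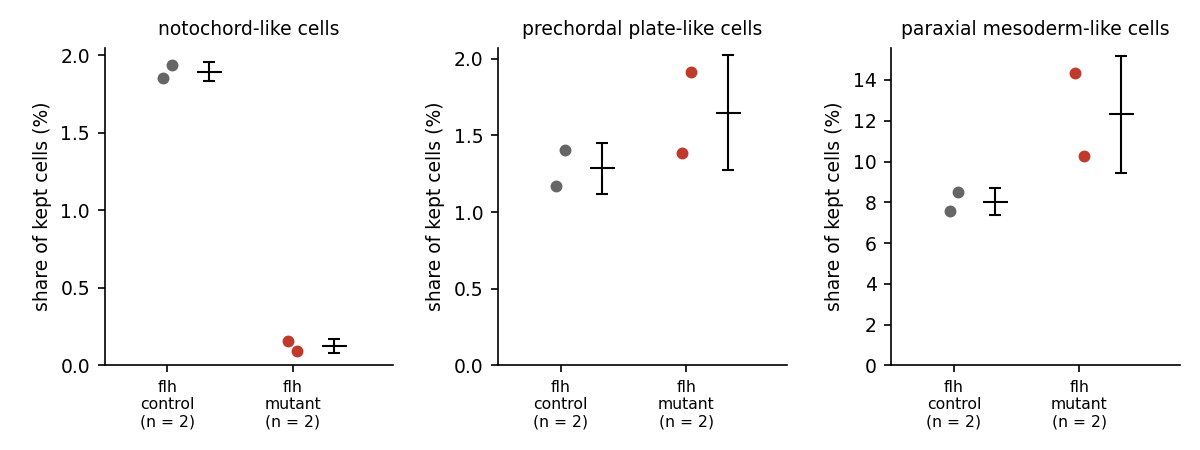
Shares of notochord-like, prechordal plate-like and paraxial mesoderm-like cells among all cells (%) in each library of flh controls and flh mutants. Points are libraries, lines are means and bars are 1 SD. Both mutant libraries lie below 0.2% notochord-like cells, and both controls lie above 1.8%.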

In agreement with previous observations, we observed a significant depletion of cells labelled as notochord in *flh*^*n1/n1*^ mutants (−98%, relative to control, *P* = 5.55 × 10^−52^, chi-square test; Fig. 4c, left), concomitant with an expansion of the somite cluster (+41.3%; *P* = 5.90 × 10^−29^; Extended Data Fig. 11e, left). Furthermore, as predicted by *noto* LOF simulation, we observed a significant expansion of the prechordal plate cluster in *flh*^*n1/n1*^ mutants (+38.6%; *P* = 1.07 × 10^−4^; Fig. 4c, left). 

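Prechordal plate-like cells were a larger part of the axial mesoderm in flh mutants. Their share of all cells was higher in the mutant than in the control of the same library number, but overlapped across numbers. It did not pass the test, also with the number as a block. Among all cells they made up 1.38% and 1.92% in mutant libraries 1 and 2 and 1.17% and 1.40% in control libraries 1 and 2. The means were 1.65% ± 0.377% and 1.29% ± 0.166% (SD, n = 2 libraries each), a change of +28.2%. The fit gave a log2 fold change of 0.35 (standard error 0.44, adjusted p = 0.938) and did not pass the test. Taken over axial mesoderm cells, the prechordal plate-like share was 92.6% ± 3.85% in mutants and 40.4% ± 2.35% in controls, a log2 fold change of 1.19 (standard error 0.20) that passed the test. The notochord-like share over the same cells was 7.45% ± 3.85% in mutants and 59.6% ± 2.35% in controls. Shares over axial mesoderm add up to a whole, so that the loss of one class raises the other. Of 14 prechordal plate genes none passed over all genes, 11 had a positive log2 fold change, and camera gave an adjusted p of 0.0709. The prechordal plate gene gsc was at 100 ± 59.4 normalized CPM in mutants and 79.9 ± 38.4 in controls, a log2 fold change of 0.32 (standard error 0.39), which turns to −0.10 without flh control 1 and to −0.46 without flh mutant 2. The Wnt antagonist frzb was at 0.49 (standard error 0.42) and the repressor prdm1a at 0.26 (standard error 0.17), and neither passed. Of 15 genes of the BMP pathway none passed over all genes and 13 had a negative log2 fold change (adjusted p of camera 1.33e-04, and adjusted p = 0.0317 with an estimated correlation). The BMP antagonist nog1, expressed in notochord and prechordal plate, was at −0.31 (standard error 0.33), and turned to 0.41 without flh control 1 and to 0.05 without flh mutant 2. A fit without 1 flh library leaves the numbers unbalanced. The turns of gsc and nog1 cannot be told apart from the difference between numbers. From the fewer notochord cells and more prechordal plate cells in Fig. 4c, the paper states that the prechordal plate expanded in flh mutants as its noto simulation had predicted.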

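Cells named early notochord-like were not found in flh mutants or in their controls when names came from WT cells (0 cells in all 4 libraries). When the cells of all 10 hpf libraries were clustered jointly, 0.0717% and 0.0883% of mutant cells and 0.162% and 0.0783% of control cells were early notochord-like. The joint class of this name has the late notochord genes twist2 and ntd5 beside admp and noto among its 10 genes with the highest fold. In this clustering, notochord-like cells made up 0.102% of mutant cells and 1.55% of control cells, a log2 fold change of −3.90. The LIM homeobox gene lhx1a, which is expressed in axial mesoderm, was at 4.64 ± 0.232 normalized CPM in mutants and 9.69 ± 0.748 in controls, a log2 fold change of −1.06 (standard error 0.28) that did not pass the test (adjusted p = 0.411). The forkhead gene foxa3 was at −0.34 (standard error 0.29), and the BMP family ligand admp at 0.21 (standard error 0.24), which turned to −0.14 without flh mutant 1.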

Plotting cell density revealed stalled notochord differentiation and bifiurcation of the mid axial mesoderm, with excess prechordal plate cells (Fig. 4d,e), consistent with the *noto* LOF simulation (Fig. 3e,f). To orthogonally validate these results, we produced *noto* LOF with a modified CRISPR–Cas9 protocol that we have previously used to achieve near-complete gene disruption in F_0_ embryos injected with two *noto*-targeting guide RNAs (gRNAs)^40^ (Methods). The resulting *noto* ‘crispants’ were dissociated at 10 hpf (9,185 cells, *n* = 2 biological and *n* = 3 technical replicates) and compared by single-cell analysis to controls that targeted the *tyrosinase* gene (*tyr)*, which is not expressed until later in development (*n* = 46,440 single cells, *n* = 3 biological and *n* = 5 technical replicates; Extended Data Fig. 11b). 

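The noto crispants gave 3 libraries with 27554 barcodes, of which 4420, 4926 and 5890 cells were kept by the filter used for WT cells, 15236 in all. The tyr crispants gave 7 libraries with 105090 barcodes and 80456 kept cells, between 7068 and 16062 per library (median 12137). The paper compares the noto crispants with 5 of these tyr libraries, 3 biological replicates, and the labels do not show which ones, so all 7 were used. The kept cells held 10046447 to 14478935 UMIs per noto library (median 11513627) and 24992338 to 59067509 per tyr library (median 39062763). The noto cells held fewer UMIs, with medians between 2159 and 2250 per cell against 2575 to 3925 in tyr crispants. The vote for the given name was also lower in noto crispants, at 77.2% to 80.1% on average, than in tyr crispants, at 87.4% to 92.2%. With 3 libraries against 7 the exact permutation test cannot give a p below 0.00833, two-sided. By the labels a library is the replicate, while the paper gives 2 biological replicates for noto, so some libraries share embryos or cells and their spread is in part technical. The targeted gene noto was at 32.0, 40.1 and 37.4 CPM in the noto libraries and between 65.1 and 137 CPM in the 7 tyr libraries. Its log2 fold change was −1.48 (standard error 0.18, adjusted p = 4.47e-06). The control gene tyr was at 0.0590 to 0.282 CPM in the tyr libraries, a level at which no effect on it can be read.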

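In noto crispants, notochord-like cells were fewer than in tyr crispants and notochord genes such as noto, twist2 and pmp22b were lower, while some genes of the prechordal plate (such as frzb), of somites (aldh1a2) and of early muscle (myod1) were higher. Notochord-like cells made up 0.566%, 0.609% and 0.713% of cells in the noto libraries. In tyr libraries 1 to 7 they made up 2.26%, 2.25%, 3.59%, 3.25%, 2.72%, 2.92% and 3.62%. The means were 0.629% ± 0.0758% (SD, n = 3 libraries) and 2.94% ± 0.572% (SD, n = 7), a change of −78.6% and a log2 fold change of −2.22 (standard error 0.24, adjusted p = 3.85e-07; exact permutation test, p = 0.00833). Prechordal plate-like cells made up 2.53%, 3.17% and 2.95% in the noto libraries and 1.85%, 1.45%, 1.89%, 1.93%, 0.821%, 1.68% and 1.98% in the tyr libraries. This is a change of +74.1% (log2 fold change 0.79, standard error 0.30), every noto library lay above every tyr library (exact permutation test, p = 0.00833), and the adjusted p of 0.0505 did not pass. It passed without tyr 7 (0.84), with doublets marked by Scrublet removed (1.47), at most 5% mitochondrial UMIs (1.12), at least 2000 UMIs (1.17), a lower limit on UMIs (1.05), readout genes kept (0.82), resolution 1 (1.11) or 3 (0.83), names from thinned cells (1.32) and these 2 groups alone in the fit (0.79), and not with joint clustering (0.53), 10 neighbours (0.63) or a vote of at least 60% (0.80). Paraxial mesoderm-like cells made up 11.9%, 12.8% and 12.7% in the noto libraries and 10.5%, 10.2%, 10.2%, 10.9%, 7.37%, 9.91% and 12.1% in the tyr libraries, a change of +22.8% (log2 fold change 0.30, standard error 0.19, adjusted p = 0.361; exact permutation test, p = 0.0333). Over axial mesoderm cells, prechordal plate-like cells made up 81.3% ± 2.30% in noto crispants and 35.8% ± 6.51% in tyr crispants (log2 fold change 1.17).
Across all cells, 4925 genes were called, 2479 higher and 2446 lower in noto crispants. The notochord gene twist2 was at 0.971 ± 0.384 normalized CPM in noto crispants and 49.2 ± 11.4 in tyr crispants (log2 fold change −5.68, standard error 0.35, adjusted p = 1.38e-09). Of 9 late notochord genes 4 were lower, among them pmp22b (−2.21), col8a1a (−1.37) and p4ha1b (−1.04), and col2a1a (1.63) was higher; the list had an adjusted p of 0.00398 from camera, and adjusted p = 0.576 with an estimated correlation. Of 7 broad notochord genes noto was lower and the BMP antagonist chrd (1.34) was higher, and tbxta (−0.47) and foxa3 (0.50) did not pass, the last of which passed without tyr 4 (0.57). The regulators lhx1a (−1.82, standard error 0.23) and irx3a (−0.94, standard error 0.21) fell as well, while nog1 (−0.52), gsc (−0.43) and admp (0.15) did not pass. Of 14 prechordal plate genes 6 rose and none fell (7 rose over the list alone), with frzb at 73.2 ± 8.22 against 34.4 ± 10.3 normalized CPM (1.09), prdm1a at 0.86 and klf17 at 0.79 (adjusted p of camera 0.00553, and adjusted p = 0.576 with an estimated correlation). Of 12 genes of somites or paraxial mesoderm 6 rose and all 12 were positive (7 rose over the list alone), with aldh1a2 at 136 ± 10.9 against 52.4 ± 10.2 normalized CPM (1.37), the protocadherin pcdh8 at 1.28, tbx6 at 1.11 and foxc1a at 1.06 (adjusted p of camera 3.60e-04, and adjusted p = 0.576 with an estimated correlation). Of 9 genes of adaxial cells or muscle 5 rose, among them unc45b (1.90), the muscle regulator myod1 (1.89), mef2d (1.50) and ttn.1 (1.25), and the actin gene acta1b (3 counts against 94) was lower (adjusted p of camera 4.89e-04, and adjusted p = 0.576 with an estimated correlation). The call of acta1b was lost without noto 1 (log2 fold change −1.62), noto 2 (−1.55), tyr 1 (−2.13), tyr 2 (−2.03), tyr 3 (−2.06), tyr 4 (−2.02), tyr 5 (−2.03) or tyr 7 (−2.13). Of 14 genes of collagen and matrix biosynthesis 5 rose, with the laminin genes lamb1a (1.19) and lamc1 (0.96), and 4 fell, with rcn3 (−2.11), and of 13 mitosis genes 4 rose and 1 fell (adjusted p of camera 0.0324, and adjusted p = 0.576 with an estimated correlation). Among the most lowered genes were also the spindle checkpoint gene bub3 (−2.18), gadd45gb.1 (−1.93) and ss18l2 (−1.91), the last of which lost its call without noto 1 (−1.93), noto 2 (−1.88) or noto 3 (−1.94). The most raised genes were copies of the histone gene hist1h4l (up to 3.49) and the unnamed gene FP236630.1 (3.17), and reads can be hard to assign among copies. Copies of hist1h4l are also among the genes with the highest fold in an unnamed cluster of the joint clustering. Cells of that cluster held few UMIs, with a median of 0.494 of that of their own library. A cluster of cells with little RNA made up 7.95% ± 1.94% of noto cells and 1.60% ± 0.969% of tyr cells (log2 fold change 2.31, standard error 0.60, adjusted p = 0.0107). By names from WT cells, early notochord-like cells were too few to compare, with 5 in noto crispants and 6 in tyr crispants (log2 fold change 1.97). In the joint clustering the log2 fold change of this class had the other sign, at −2.22. There the notochord lineage held 26, 29 and 58 cells in noto libraries 1 to 3, of which 23, 21 and 48 were notochord-like.

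**Figure D3:**
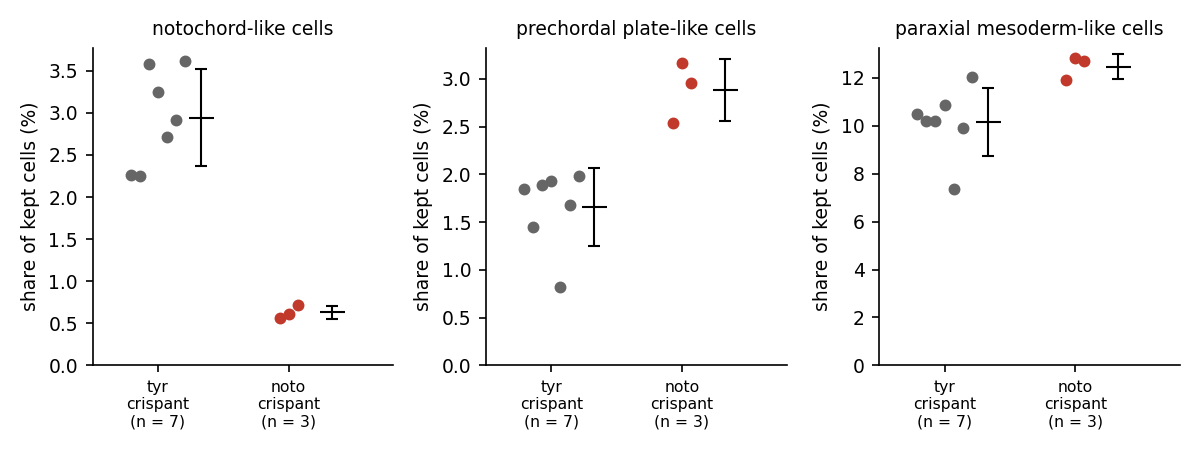
Shares of notochord-like, prechordal plate-like and paraxial mesoderm-like cells among all cells (%) in each library of tyr crispants and noto crispants. Points are libraries, lines are means and bars are 1 SD. The noto libraries lie between 0.566% and 0.713% notochord-like cells, below every tyr library.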

Analysis of cell-type composition confirmed a significant depletion of notochord, with an expansion of somitic mesoderm and prechordal plate (Fig. 4c, right, Fig. 4f,g and Extended Data Fig. 11e, right) in *noto* crispants, highly consistent with our *flh*^*n1/n1*^ mutant analysis. Together, in addition to further validating the performance of CellOracle, these results highlight the ability of this approach to identify experimentally quantifiable phenotypes in well-characterized mutants that may have been previously overlooked owing to a reliance on gross morphology. 

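The flh mutants and noto crispants shared the loss of notochord genes such as twist2, emilin3a and hjv. Of the 22 genes called in flh mutants, 16 were called in the same direction in noto crispants and none in the opposite direction, and independent lists of these sizes would share 3.00 genes that fell. The shared genes include twist2, emilin3a (−2.76 in noto crispants), hjv (−5.17), tbx3b (−2.08), apln (−2.13), mnx1 (−1.70), inka1a (−2.02) and pak1 (−0.52). Among the 6 genes not called in noto crispants were col9a1b (−0.93) and fbln2 (−0.29), which encode proteins of the extracellular matrix, and the segmentation gene mespaa (0.45). All 22 genes called in flh mutants had the same sign in both comparisons (Pearson correlation 0.57, Spearman correlation 0.41), though they were chosen by their flh values. Of the 4931 genes called in either comparison, 4925 were called in noto crispants. Over the 4931 genes, the log2 fold changes had a Pearson correlation of 0.081 and a Spearman correlation of −0.015, and 48.7% had the same sign. Genes are not independent replicates, so no p is given. These values moved when 1 flh library was left out. The Pearson correlation was −0.038 without flh mutant 1 and 0.189 without flh mutant 2, and the Spearman correlation −0.25 and 0.29. The part of genes with the same sign was 35.6% and 66%. Without flh control 1 the Spearman correlation was 0.18, and without flh control 2 it was −0.12. Such fits leave the replicate numbers unbalanced between flh mutants and controls. Their moves cannot be told apart from the difference between numbers. From the depleted notochord and expanded prechordal plate in both experiments, the paper concludes that the approach can find measurable phenotypes in well-studied mutants that may have been overlooked.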

We next sought to identify new LOF phenotypes in axial mesoderm development.

## Discovery of axial mesoderm regulators

To identify novel TFs required for axial mesoderm differentiation, we prioritized TFs according to predicted KO phenotypes, focusing on early-stage differentiation before evident lineage specification (Extended Data Fig. 12a). The resulting ranked list contains several known notochord regulators, including *noto* (Fig. 5a, red and Supplementary Table 2), confirming CellOracle’s capacity to model known developmental regulation. However, it is important to note that some known notochord regulators, such as *foxa3* (ref. ^41^), were not identified as they are filtered out in the first steps of data processing owing to low expression. Systematic perturbation simulations for all lineages can be found at https://celloracle.org. As well as the axial mesoderm, we also performed an in-depth analysis of the adaxial mesoderm, which gives rise to somites. Overall, more than 80% of the top 30 TFs in this analysis were associated with somite differentiation (Supplementary Table 3).

**Fig. 5:**
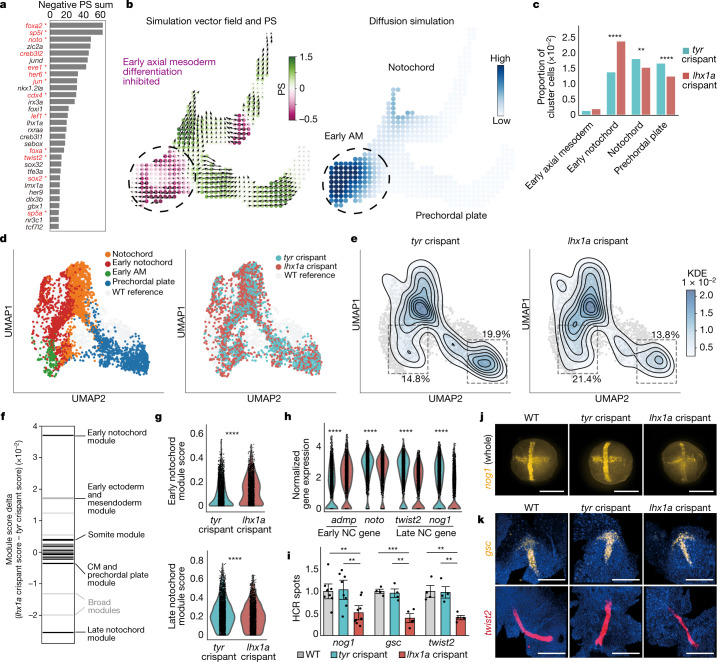
Experimental validation of *lhx1a* as a putative regulator of zebrafish axial mesoderm development. **a**, Top 30 TFs according to predicted KO effects. Red and *: previously reported notochord regulators (Supplementary Table 2). *lhx1a*, *sebox* and *irx3a* were selected for experimental validation. **b**, *lhx1a* LOF simulation in the axial mesoderm sub-branch, predicting an inhibition of axial mesoderm differentiation from early stages. **c**, scRNA-seq validation of experimental LOF: cell cluster composition of the axial mesoderm clusters normalized to the whole cell number in *lhx1a* and *tyr* (control) crispant samples. Early notochord is significantly expanded (*P* = 1.34 x 10^−35^, chi-square test) and differentiated axial mesoderm populations are significantly depleted (notochord: *P* = 3.83 x 10^−3^; prechordal plate: *P* = 1.28 x 10^−7^, chi-square test) in *lhx1a* crispants. **d**, *lhx1a* and *tyr* crispant axial mesoderm cells at 10 hpf. Left, cell type annotation of *lhx1* and *tyr* crispant cells. Right, *lhx1a* and control crispant data projected onto the WT UMAP. **e**, Control cell density (left, *n* = 2,342 cells) and *lhx1a* crispant cell density (right, *n* = 2,502 cells). **f**, Rug plot showing the difference in averaged NMF module scores between *lhx1a* and *tyr* crispants in notochord lineage cells. Black, cell-type-specific modules. Light grey, broad cluster modules. CM, cephalic mesoderm. **g**, Violin plot of NMF module score in notochord lineage cells (*n* = 1,918 *lhx1a* crispant and *n* = 2,616 *tyr* crispant cells. **h**, Violin plots of gene expression in the notochord (NC) lineage cells. ****P < 0.0001, two-tailed Wilcoxon rank-sum test with Bonferroni correction. **i**, Quantification (number of spots in flattened HCR image) normalized to WT. Mean ± s.e.m. *n* = 2 independent biological replicates, 8 embryos per replicate. *nog1*: *P* = 0.0022 (WT versus *lhx1a* crispant), *P* = 0.0052 (*tyr* versus *lhx1a* crispant); *gsc*: *P* = 0.00042 (WT versus *lhx1a* crispant), *P* = 0.0018 (*tyr* versus *lhx1a* crispant); *twist2*: *P* = 0.0011 (WT versus *lhx1a* crispant), *P* = 0.0012 (*tyr* versus *lhx1a* crispant); two-sided *t*-test. **j**, Representative HCR images for *nog1* expression (yellow) in whole embryos at 10 hpf. **k**, Representative flattened HCR images of 10 hpf embryos stained with probes against *gsc* (yellow) and *twist2* (red); nuclei are stained with DAPI (blue). Scale bars, 300 μm.

In addition to known TFs, we identified several TFs with no previously reported role in axial mesoderm differentiation (Fig. 5a, black). We further prioritized candidate genes for experimental validation by GRN degree centrality, gene enrichment score in axial mesoderm and average gene expression value, selecting *lhx1a*, *sebox* and *irx3a* (Extended Data Fig. 12b). CellOracle predicts impaired notochord differentiation for all three genes after their LOF (Fig. 5b and Supplementary Fig. 19). However, no LOF studies describing axial mesoderm phenotypes that relate to these genes have, to our knowledge, been reported in zebrafish. Mouse *Lhx1 (Lim1)* KO embryos lack anterior head structures and kidneys^42^. In zebrafish, *sebox* (*mezzo*) has been implicated in mesoderm and endoderm specification^43^, whereas *irx3a* (*ziro3*) morphants exhibit changes in the composition of pancreatic cell types^44^.

We generated *lhx1a*, *sebox* and *irx3a* crispants (Supplementary Fig. 20b–d). 

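The lhx1a crispants gave 4 libraries at 10 hpf with 58119 barcodes, and the sebox and irx3a crispants gave 3 libraries each with 44119 and 44090 barcodes. The filter used for WT cells kept 48893 lhx1a cells, 5901 to 15217 per library (median 13888). It kept 32528 sebox cells, 4038 to 14719 per library (median 13771), and 30978 irx3a cells, 6402 to 13113 per library (median 11463). The kept cells held 17238244 to 79125427 UMIs per lhx1a library (median 55319508), 18667807 to 53891340 per sebox library (median 41680341) and 17174516 to 35791975 per irx3a library (median 35103565). Medians per cell were 2629 to 4313 UMIs for lhx1a, 2803 to 4328 for sebox and 2490 to 2810 for irx3a. The labels do not mark the libraries of the first screen, so all 4 lhx1a libraries and the 7 tyr libraries described above were used, and results against the same tyr libraries are not independent of each other. The paper gives 5 biological and 7 technical replicates for tyr, so some tyr libraries share embryos or cells, and the tests over libraries, exact permutation tests included, count them as separate. Counts were also summed over the notochord lineage of each library, with 216 to 669 cells in lhx1a, 101 to 668 in sebox, 274 to 446 in irx3a and 171 to 577 in tyr libraries, and edgeR tested 8001 genes there. The authors compared expression with cells as the units, and here each library is 1 value. The lhx1a gene was at 5.99 to 7.95 CPM in lhx1a crispants and 4.81 to 8.62 CPM in tyr crispants. The sebox gene was at 0 to 0.130 CPM in sebox crispants and 0.0800 to 0.392 CPM in tyr crispants, and irx3a at 13.5 to 15.6 CPM in irx3a crispants and 6.48 to 13.0 CPM in tyr crispants. Small deletions and insertions need not change these counts.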

We performed initial single-cell analyses at 10 hpf, integrating crispant scRNA-seq datasets with the control gRNA reference atlas described above. 

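In lhx1a crispants the notochord genes twist2 and nog1 were lower across all cells, and znfl1c, clstn1 and itga5 were among the genes that were higher. The gene nog1 was at 33.7 ± 6.07 normalized CPM in lhx1a crispants (SD, n = 4 libraries) and 63.1 ± 10.9 in tyr crispants (SD, n = 7), a log2 fold change of −0.90 (standard error 0.21, adjusted p = 0.0378). The gene twist2 was at 25.0 ± 7.28 normalized CPM in lhx1a crispants, a log2 fold change of −0.98 (standard error 0.21, adjusted p = 0.0247). The forkhead gene foxa also fell (−0.53, standard error 0.13, adjusted p = 0.0446), while noto (−0.20), foxa3 (−0.30), gsc (−0.42) and admp (0.38) did not pass. The T-box gene tbxta was at −0.05 (standard error 0.19) and lhx1a itself at −0.08 (standard error 0.17). In all, 213 genes were called, 103 higher and 110 lower. The genes with the largest rise were the zinc finger gene znfl1c, at 24.2 ± 7.44 against 10.5 ± 1.76 normalized CPM (1.20, standard error 0.16, adjusted p = 4.82e-04), clstn1 (0.76), ech1 (0.71), the integrin itga5 (0.66), serinc5 (0.62), the Wnt receptor ror2 (0.61), the laminin lamc1 (0.58), the metalloprotease adam10a (0.57), frem1b (0.57) and ankrd50l (0.54). Besides nog1, genes with a large fall included the retinol dehydrogenase rdh8a, at 4.47 ± 1.36 against 14.58 ± 2.75 normalized CPM (−1.69, standard error 0.20, adjusted p = 8.02e-05), rnasekb (−1.48), prr13 (−1.30), rsrp1 (−1.00), mrps21 (−0.89), slc35c2 (−0.76) and dis3l2 (−0.69). Of 14 prechordal plate genes none passed over all genes and 13 were negative, with cd63 at −0.54 and fzd8b at −0.64 (1 lower over the list alone; adjusted p of camera 0.00451, and adjusted p = 0.870 with an estimated correlation). Of 8 genes of the enveloping layer, the outer cell sheet, none passed and all were positive, with the keratins cyt1 at 1.27 and krt5 at 1.18 (2 higher over the list alone; the same p of camera in both forms).
By expression lhx1a 3 and 4 lie close to tyr 6 and 7 and were taken as 1 set and the rest as the other, although tyr 5 belongs clearly to neither, and a split of the libraries by set alone called 6736 genes. With set as a term 681 genes were called, within the set of lhx1a 1 and 2 with tyr 1 to 5 2373 genes, and within the set of lhx1a 3 and 4 with tyr 6 and 7 3251 genes. Within that last set noto was at 0.12, gsc at 0.11, cyt1 at −0.07 and krt5 at −0.02, the reverse of the pooled direction. The count was 138 without lhx1a 2, 54 without lhx1a 3, 100 without lhx1a 4, 132 without tyr 1, 136 without tyr 2, 91 without tyr 3 or tyr 4 and 399 without tyr 6. It was 17 with these 2 groups alone in the fit, 136 with no filter on low counts and 490 by DESeq2. The calls of znfl1c, clstn1, itga5, lamc1, adam10a, ankrd50l, rdh8a, prr13, slc35c2 and dis3l2 held whichever 1 library was left out. The call of twist2 was lost without lhx1a 1, 2 or 3 or tyr 3 or 4 (−1.06 to −0.84), and that of nog1 without lhx1a 1, 2, 3 or 4 or tyr 1, 2, 3 or 4 (−1.00 to −0.82). The call of foxa was lost without lhx1a 1, 2, 3 or 4 or tyr 3, 4, 5 or 7 (−0.55 to −0.50), and that of ech1 without lhx1a 1, 2, 3 or 4 or tyr 3, 4, 5 or 7 (0.64 to 0.76). The call of serinc5 was lost without lhx1a 1 or 2 or tyr 3 (0.47 to 0.60), and that of ror2 without lhx1a 3 or 4 (0.57 to 0.59). The call of frem1b was lost without lhx1a 1 or 2 or tyr 3 or 4 (0.43 to 0.55), and that of rnasekb without lhx1a 3 (−1.44). The call of rsrp1 was lost without lhx1a 1, 2, 3 or 4 or tyr 3 or 4 (−1.10 to −0.93), and that of mrps21 without lhx1a 3 or 4 or tyr 3 or 4 (−0.89 to −0.76). The prechordal plate gene cd63 passed without tyr 5 (−0.64), and tbxta turned to 0.02 without lhx1a 3, to 0.08 without lhx1a 4 and to 0.00 without tyr 4.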

We observed significant changes in cell-type composition and notochord marker expression in *lhx1a* crispants (Extended Data Fig. 12c,d and Supplementary Table 4). 

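In the notochord lineage of lhx1a crispants the late genes twist2, nog1, col8a1a and serpinh1b and the broad gene foxa were lower, and the difference between the means of late and broad genes did not pass the test. The mean log2 level of 8 late genes was 8.61 ± 0.08 in lhx1a crispants (SD, n = 4 libraries) and 9.04 ± 0.22 in tyr crispants (SD, n = 7), a difference of −0.43 (two-sided exact permutation test, p = 0.0121). That of 7 broad genes was 8.17 ± 0.20 and 8.496 ± 0.22, a difference of −0.33 (exact permutation test, p = 0.0394). The late mean less the broad mean was 0.44 ± 0.19 in lhx1a crispants and 0.54 ± 0.40 in tyr crispants, and the difference of −0.10 did not pass (exact permutation test, p = 0.645). Both lists were fixed from marker knowledge and include genes that named the clusters. With genes used for clustering left out, only twist2 and nog1 remain as late genes and noto, tbxta and foxa3 as broad genes, so that the difference of −0.89 restates the fall of twist2 and nog1, which was known from the paper. Within the set of lhx1a 1 and 2 the difference was −0.06 and within the set of lhx1a 3 and 4 it was −0.43, and with set as a term it was −0.25 (exact permutation test within sets, p = 0.135). Gene by gene, 4 of 8 late genes fell: twist2, nog1, the collagen gene col8a1a (−0.97, standard error 0.21) and the collagen chaperone serpinh1b (−0.68, standard error 0.15), while ntd5 was at 0.41 and was higher over the list alone only (adjusted p of camera for the list 1.09e-05, and adjusted p = 0.190 with an estimated correlation). Of 7 broad genes foxa fell, at 178 ± 12.7 against 287 ± 54.3 normalized CPM (−0.70, standard error 0.14, adjusted p = 0.0133), and 5 were lower over the list alone (adjusted p of camera 4.20e-04, and adjusted p = 0.190 with an estimated correlation). The other broad genes included foxa3 at −0.48, shha at −0.43, tbxta at −0.34 and noto at −0.31, which did not pass. The call of col8a1a was lost without lhx1a 3 or 4 (−0.96 to −0.95), and that of serpinh1b without lhx1a 3 or 4 (−0.62 to −0.56).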

Notably, we found a more considerable reduction in the expression of late notochord genes relative to broad notochord markers, suggesting that loss of *lhx1a* function inhibits the differentiation and maturation of notochord cells. We observed a slight yet significant reduction in the expression of the notochord markers *twist2*, *nog1* and *tbxta* in *sebox* crispants (Extended Data Fig. 12e,f and Supplementary Table 4), confirming CellOracle’s predictions that *lhx1a* and *sebox* are regulators of axial mesoderm development. 

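In the notochord lineage of sebox crispants the levels of twist2, nog1 and tbxta overlapped those of the tyr libraries and did not pass the test. The gene twist2 was at 1349 ± 303 normalized CPM in sebox crispants (SD, n = 3 libraries) and 1458 ± 183 in tyr crispants (SD, n = 7), a log2 fold change of −0.12 (standard error 0.17, adjusted p = 0.886). The gene nog1 was at 1107 ± 234 against 979 ± 188 normalized CPM (0.17, standard error 0.17, adjusted p = 0.805), and tbxta at 1285 ± 242 against 1224 ± 164 (0.07, standard error 0.16, adjusted p = 0.951). Without sebox 2, nog1 turned to −0.01 and tbxta to −0.08. In this lineage edgeR called 0 genes, with 814 at an unadjusted p below 0.05 and 33 called by DESeq2, and it called 20 without tyr 5, 3 without sebox 1 and 1 without sebox 2. It called 107 without the set of tyr 6 and 7 and of lhx1a 3 and 4. Of 12 genes of the secretory pathway all were negative, none passed over all genes and 3 were lower over the list alone, among them the protein disulfide isomerase gene pdia4 at −1.43 (adjusted p of camera 1.22e-04, and adjusted p = 0.673 with an estimated correlation). Of the study's modules, derived from these samples, 9 of 30 cell cycle genes and 5 of 19 prechordal plate genes were lower over the list alone, and none passed over all genes. Across all cells 182 genes were called, 86 higher and 96 lower. The genes that rose most, apart from unnamed ones, were avd (1.30, standard error 0.23, adjusted p = 0.00874), the surface protein thy1 (1.02), tmem59l (1.01), ech1 (0.96) and bcap31 (0.91), a protein of the endoplasmic reticulum. Those that fell most were snu13a, which acts in RNA processing, at 9.86 ± 8.91 against 48.8 ± 6.25 normalized CPM (−2.29, standard error 0.38, adjusted p = 0.00673), pdia4 (−1.24), lamtor5 (−1.01), spryd4 (−0.95), the mitochondrial enzyme got2b (−0.85), prkab1b (−0.83), ccdc22 (−0.79) and eci1 (−0.73). The call of avd was lost without sebox 3 (1.18), and that of thy1 without sebox 2 or 3 (0.90 to 1.02). The call of tmem59l was lost without sebox 2 or 3 (0.93), and that of ech1 without sebox 2 or 3 (0.76 to 0.89). The call of bcap31 was lost without sebox 3 (0.79), and that of snu13a without sebox 2 (−2.09). The call of pdia4 was lost without sebox 1, 2 or 3 or tyr 3 or 6 (−1.28 to −1.13), and that of lamtor5 without sebox 1, 2 or 3 or tyr 1, 2, 3 or 4 (−1.08 to −0.94). The call of spryd4 was lost without sebox 1, 2 or 3 or tyr 3, 4, 6 or 7 (−1.03 to −0.88), and that of got2b without sebox 1, 2 or 3 or tyr 4 (−0.91 to −0.74). The call of prkab1b was lost without sebox 1, 2 or 3 or tyr 1, 2, 3 or 4 (−0.90 to −0.75), and that of ccdc22 without sebox 2 or 3 (−0.75 to −0.65). The call of eci1 was lost without sebox 1, 2 or 3 or tyr 3 or 4 (−0.79 to −0.67). The count was 30 without sebox 2, 9 without sebox 3, 110 without tyr 3, 96 without tyr 4 and 711 without tyr 5, and it was 15 with these 2 groups alone in the fit, 112 with no filter, 573 by DESeq2 and 675 without the set of tyr 6 and 7. Notochord-like cells made up 3.12% ± 1.16% of sebox cells, a change of +6.1% (log2 fold change 0.09, standard error 0.20, adjusted p = 0.865), which turned to −0.26 without sebox 1 and to −0.05 with joint clustering. Early notochord-like cells numbered 26 in sebox crispants and 6 in tyr crispants (log2 fold change 3.25, standard error 0.71, adjusted p = 0.00567; exact permutation test, p = 0.00833), a call that is lost with joint clustering (0.67), 10 neighbours (2.11), at most 5% mitochondrial UMIs (1.51) and names from thinned cells (1.69). From the lower notochord markers in its lhx1a and sebox crispants, the paper concludes that both genes regulate axial mesoderm development, as CellOracle had predicted.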

*Irx3a* crispants showed no significant phenotype in cell-type composition but exhibited a slight reduction in *twist2* expression in the notochord (Extended Data Fig. 12g,h).

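In irx3a crispants twist2 in the notochord lineage overlapped the tyr libraries and did not pass the test, while the make-up of the embryo differed, with more floor plate-like and fewer paraxial mesoderm-like cells. The gene twist2 was at 1397 ± 304 normalized CPM in irx3a crispants (SD, n = 3 libraries), a log2 fold change of −0.06 (standard error 0.17, adjusted p = 0.971) that turned to 0.06 without irx3a 2. The gene nog1 was at 0.38 (standard error 0.17, adjusted p = 0.662). Notochord-like cells made up 3.60% ± 0.606% (+22.2%, log2 fold change 0.28, standard error 0.20, adjusted p = 0.274), and prechordal plate-like cells 2.14% ± 0.552% (+29.3%, 0.36, standard error 0.30, adjusted p = 0.369). The latter turned to −0.09 with joint clustering and to −0.04 with at most 5% mitochondrial UMIs, resolution 1 or a lower limit on UMIs, and the former to −0.02 over axial mesoderm cells. Floor plate-like cells made up 4.78% ± 0.749% in irx3a crispants and 3.28% ± 0.528% in tyr crispants, a change of +45.7% (log2 fold change 0.54, standard error 0.14, adjusted p = 0.00992; exact permutation test, p = 0.00833, the smallest for 3 libraries against 7). Paraxial mesoderm-like cells made up 6.00% ± 0.900% against 10.2% ± 1.42%, a change of −41.0% (−0.76, standard error 0.20, adjusted p = 0.00992; exact permutation test, p = 0.00833), a call that is lost without irx3a 3 (−0.64) and with a lower limit on UMIs (−0.24). A class of cells marked by p53 response genes made up 0.920% ± 0.204% against 0.396% ± 0.175% (1.24, standard error 0.38, adjusted p = 0.0203). Lists of genes of the same cell types passed camera, though no member passed over all genes and no list with an estimated correlation. Of 12 genes of somites or paraxial mesoderm 6 were lower over the list alone, with aldh1a2 at −1.15, which passed without tyr 5 (−1.23), and tbx6 at −0.90 (adjusted p of camera 1.40e-06), and of 11 genes of the tailbud or presomitic mesoderm 4 were lower, with msgn1 at −0.80 and her7 at −0.41 (1.95e-06). Of 14 p53 targets all were positive and 9 were higher over the list alone, with mdm2 at 0.70 and tp53inp1 at 0.82 (2.88e-11), and each of these 3 lists had adjusted p = 0.143 with an estimated correlation. Of 8 genes of the Hedgehog pathway 4 were higher over the list alone, with the ligands shhb at 0.71, which passed without tyr 3 (0.77) or tyr 5 (0.76), and shha at 0.59 (adjusted p of camera 4.33e-04, and adjusted p = 0.116 with an estimated correlation).
In the notochord lineage 5 genes were called: the cholesterol transporter abca1a (1.45), fstl1a (1.15), grip1 at 77.1 ± 8.83 against 35.3 ± 3.17 normalized CPM (1.14, standard error 0.15, adjusted p = 8.10e-04), si:dkey-7j14.6 (1.00) and the phosphatase pgp (−1.38). The call of grip1 held whichever 1 library was left out. The call of abca1a was lost without irx3a 2 or 3 or tyr 1, 3, 6 or 7 (1.08 to 1.54), and that of fstl1a without irx3a 2 or 3 (1.02 to 1.17). The call of si:dkey-7j14.6 was lost without irx3a 1, 2 or 3 or tyr 1, 3, 5, 6 or 7 (0.94 to 1.04), and that of pgp without irx3a 1, 2 or 3 or tyr 6 or 7 (−1.42 to −1.30). The count of the lineage was 3 without irx3a 1, tyr 1 or tyr 3, 2 without tyr 6 or tyr 7, and 1 without irx3a 2 or irx3a 3. It was 0 with Scrublet doublets removed, 1 in the joint clustering, 2 with at least 2000 UMIs per cell, 8 with these 2 groups alone in the fit or by DESeq2, 21 with no filter and 70 without the set of tyr 6 and 7. Across all cells 47 genes were called, 32 higher and 15 lower, among them lsp1a (0.97), homer3b (0.89), the mismatch repair gene msh6 (0.76), mylipa (0.73), nprl2 (0.71), zfhx4 (0.64), fahd1 (−0.79), arnt2 (−0.64), zfand6 (−0.54) and the co-repressor tle3b (−0.43). The call of lsp1a was lost without irx3a 1 or 3 (0.85 to 1.02), and that of homer3b without irx3a 1, 2 or 3 or tyr 1, 2, 6 or 7 (0.81 to 0.93). The call of msh6 was lost without irx3a 1, 2 or 3 or tyr 1, 2, 3, 4, 6 or 7 (0.70 to 0.78), and that of mylipa without irx3a 1, 2 or 3 or tyr 1, 2, 3, 4, 6 or 7 (0.67 to 0.74). The call of nprl2 was lost without irx3a 1, 2 or 3 or tyr 1, 2, 3 or 4 (0.66 to 0.72), and that of zfhx4 without irx3a 1, 2 or 3 or tyr 1 (0.62 to 0.68). The call of fahd1 was lost without irx3a 1, 2 or 3 or tyr 1, 2, 3, 4 or 7 (−0.83 to −0.75), and that of arnt2 without irx3a 1, 2 or 3 or tyr 1 (−0.66 to −0.61). The call of zfand6 was lost without irx3a 1, 2 or 3 or tyr 1 or 2 (−0.55 to −0.51), and that of tle3b without irx3a 1, 2 or 3 or tyr 1, 2, 4, 6 or 7 (−0.52 to −0.33). The count across all cells rests on single libraries, with 1 gene without irx3a 1, 2 without irx3a 2 and 0 without irx3a 3. Without 1 tyr library it was 4 (tyr 1), 13 (tyr 2), 31 (tyr 3), 26 (tyr 4), 140 (tyr 5), 27 (tyr 6) and 22 (tyr 7), and it was 2 with no filter, 246 by DESeq2 and 487 without the set of tyr 6 and 7. The paper states that irx3a crispants had no significant phenotype in cell-type composition and a slight reduction of twist2.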

We extended *lhx1a* LOF characterization by performing four independent biological replicates for *lhx1a* crispants (*n* = 45,582 cells) and *tyr* crispants (*n* = 76,163 cells, 5 biological and 7 technical replicates). 

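The 11 libraries of lhx1a and tyr crispants do not form 1 even series. Over all genes, the median absolute log2 difference between libraries was 0.102 to 0.206 within the set of lhx1a 3 and 4 with tyr 6 and 7, and 0.144 to 0.206 between lhx1a and tyr in that set. Across the sets it was 0.239 to 0.351 between tyr libraries and 0.339 to 0.464 between lhx1a libraries, so that libraries of 1 group could differ more than the groups did. Within the other set, lhx1a 1 and 2 differed from tyr 1 to 5 by 0.166 to 0.488. Of the other set, tyr 5 was 0.240 to 0.373 from tyr 1 to 4 and 0.244 to 0.311 from the set of lhx1a 3 and 4, so that it belongs clearly to neither, and values within the other set and with set as a term rest on where it was put. The labels name no batch, and the sets were read from the counts after the data were seen. The notochord lineage held 453, 216, 508 and 669 cells in lhx1a 1 to 4 and 276, 171, 577, 374, 192, 359 and 504 cells in tyr 1 to 7.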

CellOracle predicted inhibition of early axial mesoderm differentiation after *lhx1a* disruption, depleting both notochord and prechordal plate lineages (Fig. 5b). Indeed, the *lhx1a* crispants exhibited inhibition of axial mesoderm differentiation (Fig. 5c–e): a significant expansion of the early notochord cluster (+70.2%; *P* = 1.34 × 10^−35^), with a concomitant reduction of later notochord (−15.3%; *P* = 3.83 × 10^−3^) and prechordal plate clusters (−24.7%; *P* = 1.28 × 10^−7^). These phenotypes were reproducible across independent biological replicates (Extended Data Fig. 13e), validating the predicted inhibition of early axial mesoderm differentiation (Fig. 5a,b).

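In lhx1a crispants early notochord-like cells were more frequent than in tyr crispants, which passed the test of edgeR by joint clustering and not by names from WT cells. The shares of notochord-like and prechordal plate-like cells by names from WT cells did not pass it either. Early notochord-like cells numbered 4, 9, 4 and 3 in the lhx1a libraries and 6 in all tyr libraries together, when names came from WT cells (log2 fold change 2.39, standard error 0.74, adjusted p = 0.0960; exact permutation test, p = 0.00606). Without lhx1a 4 the log2 fold change was 2.71 and passed. The share was 0.153% in lhx1a 2 and 0.0197% to 0.0304% in the other lhx1a libraries, so the size of the fold rests in part on lhx1a 2. When all 10 hpf cells were clustered jointly, the class held more cells, 507 in lhx1a and 524 in tyr crispants. It made up 0.979%, 1.49%, 1.03% and 0.927% of cells in the lhx1a libraries and 0.478%, 0.374%, 0.809%, 0.739%, 0.778%, 0.610% and 0.669% in the tyr libraries. This is a change of +73.6% (log2 fold change 0.77, standard error 0.21, adjusted p = 0.0227), and every lhx1a library lay above every tyr library (exact permutation test, p = 0.00303, the smallest for 4 libraries against 7). In the same clustering all 3 irx3a libraries (0.899%, 0.961% and 1.09%) and 2 of 3 sebox libraries (1.25% and 0.966%, with the other at 0.792%) also lay above every tyr library, so that the rise is not particular to lhx1a crispants. The share in the WT libraries at 10 hpf was 0.616% and 0.935%. Notochord-like cells made up 3.70% ± 0.549% of lhx1a cells (SD, n = 4 libraries), a change of +25.6% against tyr crispants (log2 fold change 0.33, standard error 0.18, adjusted p = 0.274; exact permutation test, p = 0.0636). Over axial mesoderm cells this difference passed, at 0.22. By these names the notochord-like class is nearly the whole notochord lineage, since few cells are early notochord-like. Prechordal plate-like cells made up 1.21% ± 0.348%, a change of −26.9% (log2 fold change −0.45, standard error 0.28, adjusted p = 0.286; exact permutation test, p = 0.109), which passed over axial mesoderm cells at −0.54. Paraxial mesoderm-like cells made up 11.7% ± 0.962%, a change of +15.1% (0.20, standard error 0.18, adjusted p = 0.489; exact permutation test, p = 0.0939). From more early notochord cells and fewer later notochord and prechordal plate cells in Fig. 5c–e, the paper concludes that loss of lhx1a inhibits axial mesoderm differentiation, as CellOracle had predicted.

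**Figure D4:**
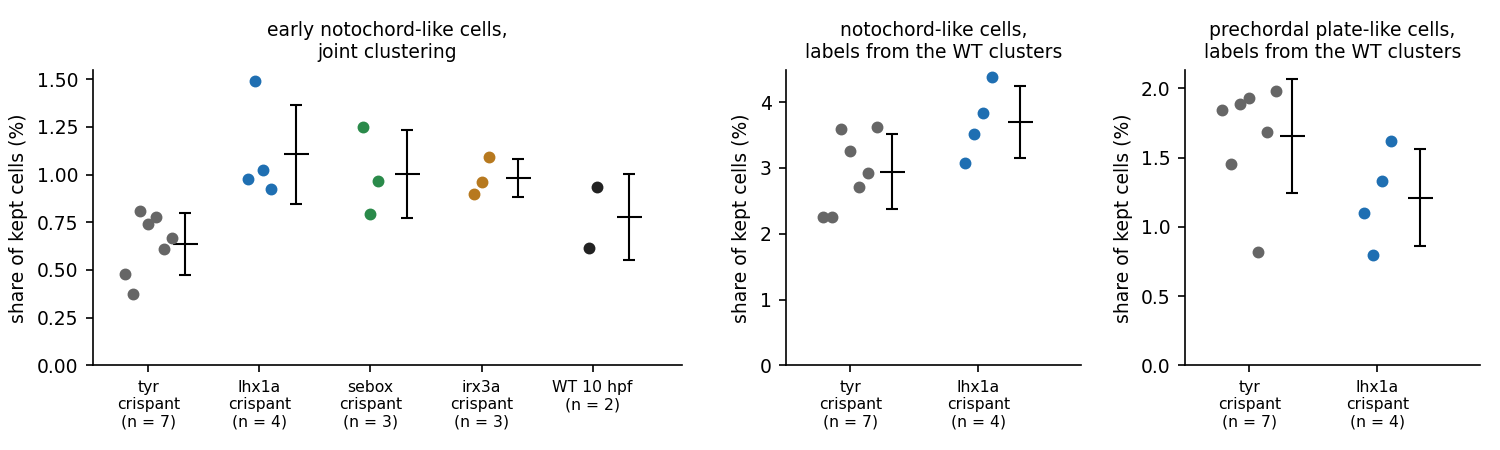
Shares of cells (%) in each library of tyr crispants, lhx1a crispants and, for the first class, sebox crispants, irx3a crispants and WT embryos at 10 hpf: early notochord-like cells by joint clustering, and notochord-like and prechordal plate-like cells by names from WT cells. Points are libraries, lines are means and bars are 1 SD. For early notochord-like cells the lhx1a libraries lie between 0.927% and 1.49% and the tyr libraries between 0.374% and 0.809%.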

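Each lhx1a library had a larger share of early notochord-like cells in the joint clustering than each tyr library, and this held in both sets of libraries, with log2 fold changes of 0.92 for lhx1a 1 and 2 against tyr 1 to 5 and 0.61 for lhx1a 3 and 4 against tyr 6 and 7. With set as a term the log2 fold change was 0.79. Notochord-like cells made up 3.07%, 3.51%, 3.83% and 4.38% in lhx1a 1 to 4, and the log2 fold change was 0.22 in the first set and 0.33 in the other. Prechordal plate-like cells made up 1.102%, 0.796%, 1.33% and 1.62%, against 1.66% ± 0.410% in tyr crispants (SD, n = 7 libraries). The log2 fold change of this class was −0.73 in the first set and −0.31 in the other, so that lhx1a 4 lies close to the tyr mean. For paraxial mesoderm-like cells it was 0.33 in the first set and 0.00 in the other. With 2 libraries against 2 the other set cannot pass an exact permutation test.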

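Within the notochord lineage, lhx1a crispants had lower levels of nog1, twist2, sema6d and inka1a, and higher levels of znfl1c, enc1 and lef1. Of 8001 genes tested, 84 were called, 26 higher and 58 lower, and 1081 had an unadjusted p below 0.05. The balance of directions depends on the fit, with 30.95% of called genes higher here and 46.45% with no filter. It was 52.35% within the set of lhx1a 1 and 2 and 40.03% within the set of lhx1a 3 and 4. The genes with the largest fall were hjv (−2.22), the semaphorin sema6d at 7.84 ± 2.02 against 31.8 ± 6.69 normalized CPM (−2.09, standard error 0.22, adjusted p = 6.19e-06), the PAK inhibitor inka1a at 26.8 ± 2.48 against 108 ± 23.6 (−1.99, standard error 0.20, adjusted p = 4.09e-06), rab33a (−1.84), SPATA1 (−1.66), the homeobox gene irx5a (−1.60), tcima (−1.46) and nupr1b (−1.37). The genes with the largest rise were znfl1c at 37.6 ± 8.40 against 16.0 ± 3.72 normalized CPM (1.20, standard error 0.21, adjusted p = 0.00727), tp53inp1 (1.11), telo2, enc1 (1.06), the actin regulator enah (1.04), clstn1 (0.98), the DNA methyltransferase dnmt3bb.2 (0.81), the Wnt effector lef1 (0.78), plk3 (0.74) and the gap junction gene cx43.4 at 2406 ± 472 against 1466 ± 110 (0.72, standard error 0.13, adjusted p = 0.00727). Of 13 genes of collagen and matrix biosynthesis 3 were lower, col8a1a, serpinh1b and fbln2 (−0.69, standard error 0.15), and over the list alone 4 were lower and 2 higher, with an adjusted p of 0.153 from camera. With the set of libraries as a term 444 genes were called, within the set of lhx1a 1 and 2 724 genes, and within the set of lhx1a 3 and 4 742 genes, and a split of libraries by set alone called 1554 genes. The count was 55 without lhx1a 2, 31 without lhx1a 3 and 52 without lhx1a 4, and it was 21 with these 2 groups alone in the fit, 183 with no filter and 140 by DESeq2. Of the genes named, znfl1c, enc1, enah, lef1, sema6d, inka1a, rab33a, irx5a, tcima and nupr1b kept their call whichever 1 library was left out, as did foxa, twist2 and nog1. The call of hjv was lost without lhx1a 1, 2, 3 or 4 or tyr 4 or 7 (−2.29 to −2.02), and that of SPATA1 without lhx1a 3 or 4 (−1.74 to −1.52). The call of tp53inp1 was lost without lhx1a 1, 2 or 3 or tyr 3, 4, 6 or 7 (0.92 to 1.23), and that of telo2 without lhx1a 3 or 4 or tyr 4 (0.83 to 1.08). The call of clstn1 was lost without lhx1a 2, 3 or 4 or tyr 1, 2, 3, 4 or 5 (0.89 to 1.03), and that of dnmt3bb.2 without lhx1a 2, 3 or 4 or tyr 1, 2, 3 or 4 (0.73 to 0.82). The call of plk3 was lost without lhx1a 1 or 2 (0.55 to 0.66), and that of cx43.4 without lhx1a 3 (0.58). The call of fbln2 was lost without lhx1a 3 or 4 (−0.70 to −0.56).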

To further analyse the *lhx1a* LOF axial mesoderm phenotype, we investigated global changes in gene expression across all cell types using non-negative matrix factorization (NMF), a method to quantify gene module activation^45^ (Supplementary Table 5 and Methods). We observed that a module corresponding to the early notochord was significantly activated in *lhx1a* crispants (*P* = 2.62 × 10^−32^; Fig. 5f,g). 

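The BMP family ligand admp, expressed in early axial mesoderm, was at 824 ± 129 normalized CPM in the notochord lineage of lhx1a crispants (669 to 975, SD, n = 4 libraries) and 560 ± 97.5 in tyr crispants (419 to 668, SD, n = 7). Every lhx1a library was above every tyr library. The log2 fold change was 0.56 (standard error 0.14), and its adjusted p of 0.0567 over all genes did not pass. It passed with doublets removed (0.60), with at least 2000 UMIs (0.59), with at most 5% mitochondrial UMIs (0.59), in the joint clustering (0.56), with no filter (0.57), by DESeq2 (0.55), with set as a term (0.62), without lhx1a 1 (0.65) and without tyr 5 (0.60). It was 1.02 within the set of lhx1a 3 and 4 and 0.34 within the set of lhx1a 1 and 2.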

The top gene in this module is *admp* (Extended Data Fig. 13f, left), which is significantly upregulated in *lhx1a* crispant cells (*P* = 6.69 × 10^−46^; Fig. 5h) and encodes a known negative regulator of notochord and prechordal plate development^46^. By contrast, the late notochord module received a significantly lower score in the *lhx1a* crispant cells (*P* = 1.04 × 10^−5^; Fig. 5g, bottom). This module comprises late notochord marker genes, such as *twist2* and *nog1* (Extended Data Fig. 13f, right), which showed significantly lower expression in *lhx1a* crispant cells (*P* = 4.52 × 10^−105^ and *P* = 4.95 × 10^−105^, respectively; Fig. 5h). 

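Of the 30 genes of the study's late notochord module, 6 were lower in the notochord lineage of lhx1a crispants and none was higher (9 lower when adjusted over the list alone), and 25 had a negative log2 fold change. The module was derived by the study from these samples, so the count is not independent evidence of its direction. Across all cells 3 of the 30 genes were lower and none was higher (5 lower over the list alone). Of the 24 genes tested in the module for early axial mesoderm and prechordal plate, 2 were lower and none was higher, and of 19 in the prechordal plate module 1 was lower.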

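The late notochord genes twist2 and nog1 were lower in every lhx1a library than in every tyr library within the notochord lineage. The gene twist2 was at 667 ± 128 normalized CPM in lhx1a crispants (532 to 817, SD, n = 4 libraries) and 1105 to 1660 in the tyr libraries, a log2 fold change of −1.13 (standard error 0.16, adjusted p = 4.55e-04). The gene nog1 was at 366 ± 51.7 normalized CPM in lhx1a crispants (316 to 438) and 734 to 1258 in the tyr libraries, a log2 fold change of −1.42 (standard error 0.17, adjusted p = 3.13e-05). Within the set of lhx1a 1 and 2 the log2 fold changes were −1.32 for twist2 and −1.67 for nog1, and within the set of lhx1a 3 and 4 they were −1.01 and −0.90. Both calls held whichever 1 library was left out.

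**Figure D5:**
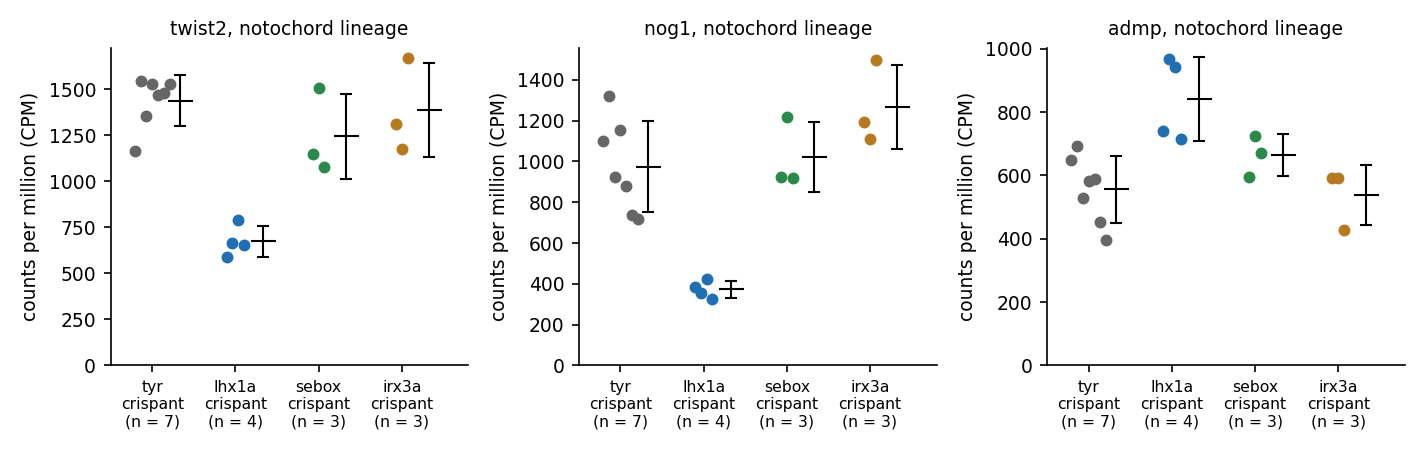
Levels of twist2, nog1 and admp (CPM) in the notochord lineage of each library of tyr, lhx1a, sebox and irx3a crispants. Points are libraries, lines are means and bars are 1 SD. For twist2 and nog1 the lhx1a libraries lie below every tyr library, whereas the sebox and irx3a libraries overlap the tyr libraries.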

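In the notochord lineage of lhx1a crispants the somite gene aldh1a2 was higher, and the other genes of a list fixed before the data went both ways without passing the test. Of 11 somite or paraxial mesoderm genes 1 was higher and none was lower (1 higher and 1 lower over the list alone), with an adjusted p of 0.800 from camera. The gene that rose was aldh1a2, which makes retinoic acid, at 83.8 ± 24.3 normalized CPM in lhx1a crispants and 46.5 ± 6.56 in tyr crispants (log2 fold change 0.82, standard error 0.19, adjusted p = 0.0337). The call of aldh1a2 was lost without lhx1a 2 or 3 or tyr 1, 2, 3 or 4 (0.65 to 0.83). The homeobox gene meox1 was at −1.34 (standard error 0.40) and did not pass. Of 30 genes in the study's somite module, derived from these samples and so not independent evidence, 1 was higher and 1 lower (4 higher and 1 lower over the list alone), and 24 had a positive log2 fold change.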

Further, *lhx1a* crispant cells exhibited a higher somite module score (*P* = 5.19 × 10^−25^ and Supplementary Table 5), suggesting that notochord cells may be redirected towards a somitic identity after *lhx1a* LOF. 

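In the notochord lineage of lhx1a crispants, the lists of genes of Wnt signalling, of the presomitic mesoderm, of mitosis and of the p53 response passed camera, and none of these 4 lists passed with an estimated correlation. Of 12 genes of the Wnt pathway 2 rose, lef1 and the ligand wnt5b, at 70.2 ± 7.64 against 43.1 ± 4.81 normalized CPM (0.71, standard error 0.16, adjusted p = 0.0263), and over the list alone 4 were higher and 1, dkk1b (−0.87), was lower (adjusted p of camera 0.0155, and adjusted p = 0.642 with an estimated correlation). The call of wnt5b was lost without lhx1a 1, 2, 3 or 4 or tyr 3 (0.65 to 0.74). Of 11 genes of the tailbud or presomitic mesoderm none passed over all genes and 10 were positive, with the segmentation gene her1 at 1.00 and tbx16 at 0.61 (1 higher over the list alone; adjusted p of camera 6.87e-04, and adjusted p = 0.436 with an estimated correlation). Of 14 p53 targets 13 were positive and 1 rose, tp53inp1, and 5 were higher over the list alone, with foxo3b at 1.32, rps27l at 0.62 and ccng1 at 0.48 (adjusted p of camera 3.94e-06, and adjusted p = 0.395 with an estimated correlation). The ribosomal gene rps27l passed without lhx1a 1 (0.70), lhx1a 2 (0.75) or tyr 5 (0.65). Of 12 mitosis genes none passed over all genes (adjusted p of camera 0.0122, and adjusted p = 0.642 with an estimated correlation), and of 30 genes of the study's cell cycle module 1 was higher (5 over the list alone). Of 14 genes of the BMP pathway 1 fell, nog1, with an adjusted p of 0.274 from camera.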

Overall, the NMF analysis supports the hypothesis that loss of *lhx1a* function induces global changes in gene expression that are related to inhibited notochord differentiation.

Finally, we confirmed the *lhx1a* LOF phenotype using orthogonal approaches. Hybridization chain reaction (HCR) RNA fluorescence in situ hybridization for *nog1* (late notochord) and for *gsc* and *twist2* (prechordal plate and notochord, respectively) showed that these genes were significantly downregulated in *lhx1a* crispants (Fig. 5i–k). These results were further confirmed by quantitative reverse transcription PCR (qRT-PCR) and whole-mount in situ hybridization against *nog1* (Supplementary Fig. 22). Together, this experimental validation confirms the significant and consistent disruption of axial mesoderm development after loss of *lhx1a* function. In summary, these results demonstrate the ability of CellOracle to accurately predict known TF perturbation phenotypes, provide insight into previously characterized mutants and reveal regulators of established developmental processes in well-studied model organisms.

## Discussion

The emerging discipline of perturbational single-cell omics enables regulators of cell identity and behaviour to be modelled and predicted^5^. For example, scGen combines variational autoencoders with latent space vector arithmetic to predict cell infection response. However, this approach requires experimentally perturbed training data, which limits its scalability^47^. More importantly, it remains challenging to interpret the gene program behind the simulated outcome using these previous computational perturbation approaches because they rely on complex black-box models; thus, the simulations lack any means to interpret how gene regulation relates to cellular phenotype. On the other hand, previous GRN analyses relied largely on static graph theory and could not consider cell identity as a dynamic property. Here we present a strategy that overcomes these limitations by integrating computational perturbation with GRN modelling. CellOracle uses GRN models to yield mechanistic insights into the regulation of cell identity; simulation and vector visualization based on the custom network model enables the interpretable, scalable and broadly applicable analysis of dynamic TF function.

We validated CellOracle using various in vivo differentiation models, verifying its efficacy and its robustness to complex and noisy biological data. CellOracle simulates shifts in cell identity by considering systematic gene-to-gene relationships for each cell state using multimodal data, generating a complex context-dependent vector representation that is not possible using differential gene expression or chromatin accessibility alone. For example, the role of *Gata1* in granulocyte differentiation would probably not be predicted given its low expression in this cell type. However, CellOracle could corroborate this relatively mild *Gata1* phenotype. Furthermore, CellOracle correctly reproduced the reported early-stage-specific cell-fate-regulatory role of *Tal1* in erythropoiesis, which is impossible to uncover on the basis of the constitutive expression of *Tal1* throughout all erythroid stages. This capacity of CellOracle means that it could identify previously unreported phenotypes. For example, the LOF simulation of a well-characterized regulator of zebrafish axial mesoderm development, *noto*, predicted a previously unreported expansion of the prechordal plate, which we experimentally validated. This case suggests that *noto* has a role in suppressing alternate fates, which could only be predicted by the integrative simulation using the GRN and cell differentiation trajectory together. Finally, although we focus on TF KO and LOF in this study, we have also recently demonstrated that CellOracle can be used to simulate TF overexpression^48^.

We note some limitations of the method. First, CellOracle visualizes the simulation vector within the existing trajectory space; thus, cell states that do not exist in the input scRNA-seq data cannot be analysed. Nevertheless, existing single-cell data collected after severe developmental disruption do not report the emergence of new transcriptional states in the context of loss of gene function, which suggests extensive canalization even during abnormal development^32^, supporting the use of CellOracle to accurately simulate TF perturbation effects. Second, we emphasize that TF simulation is limited by input data availability and data quality. For example, a perturbation cannot be simulated if a TF-binding motif is unknown or TF expression is too sparse, as we note in the case of *foxa3* in zebrafish^41^.

Our application of CellOracle to systematically simulate TF perturbation has revealed regulators of a well-characterized developmental paradigm: the formation of axial mesoderm in zebrafish. Although zebrafish axial mesoderm has been well-characterized through mutagenesis screens, a role for Lhx1a in these developmental stages is likely to have gone unreported owing to the absence of gross morphological phenotypical changes at 10 hpf after disruption of *lhx1a* (ref. ^49^). However, our ability to predict and validate such a phenotype showcases the power of single-cell computational and experimental approaches, enabling finer-resolution dissection of gene regulation even in well-characterized systems. Moreover, CellOracle provides information at intermediate steps in a given developmental pathway, obviating the need for gross morphological end-points. Indeed, each simulation can be thought of as many successive predictions along a lineage, although we stress that experimental validation is essential to validate CellOracle’s predictions where possible. However, applying these approaches to emerging systems or where experimental intervention is not feasible promises to accelerate our understanding of how cell identity is regulated. For example, in the context of human development, we have recently applied CellOracle to predict candidate regulators of medium spiny neuron maturation in human fetal striatum^50^, demonstrating the power of in silico perturbation where experimental approaches cannot be deployed.

## Methods

### CellOracle algorithm overview

The CellOracle workflow consists of several steps: (1) base GRN construction using scATAC-seq data or promoter databases; (2) scRNA-seq data preprocessing; (3) context-dependent GRN inference using scRNA-seq data; (4) network analysis; (5) simulation of cell identity following TF perturbation; and (6) calculation of the pseudotime gradient vector field and the inner-product score to generate perturbation scores. We implemented and tested CellOracle in Python (versions 3.6 and 3.8) and designed it for use in the Jupyter notebook environment. CellOracle code is open source and available on GitHub (https://github.com/morris-lab/CellOracle), along with detailed descriptions of functions and tutorials.

### Base GRN construction using scATAC-seq data

In the first step, CellOracle constructs a base GRN that contains unweighted, directional edges between a TF and its target gene. CellOracle uses the regulatory region’s genomic DNA sequence and TF-binding motifs for this task. CellOracle identifies regulatory candidate genes by scanning for TF-binding motifs within the regulatory DNA sequences (promoter and enhancers) of open chromatin sites. This process is beneficial as it narrows the scope of possible regulatory candidate genes in advance of model fitting and helps to define the directionality of regulatory edges in the GRN. However, the base network generated in this step may still contain pseudo- or inactive connections; TF regulatory mechanisms are not only determined by the accessibility of binding motifs but may also be influenced by many context-dependent factors. Thus, scRNA-seq data are used to refine this base network during the model fitting process in the next step of base GRN assembly.

Base GRN assembly can be divided into two steps: (i) identification of promoter and enhancer regions using scATAC-seq data; and (ii) motif scanning of promoter and enhancer DNA sequences.

#### Identification of promoter and enhancer regions using scATAC-seq data

CellOracle uses genomic DNA sequence information to define candidate regulatory interactions. To achieve this, the genomic regions of promoters and enhancers first need to be designated, which we infer from ATAC-seq data. We designed CellOracle for use with scATAC-seq data to identify accessible promoters and enhancers (Extended Data Fig. 1a, left panel). Thus, scATAC-seq data for a specific tissue or cell type yield a base GRN representing a sample-specific TF-binding network. In the absence of a sample-specific scATAC-seq dataset, we recommend using scATAC-seq data from closely related tissue or cell types to support the identification of promoter and enhancer regions. Using broader scATAC-seq datasets produces a base GRN corresponding to a general TF-binding network rather than a sample-specific base GRN. Nevertheless, this base GRN network will still be tailored to a specific sample using scRNA-seq data during the model fitting process. The final product will consist of context-dependent (cell-type or state-specific) GRN configurations.

To identify promoter and enhancer DNA regions within the scATAC-seq data, CellOracle first identifies proximal regulatory DNA elements by locating TSSs within the accessible ATAC-seq peaks. This annotation is performed using HOMER (http://homer.ucsd.edu/homer/). Next, the distal regulatory DNA elements are obtained using Cicero, a computational tool that identifies *cis*-regulatory DNA interactions on the basis of co-accessibility, as derived from ATAC-seq peak information^12^. Using the default parameters of Cicero, we identify pairs of peaks within 500 kb of each other and calculate a co-accessibility score. Using these scores as input, CellOracle then identifies distal *cis*-regulatory elements defined as pairs of peaks with a high co-accessibility score (≥0.8), with the peaks overlapping a TSS. The output is a bed file in which all *cis*-regulatory peaks are paired with the target gene name. This bed file is used in the next step. CellOracle can also use other input data types to define *cis*-regulatory elements. For example, a database of promoter and enhancer DNA sequences or bulk ATAC-seq data can serve as an alternative if available as a .bed file.

For the analysis of mouse haematopoiesis that we present here, we assembled the base GRN using a published mouse scATAC-seq atlas consisting of around 100,000 cells across 13 tissues, representing around 400,000 differentially accessible elements and 85 different chromatin patterns^13^. This base GRN is built into the CellOracle library to support GRN inference without sample-specific scATAC-seq datasets. In addition, we have generated general promoter base GRNs for several key organisms commonly used to study development, including 10 species and 23 reference genomes (Supplementary Table 1).

#### Motif scan of promoter and enhancer DNA sequences

This step scans the DNA sequences of promoter and enhancer elements to identify TF-binding motifs. CellOracle internally uses gimmemotifs (https://gimmemotifs.readthedocs.io/en/master/), a Python package for TF motif analysis. For each DNA sequence in the bed file obtained in step (i) above, motif scanning is performed to search for TF-binding motifs in the input motif database.

For mouse and human data, we use gimmemotifs motif v.5 data. CellOracle also provides a motif dataset for ten species generated from the CisBP v.2 database (http://cisbp.ccbr.utoronto.ca).

CellOracle exports a binary data table representing a potential connection between a TF and its target gene across all TFs and target genes. CellOracle also reports the TF-binding DNA region. CellOracle provides pre-built base GRNs for ten species (Supplementary Table 1), which can be used if scATAC-seq data are unavailable.

### scRNA-seq data preprocessing

CellOracle requires standard scRNA-seq preprocessing in advance of GRN construction and simulation. The scRNA-seq data need to be prepared in the AnnData format (https://anndata.readthedocs.io/en/latest/). For data preprocessing, we recommend using Scanpy (https://scanpy.readthedocs.io/en/stable/) or Seurat (https://satijalab.org/seurat/). Seurat data must be converted into the AnnData format using the CellOracle function, seuratToAnndata, preserving its contents. In the default CellOracle scRNA-seq preprocessing step, zero-count genes are first filtered out by UMI count using scanpy.pp.filter_genes(min_counts=1). After normalization by total UMI count per cell using sc.pp.normalize_per_cell(key_n_counts=‘n_counts_all’), highly variable genes are detected by scanpy.pp.filter_genes_dispersion(n_top_genes=2000~3000). The detected variable gene set is used for downstream analysis. Gene expression values are log-transformed, scaled and subjected to dimensional reduction and clustering. The non-log-transformed gene expression matrix (GEM) is also retained, as it is required for downstream GRN calculation and simulation.

### Context-dependent GRN inference using scRNA-seq data

In this step of CellOracle GRN inference, a machine-learning model is built to predict target gene expression from the expression levels of the regulatory genes identified in the previous base GRN refinement step. By fitting models to sample gene expression data, CellOracle extracts quantitative gene–gene connection information. For signal propagation, the CellOracle GRN model must meet two requirements: (1) the GRN model needs to represent transcriptional connections as a directed network edge; and (2) the GRN edges need to be a linear regression model. Because of this second constraint, we cannot use pre-existing GRN inference algorithms, such as GENIE3 and GRNboost (refs. ^7,51^). CellOracle leverages genomic sequences and information on TF-binding motifs to infer the base GRN structure and directionality, and it does not need to infer the causality or directionality of the GRN from gene expression data. This allows CellOracle to adopt a relatively simple machine-learning model for GRN inference—a regularized linear machine-learning model. CellOracle builds a model that predicts the expression of a target gene on the basis of the expression of regulatory candidate genes:

$${x}_{j}=\,\mathop{\sum }\limits_{i=0}^{n}{b}_{i,j}{x}_{i}+\,{c}_{j},$$

where *x*_*j*_ is single target gene expression and *x*_*i*_ is the gene expression value of the regulatory candidate gene that regulates gene *x*_*j*_. *b*_*i,j*_ is the coefficient value of the linear model (but *b*_*i,j*_ = 0 if *i* = *j*), and *c* is the intercept for this model. Here, we use the list of potential regulatory genes for each target gene generated in the previous base GRN construction step (ii).

$${x}_{i}\in \{{x}_{0},\,{x}_{1},\,\ldots {x}_{n}\}={\rm{Regulatory}}\,{\rm{candidate\; TFs\; of\; gene}}\,{x}_{j}$$

The regression calculation is performed for each cell cluster in parallel after the GEM of scRNA-seq data is divided into several clusters. The cluster-wise regression model can capture non-linear or mixed regulatory relationships. In addition, L2 weight regularization is applied by the Ridge model. Regularization not only helps distinguish active regulatory connections from random, inactive, or false connections in the base GRN but also reduces overfitting in smaller samples.

The Bayesian Ridge or Bagging Ridge model provides the coefficient value as a distribution, and we can analyse the reproducibility of the inferred gene–gene connection (Extended Data Fig. 1a, right). In both models, the output is a posterior distribution of coefficient value *b*:

$${x}_{j}\sim {\rm{N}}{\rm{o}}{\rm{r}}{\rm{m}}{\rm{a}}{\rm{l}}\,\,(\mathop{\sum }\limits_{i=1}^{n}{b}_{i,j}{x}_{i}+{c}_{j},{\epsilon })$$

$$b\sim {\rm{N}}{\rm{o}}{\rm{r}}{\rm{m}}{\rm{a}}{\rm{l}}\,(\,{\mu }_{b},{{\sigma }}_{b})$$

where $${\mu }_{b}$$ is the centre of the distribution of *b*, and $${\sigma }_{b}$$ is the standard deviation of *b*. The user can choose the model method depending on the availability of computational resources and the aim of the analysis; CellOracle’s Bayesian Ridge requires fewer computational resources, whereas the Bagging Ridge tends to produce better inference results than Bayesian Ridge. Using the posterior distribution, we can calculate *P* values of coefficient *b*; one-sample *t*-tests are applied to *b* to estimate the probability (the centre of *b* = 0). The *P* value helps to identify robust connections while minimizing connections derived from random noise. In addition, we apply regularization to coefficient *b* for two purposes: (i) to prevent coefficient *b* from becoming extremely large owing to overfitting; and (ii) to identify informative variables through regularization. In CellOracle, the Bayesian Ridge model uses regularizing prior distribution of *b* as follows:

$$b\sim {\rm{N}}{\rm{o}}{\rm{r}}{\rm{m}}{\rm{a}}{\rm{l}}\,(0,{{\sigma }}_{b})$$

$${{\sigma }}_{b}^{-1}\sim {\rm{G}}{\rm{a}}{\rm{m}}{\rm{m}}{\rm{a}}\,({10}^{-6},{10}^{-6})$$

$${\sigma }_{b}$$ is selected to represent non-informative prior distributions. This model uses data in the fitting process to estimate the optimal regularization strength. In the Bagging Ridge model, custom regularization strength can be manually set.

For the computational implementation of the above machine-learning models, we use a Python library, scikit-learn (https://scikit-learn.org/stable/). For Bagging Ridge regression, we use the Ridge class in the sklearn.linear_model and BaggingRegressor in the sklearn.ensemble module. The number of iterative calculations in the bagging model can be adjusted depending on the computational resources and available time. For Bayesian Ridge regression, we use the BayesianRidge class in sklearn.linear_module with the default parameters.

### Simulation of cell identity following perturbation of regulatory genes

The central purpose of CellOracle is to understand how a GRN governs cell identity. Toward this goal, we designed CellOracle to make use of inferred GRN configurations to simulate how cell identity changes following perturbation of regulatory genes. The simulated gene expression values are converted into 2D vectors representing the direction of cell-state transition, adapting the visualization method previously used by RNA velocity^52^. This process consists of four steps: (i) data preprocessing; (ii) signal propagation within the GRN; (iii) estimation of transition probabilities; and (iv) analysis of simulated transition in cell identity.

(i) Data preprocessing
  For simulation of cell identity, we developed our code by modifying Velocyto.py, a Python package for RNA-velocity analysis (https://velocyto.org). Consequently, CellOracle preprocesses the scRNA-seq data per Velocyto requirements by first filtering the genes and imputing dropout. Dropout can affect Velocyto’s transition probability calculations; thus, *k*-nearest neighbour (KNN) imputation must be performed before the simulation step.
(ii) Within-network signal propagation
  This step aims to estimate the effect of TF perturbation on cell identity. CellOracle simulates how a ‘shift’ in input TF expression leads to a ‘shift’ in its target gene expression and uses a partial derivative $$\frac{\partial {x}_{j}}{\partial {x}_{i}}$$. As we use a linear model, the derivative $$\frac{\partial {x}_{j}}{\partial {x}_{i}}$$ is a constant value and already calculated as *b*_*i*,*j*_ in the previous step if the gene *j* is directly regulated by gene *i*:
  $$\frac{\partial {x}_{j}}{\partial {x}_{i}}={b}_{i,j}.$$
  And we calculate the shift of target gene $${\Delta x}_{j}$$ in response to the shift of regulatory gene $${\Delta x}_{i}$$:
  $${\Delta x}_{j}=\frac{\partial {x}_{j}}{\partial {x}_{i}}{\Delta x}_{i}={b}_{i,j}{\Delta x}_{i}.$$
  As we want to consider the gene-regulatory ‘network’, we also consider indirect connections. The network edge represents a differentiable linear function shown above, and the network edge connections between indirectly connected nodes is a composite function of the linear models, which is differentiable accordingly. Using this feature, we can apply the chain rule to calculate the partial derivative of the target genes, even between indirectly connected nodes.
  $$\frac{\partial {x}_{j}}{\partial {x}_{i}}=\mathop{\prod }\limits_{k=0}^{n}\frac{\partial {x}_{k+1}}{\partial {x}_{k}}=\mathop{\prod }\limits_{k=0}^{n}{b}_{k,k+1},$$
  where
  $$\begin{array}{c}{x}_{k}\in \{{x}_{0},\,{x}_{1},\,\ldots {x}_{n}\}\,=\,\text{Gene expression of ordered network}\\ \,\text{nodes on the shortest path from gene}\,i\,\text{to gene}\,j.\end{array}$$
  For example, when we consider the network edge from gene 0 to 1 to 2, the small shift of gene 2 in response to gene 0 can be calculated using the intermediate connection with gene 1 (Supplementary Fig. 1).
  $$\frac{\partial {x}_{2}}{\partial {x}_{0}}=\frac{\partial {x}_{1}}{\partial {x}_{0}}\times \frac{\partial {x}_{2}}{\partial {x}_{1}}={b}_{0,1}\times {b}_{1,2}$$
  $${\Delta x}_{2}=\frac{\partial {x}_{2}}{\partial {x}_{0}}{\Delta x}_{0}={b}_{0,1}{b}_{1,2}{\Delta x}_{0}$$
  In summary, the small shift of the target gene can be formulated by the multiplication of only two components, GRN model coefficient *b*_*i*,*j*_ and input TF shift $${\Delta x}_{i}$$. In this respect, we focus on the gradient of gene expression equations rather than the absolute expression values so that we do not model the error or the intercept of the model, which potentially includes unobservable factors within the scRNA-seq data.
  The calculation above is implemented as vector and matrix multiplication. First, the linear regression model can be shown as follows.
  $${X}^{{\prime} }=X\cdot B+C,$$
  where the $$X\in {{\mathbb{R}}}^{1\times N}$$ is a gene expression vector containing *N* genes, $$C\in {{\mathbb{R}}}^{1\times N}$$ is the intercept vector, $$B\in {{\mathbb{R}}}^{N\times N}$$ is the network adjacency matrix, and each element *b*_*i,j*_ is the coefficient value of the linear model from regulatory gene *i* to target gene *j*.
  First, we set the perturbation input vector $$\Delta {X}_{{\rm{input}}}\in {{\mathbb{R}}}^{1\times N}$$, a sparse vector consisting of zero except for the perturbation target gene *i*. For the TF perturbation target gene, we set the shift of the TF to be simulated. The CellOracle function will produce an error if the user enters a gene shift corresponding to an out-of-distribution value.
  Next, we calculate the shift of the first target gene:
  $$\Delta {X}_{{\rm{simulated}},n=1}=\Delta {X}_{{\rm{input}}}\cdot B.$$
  However, we fix the perturbation target gene *i* value, and the $${\Delta x}_{i}$$ retains the same value as the input state. Thus, the following calculation will correspond to both the first and the second downstream gene shift calculations.
  $$\Delta {X}_{{\rm{simulated}},n=2}=\Delta {X}_{{\rm{simulated}},n=1}\cdot B.$$
  Likewise, the recurrent calculation is performed to propagate the shift from gene to gene in the network. Repeating this calculation for *n* iterations, we can estimate the effects on the first to the *n*th indirect target gene (Extended Data Fig. 1b–d):
  $$\Delta {X}_{{\rm{simulated}},n}=\Delta {X}_{{\rm{simulated}},n-1}\cdot B.$$
  CellOracle performs three iterative cycles in the default setting, sufficient to predict the directionality of changes in cell identity (Supplementary Figs. 4 and 5). We avoid a higher number of iterative calculations as it might lead to unexpected behaviour. Of note, CellOracle performs the calculations cluster-wise after splitting the whole GEM into gene expression submatrices on the basis of the assumption that each cluster has a unique GRN configuration. Also, gene expression values are checked between each iterative calculation to confirm whether the simulated shift corresponds to a biologically plausible range. If the expression value for a gene is negative, this value is adjusted to zero. The code in this step is implemented from scratch, specifically for CellOracle perturbations using NumPy, a python package for numerical computing (https://numpy.org).
(iii) Estimation of transition probabilities
  From the previous steps, CellOracle produces a simulated gene expression shift vector $$\Delta {X}_{{\rm{simulated}}}\in {{\mathbb{R}}}^{1\times N}$$ representing the simulated initial gene expression shift after TF perturbation. Next, CellOracle aims to project the directionality of the future transition in cell identity onto the dimensional reduction embedding (Fig. 1a, right and Extended Data Fig. 1e). For this task, CellOracle uses a similar approach to Velocyto (https://github.com/velocyto-team/velocyto.py). Velocyto visualizes future cell identity on the basis of the RNA-splicing information and calculated vectors from RNA synthesis and degradation differential equations. CellOracle uses the simulated gene expression vector $$\Delta {X}_{{\rm{simulated}}}$$ instead of RNA-velocity vectors.
  First, CellOracle estimates the cell transition probability matrix $$P\in {{\mathbb{R}}}^{M\times M}$$ (*M* is number of cells): *p*_*i*,*j*_, the element in the matrix *P*, is defined as the probability that cell *i* will adopt a similar cell identity to cell *j* after perturbation. To calculate *p*_*i*,*j*_, CellOracle calculates the Pearson’s correlation coefficient between *d*_*i*_ and *r*_*i*,*j*_:
  $${p}_{ij}=\frac{\exp \left(corr\left({r}_{ij}{,d}_{i}\right)/T\right)}{\sum _{j\in G}\exp \left(corr\left({r}_{ij}{,d}_{i}\right)/T\right)},$$
  where *d*_*i*_ is the simulated gene expression shift vector $$\Delta {X}_{{\rm{simulated}}}\in {{\mathbb{R}}}^{1\times N}$$ for cell *i*, and $${r}_{ij}\in {{\mathbb{R}}}^{1\times N}$$ is a subtraction of the gene expression vector $$X\in {{\mathbb{R}}}^{1\times N}$$ between cell *i* and cell *j* in the original GEM. The value is normalized by the Softmax function (default temperature parameter *T* is 0.05). The calculation of *p*_*i.j*_ uses neighbouring cells of cell i. The KNN method selects local neighbours in the dimensional reduction embedding space (*k* = 200 as default).
(iv) Calculation of simulated cell-state transition vector
  The transition probability matrix *P* is converted into a transition vector $${V}_{i,{\rm{simulated}}}\in {{\mathbb{R}}}^{1\times 2}$$, representing the relative cell-identity shift of cell *i* in the 2D dimensional reduction space, as follows: CellOracle calculates the local weighted average of vector $${V}_{i,j}\in {{\mathbb{R}}}^{1\times 2},{V}_{i,j}$$ denotes the 2D vector obtained by subtracting the 2D coordinates in the dimensional reduction embedding between cell *i* and cell *j* ($${\rm{cell}}\;j\in G$$).
  $${V}_{i,{\rm{s}}{\rm{i}}{\rm{m}}{\rm{u}}{\rm{l}}{\rm{a}}{\rm{t}}{\rm{e}}{\rm{d}}}=\,\sum _{j\in G}{p}_{ij}{V}_{i,j}$$
(v) Calculation of vector field
  The single-cell resolution vector $${V}_{i,{\rm{simulated}}}$$ is too fine to interpret the results in a large dataset consisting of many cells. We calculate the summarized vector field using the same vector averaging strategy as Velocyto. The simulated cell-state transition vector for each cell is grouped by grid point to get the vector field, $${V}_{{\rm{vector}}{\rm{field}}}=\,{{\mathbb{R}}}^{2\times L\times L}$$, (*L* is grid number, default *L* is 40). $${v}_{{\rm{grid}}}\in {{\mathbb{R}}}^{2}$$, an element in the $${V}_{{\rm{vector}}{\rm{field}}}$$, is calculated by the Gaussian kernel smoothing.
  $${v}_{{\rm{grid}}}={\sum }_{i\in H}{K}_{\sigma }(g,\,{V}_{i,{\rm{simulated}}}){V}_{i,{\rm{simulated}}},$$
  where the $$g\in {{\mathbb{R}}}^{2}$$ denotes grid point coordinates, *H* is the neighbour cells of *g* and $${K}_{\sigma }$$ is the Gaussian kernel weight:
  $${K}_{\sigma }({v}_{0},{v}_{1})=\exp \left(\frac{-{\parallel {v}_{0}-{v}_{1}\parallel }^{2}}{2{\sigma }^{2}}\right).$$

### Calculation of pseudotime gradient vector field and inner-product score to generate a perturbation score

To aid the interpretation of CellOracle simulation results, we quantify the similarity between the differentiation vector fields and KO simulation vector fields by calculating their inner-product value, which we term the perturbation score (PS) (Extended Data Fig. 4). Calculation of the PS includes the following steps:

(i) Differentiation pseudotime calculation
  Differentiation pseudotime is calculated using DPT, a diffusion-map-based pseudotime calculation algorithm, using the scanpy.tl.dpt function (Extended Data Fig. 4a, left). CellOracle also works with other pseudotime data, such as Monocle pseudotime and URD pseudotime data. For the Farrell et al.^32^ zebrafish scRNA-seq data analysis, we used pseudotime data calculated by the URD algorithm, as described previously^32^.
(ii) Differentiation vector calculation based on pseudotime data
  The pseudotime data are transferred to the *n* by *n* 2D grid points (*n* = 40 as default) (Extended Data Fig. 4a, centre). For this calculation, we implemented two functions in CellOracle: KNN regression and polynomial regression for the data transfer. We choose polynomial regression when the developmental branch is a relatively simple bifurcation, as is the case for the Paul et al.^16^ haematopoiesis data. We used KNN regression for a more complex branching structure, such as the Farrell et al.^32^ zebrafish development data. Then, CellOracle calculates the gradient of pseudotime data on the 2D grid points using the numpy.gradient function, producing the 2D vector map representing the direction of differentiation (Extended Data Fig. 4a, right).
(iii) Inner-product value calculation between differentiation and KO simulation vector field
  Then, CellOracle calculates the inner-product score (perturbation score (PS)) between the pseudotime gradient vector field and the perturbation simulation vector field (Extended Data Fig. 4b). The inner product between the two vectors represents their agreement (Extended Data Fig. 4c), enabling a quantitative comparison of the directionality of the perturbation vector and differentiation vector with this metric.
(iv) PS calculation with randomized GRN model to calculate PS cut-off value

CellOracle also produces randomized GRN models. The randomized GRNs can be used to generate dummy negative control data in CellOracle simulations. We calculated cut-off values for the negative PS analysis in the systematic KO simulation. First, the negative PS is calculated for all TFs using either a normal or a randomized vector. The score distribution generated from the randomized vector was used as a null distribution. We determined the cut-off value corresponding to a false-positive rate of 0.01 by selecting the 99th percentile value of PSs generated with randomized results (Extended Data Fig. 3g).

### Network analysis

In addition to CellOracle’s unique gene perturbation simulation, CellOracle’s GRN model can be analysed with general network structure analysis methods or graph theory approaches. Before this network structure analysis, we filter out weak or insignificant connections. GRN edges are initially filtered on the basis of *P* values and absolute values of edge strength. The user can define a custom value for the thresholding according to the data type, data quality and aim of the analysis. After filtering, CellOracle calculates several network scores: degree centrality, betweenness centrality and eigenvector centrality. It also assesses network module information and analyses network cartography. For these processes, CellOracle uses igraph (https://igraph.org).

### Validation and benchmarking of CellOracle GRN inference

To test whether CellOracle can correctly identify cell-type- or cell-state-specific GRN configurations, we benchmarked our new method against diverse GRN inference algorithms: WGCNA, DCOL, GENIE3 and SCENIC. WGCNA is a correlation-based GRN inference algorithm, which is typically used to generate a non-directional network^53^; DCOL is a ranking-based non-linear network modelling method^54^; and GENIE3 uses an ensemble of tree-based regression models, and aims to detect directional network edges. GENIE3 emerged as one of the best-performing algorithms in a previous benchmarking study^55^. The SCENIC algorithm integrates a tree-based GRN inference algorithm with information on TF binding^7^.

### Preparation of input data for GRN inference

We used the Tabula Muris scRNA-seq dataset for GRN construction input data^56^. Cells were subsampled for each tissue on the basis of the original tissue-type annotation: spleen, lung, muscle, liver and kidney. Data for each tissue were processed using the standard Seurat workflow, including data normalization, log transformation, finding variable features, scaling, principal component analysis (PCA) and Louvain clustering. The data were downsampled to 2,000 cells and 10,000 genes using highly variable genes detected by the corresponding Seurat function. Cell and gene downsampling were necessary to run the GRN inference algorithms within a practical time frame: we found that some GRN inference algorithms, especially GENIE3, take a long time with a large scRNA-seq dataset, and GENIE3 could not complete the GRN inference calculation even after several days if the whole dataset was used.

### GRN inference method

After preprocessing, the exact same data were subjected to each GRN inference algorithm to compare results fairly. We followed the package tutorial and used the default hyperparameters unless specified otherwise. Details are as follows. WGCNA: we used WGCNA v.1.68 with R 3.6.3. WGCNA requires the user to select a ‘power parameter’ for GRN construction. We first calculate soft-thresholding power using the ‘pickSoftThreshold’ function with networkType=“signed”. Other hyperparameters were set to default values. Using the soft-thresholding power value, the ‘adjacency’ function was used to calculate the GRN adjacency matrix. The adjacency matrix was converted into a linklist object by the ‘getLinkLis’ function and used as the inferred value of the WGCNA algorithm. DCOL: we used nlnet v.1.4 with R 3.6.3. The ‘nlnet’ function was used with default parameters to make the DCOL network. The edge list was extracted using the ‘as_edgelist’ function. DCOL infers an undirected graph without edge weights. We assigned the value 1.0 for the inferred network edge and 0.0 for other edges. The assigned value was used as the output of the DCOL algorithm. GENIE3: we used GENIE3 v.1.8.0 with R 3.6.3. The GRN weight matrix was calculated with the processed scRNA-seq data using the ‘GENIE3’ function and converted into a GRN edge and weight list by the ‘getLinkList’ function. GENIE3 provides a directed network with network weight. The weight value was directly used as the inferred value of the GENIE3 algorithm. SCENIC: we used SCENIC v.1.2.2 with R 3.6.3. The SCENIC GRN calculation involves multiple processes. The calculation was performed according to SCENIC’s tutorial (https://rdrr.io/github/aertslab/SCENIC/f/vignettes/SCENIC_Running.Rmd). First, we created the initialize settings configuration object with ‘initializeScenic’. Then we calculated the co-expression network using the ‘runGenie3’ function, following the GRN calculation with several SCENIC functions; runSCENIC_1_coexNetwork2modules, runSCENIC_2_createRegulons and runSCENIC_2_createRegulons. We used the ‘10kb’ dataset for the promoter information range. The calculated GRN information was loaded with the ‘loadInt’ function, and the ‘CoexWeight’ value was used as the inferred value of the SCENIC algorithm.

### Ground-truth data preparation for GRN benchmarking

Cell-type-specific ground-truth GRNs were generated in the same manner as in a previous benchmarking study^55^. Here, we selected tissues commonly available in the Tabula Muris scRNA-seq dataset, mouse sci-ATAC-seq atlas data and ground-truth datasets: heart, kidney, liver, lung and spleen. The ground-truth data were constructed as follows. (i) Download all mouse TF ChIP–seq data as bed files from the ChIP-Atlas database (https://chip-atlas.org). (ii) Remove datasets generated under non-physiological conditions. For example, we removed ChIP–seq data from gene KOs or adeno-associated virus treatment. (iii) Remove data that include fewer than 50 peaks. (iv) Select peaks detected in multiple studies. (v) Group data by TF and remove TFs if the number of detected target genes is less than ten peaks. (vi) Convert data into a binary network: each network edge is labelled either 0 or 1, representing its ChIP–seq binding between genes. These steps yielded tissue- or cell-type-specific ground-truth data for 80 TFs, corresponding to 1,298 experimental datasets.

### GRN benchmarking results

GRN inference performance was evaluated by the AUROC and the early precision ratio (EPR), following the evaluation method used in a previous benchmarking study^55^. CellOracle and SCENIC outperformed WGCNA, DCOL and GENIE3 based on AUROC (Extended Data Fig. 2a). This is because CellOracle and SCENIC filter out non-transcriptional connections (that is, non-TF–target gene connections) and other methodologies detect many false-positive edges between non-TFs. CellOracle with a scATAC-seq atlas base GRN performed better than CellOracle with a promoter base GRN and SCENIC. This difference was mainly derived from sensitivity (or true-positive rate). With scATAC-seq data, CellOracle captures a higher number of regulatory candidate genes. Considering EPR, representing inference accuracy for top *k* network edges (*k* = number of network edges with the label ‘1’ in the ground-truth data), CellOracle performed well compared to other approaches (Extended Data Fig. 2b): GENIE3 and WGCNA assigned a high network edge weight to many non-transcriptional connections, resulting in many false-positive edges for the highly ranked inferred genes.

The CellOracle GRN construction method was analysed further to assess the contribution of the base GRN. We performed the same GRN benchmarking with a scrambled motif base GRN or no base GRN. For the scrambled motif base GRN, we used scrambled TF-binding-motif data for the base GRN construction. For the no base GRN analysis, selection of regulatory candidate genes was skipped, and all genes were used as regulatory candidate genes. As expected, the AUROC scores decreased when we used the scrambled motif base GRN (ranked 12/13 in AUROC, 11/13 in EPR; Extended Data Fig. 2a,b), decreasing even further in the no base GRN model (13/13; Extended Data Fig. 2a,b). The scrambled motif base GRN did not detect many regulatory candidate TFs, producing lower sensitivity. However, the scrambled motif base GRN can still work positively by removing connections from non-TF genes to TFs, functioning to filter out false-positive edges, and resulting in a better score relative to the no base GRN model. In summary, the base GRN is primarily important to achieve acceptable specificity, and the scATAC-seq base GRN increases sensitivity.

Next, we used CellOracle after downsampling cells to test how cell number affects GRN inference results. Cells were downsampled to 400, 200, 100, 50, 25 and 10 cells and used for GRN analysis with the scATAC-seq base GRN. GRNs generated with 400, 200, 100 and 50 cells received comparable or slightly reduced AUROC scores. The AUROC score decreased drastically for GRNs generated with 25 and 10 cells (Extended Data Fig. 2c). EPR was relatively robust even with small cell numbers (Extended Data Fig. 2d).

We performed additional benchmarking to investigate data compatibility between the base GRN and scRNA-seq data sources. A tissue-specific base GRN was generated separately using bulk ATAC-seq data^57^. We focused on the same five tissue types as above. Unprocessed bulk ATAC-seq data were downloaded from the NCBI database using the SRA tool kit (spleen: SRR8119827; liver: SRR8119839; heart: SRR8119835; lung: SRR8119864; and kidney: SRR8119833). After FASTQC quality check (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), fastq files were mapped to the mm9 reference genome and converted into bam files. Peak calling using HOMER was used to generate bed files from the bam files. Peak bed files were then annotated with HOMER. Peaks within 10 kb around the TSS were used. Peaks were sorted by the ‘findPeaks Score’ generated by the HOMER peak-calling step, and we used the top 15,000 peaks for base GRN construction. These peaks were scanned with the gimmemotifs v.5 vertebrate motif dataset, which is the same motif set we use for scATAC-seq base GRN construction.

We compared benchmarking scores between GRN inference results generated from different base GRNs. Overall, GRN construction performed best when the same tissue type for ATAC-seq base GRN construction and scRNA-seq was used (10/13 in AUROC, 11/13 in EPR; Extended Data Fig. 2e,f). The score was lower with different tissue types combined between the base GRN and scRNA-seq data. In summary, benchmarking confirmed that our GRN construction method performs well for the task of transcriptional GRN inference.

### CellOracle evaluation

#### Evaluation of simulation value distribution range

We investigated a range of simulated values to confirm that the signal propagation step does not generate an out-of-distribution prediction. Specifically, we assessed the distribution of the sum of the simulated shift and original gene expression, which correspond to the simulated expression level (termed ‘simulation gene expression level’ here for explanatory purposes: *X*_simulation gene expression level_ = *X*_original_ + Δ*X*_simulated,_). We evaluate all genes, comparing the simulation gene expression level with the original gene expression distribution. To detect out-of-distribution data, we calculated the maximum exceedance percentage, representing the percentage difference of the maximum value of the simulated gene expression level compared to the maximum value of the wild-type gene expression value. The higher maximum exceedance indicates a bigger difference between simulated and wild-type values, identifying out-of-distribution values. For the *Spi1* KO simulation with the Paul et al. haematopoiesis dataset^16^, we present the top four genes showing the maximum exceedance values (Supplementary Fig. 2). The simulation expression levels of even these genes appear very similar to the original wild-type distributions of gene expression. For example, in the *Ly86* simulated value distribution, 99.963% of all cells are within the wild-type gene expression range. Only 0.037% of cells exhibit a *Ly86* gene simulation value outside the wild-type distribution, but the maximum difference is only 3.2%. We designed CellOracle to simulate a minimal relative shift vector rather than an out-of-distribution prediction, confirmed by this analysis. The functions we have used for these analyses are implemented in CellOracle. Users can check simulation value distributions, and CellOracle will produce a warning if out-of-distribution simulations occur.

To further explore the minimum number of cells with minor out-of-distribution values, we generated a simulation vector in which the out-of-distribution values are clipped into the wild-type distribution range. The simulated cell-identity shift vector of clipped values is indistinguishable compared to the original results (Supplementary Fig. 2b–e), confirming that the CellOracle simulation is not relying on these out-of-distribution values. The out-of-distribution value can be clipped if we add ‘clip_delta_X=True’ in the CellOracle signal propagation function. Thus, users can ensure the simulation is not relying on out-of-distribution values.

### CellOracle simulation results generated with randomized GRN or no signal propagation

We performed KO simulation with randomized GRN models to clarify the necessity of the GRN signal propagation simulation. In addition, we calculated cell-identity vectors without the signal propagation step; the cell-identity shift vector was calculated solely on the basis of input TF expression loss, thus representing the information from the expression pattern of only a single TF. The vector map in Supplementary Fig. 3 shows *Gata1* KO simulation results and *Spi1* KO simulation results with an intact GRN coefficient matrix, randomized GRN matrix or no GRN signal propagation. The randomized GRN analysis results and no GRN signal propagation results show only slight cell-identity shift vectors (Supplementary Fig. 3b,c,e,f). Although very subtle vectors can be observed, most expected simulation results are not obtained. Thus, we confirmed that the GRN signal propagation strategy has an essential role in the CellOracle KO simulation.

### Evaluation of signal propagation number

We next tested the number of iterations at the signal propagation step. We performed KO simulations using two independent mouse haematopoiesis datasets: Paul et al.^16^ and Dahlin et al.^58^. For several TFs, we tested different numbers of signal propagation rounds in the KO simulations across independent clusters. First, focusing on the Paul dataset, simulation vector fields for *Spi1* and *Gata1*, with 0, 1 and 3 rounds of signal propagation, were investigated (Supplementary Fig. 4). The simulation under hyperparameter *n* = 0 shows the vector calculated without any signal propagation within the GRN; that is, the vector is calculated from only the difference of the input TF gene expression shift. This *n* = 0 simulation shows almost no phenotype, showing the necessity of the GRN signal propagation process. Next, a comparison of vector fields from *n* = 1 and *n* = 3 simulations shows similar results. This is not surprising given the following. (1) Most coefficient values in the GRN are small, ranging between −1 and 1 (Supplementary Fig. 4d). (2) Accordingly, the signal will be attenuated over the propagation process in most cases. (3) This also means that the first signal propagation step will produce the most significant shifts relative to the later steps. However, when scrutinizing the vectors, we observe a more evident shift in cell identity around the late GMP cluster and the early granulocytes in the *n* = 3 *Gata1* KO vectors compared to *n* = 1 vectors. The results suggest that the second and third rounds of signal propagation increase the sensitivity to detect small shifts by adding the second and third rounds of downstream gene effects, respectively.

To quantify these observations and determine whether there is an ideal number of signal propagation rounds, we investigated the L1-norm of Δ*X*, representing the sum of the magnitudes of each simulated gene expression shift. The L1-norm of Δ*X* is almost saturated at the *n* = 3 in most cases (Supplementary Fig. 4c). We also performed these analyses with the Dahlin haematopoiesis dataset^58^ (Supplementary Fig. 5). Overall, the results are consistent with our analysis of the Paul data. Again, we observe that the L1-norm of Δ*X* is saturated at relatively small *n* values in most cases. However, *Cebpa* is an outlier in this analysis, in which the delta *X* length gradually and continuously increases as *n* increases. We next examined the vector field of *Cebpa* with various *n* (Supplementary Fig. 6). Despite such divergence of the L1-norm of Δ*X*, the vector field of *Cebpa* showed consistent results, suggesting that the calculation strategy for cell-identity shift is robust using the local neighbour vectors (Extended Data Fig. 1e).

Altogether, at *n* = 3, the simulated shift vectors almost converge, producing consistent results. In rare cases, the L1-norm of Δ*X* might show divergence with *n*. However, the *n* = 3 simulation results are consistent with higher *n* values, which might generate unexpected behaviour owing to signal divergence. On the basis of these analyses, we recommend that users perform three iterations for the signal propagation step.

### Selection of dimensionality reduction method

#### CellOracle simulation with UMAP and *t*-SNE using Paul et al. haematopoiesis data

We used UMAP and *t*-distributed stochastic neighbour embedding (*t*-SNE) for the perturbation simulation analysis to show how the choice of dimensionality reduction affects CellOracle results. We used Scanpy to construct UMAP or *t*-SNE plots using the Paul et al. haematopoiesis dataset^16^. In the UMAP (Supplementary Fig. 7a), we observe a similar trajectory that agrees with the force-directed graph (Fig. 1b). However, monocyte and granulocyte branches on the UMAP are relatively less resolved. This notwithstanding, the simulation results using the UMAP (Supplementary Fig. 8, top) lead to the same conclusion as Fig. 1. For example, in the *Gata1* KO simulation, we correctly predict inhibited differentiation along the MEP lineage whereas GMP differentiation is promoted. Furthermore, we predict inhibited GMP to granulocyte differentiation, consistent with our force-atlas-based presentation in Fig. 1h. In comparison, the overall structure of the *t*-SNE graph is consistent with the force-directed and UMAP graphs, although it lacks resolution (Supplementary Fig. 7b). However, the *t*-SNE results still agree with Fig. 1, just at a lower resolution (Supplementary Fig. 8, bottom). In conclusion, we stress that the choice of the dimensional reduction algorithm is crucial to sensitively analyse the cell differentiation trajectory.

#### Guidance for selecting the dimensionality reduction method

For the force-directed graph calculation, we recommend using Scanpy’s sc.pl.draw_graph function^59^ or SPRING^60^. Both internally use force atlas 2 (ref. ^61^). Compared to UMAP, force-directed graphs can capture more fine-branching structures but can be unstable if the data have many branches that can overlap. To avoid branch overlap, PAGA cell trajectory information can be used to initiate the force-directed graph calculation: https://scanpy.readthedocs.io/en/stable/tutorials.html#https://github.com/theislab/paga.

We recommend using force-directed graphs as a first choice because they generally produce a high-resolution lineage structure. However, we recommend UMAP as a reliable alternative if overlapping branches are observed. In our CellOracle tutorial, we show the detailed guide and code for the dimensionality reduction implementation, including data preprocessing: https://morris-lab.github.io/CellOracle.documentation.

### CellOracle KO simulation with unrelated cell-type base GRNs

To assess how base GRN performance relates to scATAC data source, we performed TF KO simulations in haematopoiesis using the ‘general’ mouse scATAC-seq atlas^13^ base GRN versus a heart-specific base GRN to represent an unrelated cell type (Supplementary Fig. 9). The simulation vectors using the mismatched heart base GRN are weaker, although still in general agreement. We reason that even if the base GRN retains some edges that are not active in the scRNA-seq data, CellOracle can still work robustly. However, simulation with the heart base GRN fails to detect the early granulocyte phenotype in the *Gata1* KO and almost all shifts in the *Cepba* KO, suggesting reduced sensitivity with the mismatched base GRN.

We also assess the mean degree centrality (the number of genes to which a TF is connected) in the inferred GRNs for each of four TFs (Supplementary Fig. 10). With the inappropriate heart base GRN, CellOracle fails to build network edges for some genes, resulting in a low degree centrality score and reduced simulation sensitivity. We recommend starting CellOracle analysis with the general GRN and comparing its performance against tailored base GRNs.

### Markov simulation based on CellOracle simulation vector

To estimate cell distribution in response to gene perturbation, we need to consider both the differentiation hierarchy and the perturbation vector together. We performed a Markov random walk simulation as described previously^52^ (https://github.com/velocyto-team/velocyto.py) with some modifications. First, our Markov simulation used the CellOracle cell-identity transition vector in addition to the differentiation vector; the transition probability matrix for these vectors was applied alternatively to consider both effects. Second, cells in early differentiation stages were selected and used for the initial state of our Markov simulation, whereas the previous study used the whole population as the initial state^52^. The Markov simulation analysis with data from another study^59^ is shown in Supplementary Fig. 17 to show typical simulation results and their interpretation.

### CellOracle analysis with previously published scRNA-seq and scATAC-seq data

#### Paul et al. mouse haematopoiesis scRNA-seq data

The GEM was downloaded with Scanpy’s data loading function, scanpy.datasets.paul15(). After removing genes with zero counts, the GEM was normalized by total UMI counts ((scanpy.pp.filter_genes(min_counts=1), scanpy.pp.normalize_per_cell(key_n_counts=‘n_counts_all’)). Highly variable genes, including 90 TFs, detected by scanpy.pp.filter_genes_dispersion(flavor=‘cell_ranger’, n_top_genes=2000, log=False), were used for the following downstream analysis: the GEM was log-transformed, scaled and subjected to PCA (scanpy.pp.log1p(), scanpy.pp.scale(), scanpy.tl.pca(svd_solver=‘arpack’)). We calculated the force-directed graph dimensional reduction data based on the PAGA graph^62^ for initialization (scanpy.tl.paga(), scanpy.tl.draw_graph(init_pos=‘paga’)). Cells were clustered using the Louvain clustering method (scanpy.tl.louvain (resolution=1.0)). Clusters were annotated manually using marker gene expression and the previous annotations from Paul et al.^16^ We removed dendritic cell (DC) and lymphoid cell clusters to focus on myeloid cell differentiation. GRN calculation and simulation were performed as described above, using the default parameters. For the base GRN, we used the base GRN generated from the mouse sci-ATAC-seq atlas dataset^13^.

Cell density was visualized using a kernel density estimation (KDE) plot. First, we performed random downsampling to 768 cells to adjust the cell number between WT and KO samples. KDE was calculated with the scipy.stat.gaussian_kde function. The calculated KDE was visualized with the matplotlib.pyplot.contour function. We used the same contour threshold levels between all samples.

Although we did not focus on the network structure in the main text, we examined CellOracle GRN models using graph theory approaches before the simulation analysis. Graph theory analysis revealed that these inferred GRN configurations resemble a scale-free network the degree distribution of which follows a power law, a characteristic configuration of biological networks^63^ (Extended Data Fig. 3b). Further, we assess GRNs using degree centrality—a basic measure of how many genes a TF connects to^63^. Using the MEP cluster as an example, 27 out of 30 genes with a high degree centrality score in the MEP_0 GRN are confirmed known regulators of MEP lineage differentiation or stem and progenitor cell function (Extended Data Fig. 3c and Supplementary Table 2). Analysis of additional clusters yielded similar agreement with previous literature, confirming that CellOracle GRN inference captures biologically plausible cell-state-specific GRN structures, consistent with previous biological knowledge. All network analysis and simulation results can be explored at https://www.celloracle.org.

#### Pijuan-Sala et al. mouse early gastrulation and organogenesis scRNA-seq data

We applied CellOracle to a scRNA-seq atlas of mouse gastrulation and organogenesis by Pijuan-Sala et al.^30^. This single-cell profiling of WT cells highlighted a continuous differentiation trajectory across the early development of various cell types (Extended Data Fig. 9a). In addition, the developmental effects of *Tal1* KO, a TF known to regulate early haematoendothelial development^64,65^, were investigated in this study. We validated the CellOracle simulation using these *Tal1* KO ground-truth scRNA-seq data. The data were generated from seven chimeric E8.5 embryos of WT and *Tal1* KO cells (25,307 cells and 26,311 cells, respectively). We used the R library, MouseGastrulationData (https://github.com/MarioniLab/MouseGastrulationData), to download the mouse early gastrulation scRNA-seq dataset. This library provides the GEM and metadata. We used the *Tal1* chimera GEM and cell-type annotation, “cell type.mapped”, provided by this library. Data were normalized with SCTransform^66^. The GEM was converted to the AnnData format and processed in the same way as the Paul et al. dataset. For the dimensionality reduction, we used UMAP using the PAGA graph for the initialization (maxiter=500, min_dist=0.6). We removed the extraembryonic ectoderm (ExE), primordial germ cell (PGC) and stripped nuclei clusters which lie outside the main differentiation branch. After removing these clusters, we used the WT cell data for the simulations (24,964 cells). GRN calculations and simulations were performed as described above using the default parameters. We used the base GRN generated from the mouse sci-ATAC-seq atlas dataset. We constructed cluster-wise GRN models for 25 cell states. Then, we simulated *Tal1* KO effects using the WT scRNA-seq dataset. For the late-stage-specific *Tal1* conditional KO simulation, we set *Tal1* expression to be zero in the blood progenitor and erythroid clusters to analyse the role of *Tal1* in late erythroid differentiation stages (Extended Data Fig. 9i,j).

#### Farrell et al. zebrafish early development scRNA-seq data

GEM, metadata and URD trajectory data were downloaded from the Broad Institute Single Cell Portal (https://tinyurl.com/7dup3b5k). We used the cell clustering data and developmental lineage data from Farrell et al.^32^ The GEM was already normalized and log_2_-transformed, which we converted to non-log-transformed data before CellOracle analysis. The GEM had human gene symbols, which we converted back to zebrafish gene symbols using gene name data in ZFIN (https://zfin.org). We used URD dimensional reduction embedding data. To use the URD differentiation trajectory in the CellOracle simulations, we ran several preprocessing and calculations. We first identified cells with URD coordinate data (*n* = 26,434 cells). The “EPL/periderm and primordial germ cell” cluster, which represents 1.7% of the total population, was also excluded from our analysis because it is located outside the main differentiation trajectory branch. The whole URD structure (*n* = 25,711 cells) was split into four sub-branches to simplify the calculations (Extended Data Fig. 10b). Then, we converted the original URD coordinates, a 3D matrix, into a 2D matrix using PCA (sklearn.decomposition.PCA) because CellOracle requires 2D dimensional reduction embedding data. The GEM was converted into the AnnData format. At the variable gene detection step, we selected the top 3,000 genes. GRN calculation and simulations were performed as described above using the default parameters. We did not calculate pseudotime because the pseudotime data calculated with URD were available. The pre-calculated pseudotime data were used to calculate the 2D development vector field. For base GRN construction, we used UCSC TSS and promoter data and the zebrafish reference genome (https://useast.ensembl.org/Danio_rerio/Info/Index), danRer11 (the bed file is included in the CellOracle package). The promoter DNA sequence was scanned with CisBP version2 motif dataset to generate the base GRN (http://cisbp.ccbr.utoronto.ca).

For screening novel regulators of axial mesoderm cell identity, we prioritized candidate genes as follows. First, we performed CellOracle KO simulations for 232 active TFs, which had at least one gene edge in the constructed GRN model in the axial mesoderm branch (Extended Data Fig. 12a, step 1). We focused on the early differentiation stage by selecting cells between digitized pseudotime 0 and 3 (Extended Data Fig. 12a, step 2). For this analysis, we focused on negative perturbation scores to identify candidate TFs. A large negative perturbation score indicates a predicted inhibition or block in differentiation following TF KO; thus, we reasoned that these TFs might have a positive role in differentiation (Extended Data Fig. 12a, step 3). To prioritize TFs according to the predicted differentiation inhibition effects, we ranked TFs according to the sum of their negative perturbation scores, resulting in the 30 genes listed in Fig. 5a. Next, we surveyed the GRN degree centrality scores of 30 candidate genes in the notochord cluster GRN because we reasoned that those genes with higher GRN degree centrality result in a more reliable simulation. Then, we calculated the gene specificity score comparing the axial mesoderm sub-branch and the other sub-branches using the Scanpy function, sc.tl.rank_genes_groups(). Although gene specificity does not necessarily relate to gene function, we assumed that specific gene expression would simplify the interpretation of experimental results and reduce the likelihood of unexpected phenotypes from clusters other than axial mesoderm. Finally, we analysed mean expression, assuming perturbation experiments with highly expressed genes would be more robust, especially in the CRISPR–Cas9-based F_0_ embryo analysis. After removing previously reported genes, we selected candidate genes that exist in the 50th percentile of these scores (Extended Data Fig. 12b, highlighted in a grey rectangle), resulting in *lhx1a*, *sebox*, *irx3a*, *creb3l1 and zic2a*. We finally selected three candidates, *lhx1a*, *sebox* and *irx3a*, and removed *creb3l1* and *zic2a* from the first LOF experiment list, according to the following rationale: *creb3l1* gene sequences are similar to *creb3l2*; thus, it was challenging to design specific sgRNAs to target this gene; *creb3l2* was previously reported to regulate axial mesoderm development. Although *zic2a* narrowly passed the gene specificity threshold described above, we found that *zic2a* expression was high in the other mesendoderm sub-branch and the ectoderm sub-branches; thus, we excluded this gene from our downstream analyses.

#### Dahlin et al. mouse haematopoiesis scRNA-seq data

Mouse haematopoiesis scRNA-seq data from Dahlin et al.^58^ were downloaded from the PAGA GitHub repository (https://github.com/theislab/paga). The GEM was normalized by total UMI counts after removing genes with zero counts ((scanpy.pp.filter_genes(min_counts=1), scanpy.pp.normalize_per_cell(key_n_counts=‘n_counts_all’)). Highly variable genes were detected and used for the following downstream analysis: (scanpy.pp.filter_genes_dispersion(flavor=‘cell_ranger’, n_top_genes=3000, log=False)). The GEM was log-transformed, scaled and subjected to PCA and Louvain clustering (scanpy.pp.log1p(), scanpy.pp.scale(), scanpy.tl.pca(svd_solver=‘arpack’), scanpy.tl.louvain(resolution=1.5)). The original force-directed graph reported in Dahlin et al.^58^ was used for the CellOracle simulation. GRN calculation and simulation were performed using the default parameters. For the base GRN, we used the mouse sci-ATAC-seq atlas dataset^13^.

#### Setty et al. human haematopoiesis scRNA-seq data

Human haematopoiesis scRNA-seq were downloaded from the Human Cell Atlas: https://data.humancellatlas.org/explore/projects/091cf39b-01bc-42e5-9437-f419a66c8a45 (Setty et al.)^67^. The GEM was normalized by total UMI counts after removing genes with zero counts ((scanpy.pp.filter_genes(min_counts=1), scanpy.pp.normalize_per_cell(key_n_counts=‘n_counts_all’)). Highly variable genes were detected and used for the following downstream analysis: (scanpy.pp.filter_genes_dispersion(flavor=‘cell_ranger’, n_top_genes=3000, log=False)). The GEM was log-transformed, scaled and subjected to PCA and Louvain clustering (scanpy.pp.log1p(), scanpy.pp.scale(), scanpy.tl.pca(svd_solver=‘arpack’), scanpy.tl.louvain(resolution=1.5)). The force-directed graph was calculated with SPRING (https://kleintools.hms.harvard.edu/tools/spring.html). We removed DC and lymphoid cell clusters in line with the Paul et al.^16^ data analysis. GRN calculation and simulation were performed using the default parameters. For the base GRN, we used the base GRN generated using the Buenrostro et al. human haematopoiesis scATAC-seq data described below^68^.

#### Buenrostro et al. human haematopoiesis scATAC-seq data

Human haematopoiesis scATAC-seq data from Buenrostro et al.^68^ were used to construct a human haematopoiesis base GRN. The scATAC-seq peak data and count matrix was obtained from the Gene Expression Omnibus (GEO), with accession code GSE96769, and processed with Cicero (v.1.3.4) to obtain co-accessibility scores as follows: After removing peaks with zero counts, cells were filtered by the peak count (min count = 200, max count = 30,000). The data were processed using Cicero functions (detect_genes(), estimate_size_factors(), preprocess_cds(method = "LSI"), reduce_dimension(reduction_method = ‘UMAP’, preprocess_method = "LSI")). Then Cicero co-accessibility scores were calculated using run_cicero() with human chromosome length information imported by data("human.hg19.genome"). Output peak and co-accessibility scores were used for CellOracle base GRN construction. CellOracle annotated the TSS site in the peaks, and the TSS peaks and *cis*-regulatory peaks with co-accessibility scores ≥ 0.8 were used for motif scanning. We used the gimmemotifs vertebrate v5 motif dataset, which is CellOracle’s default for mouse and human motif scanning.

TF motif enrichment analysis was performed using ChromVar^68^. The ChromVar score matrix, which includes 2,034 cells and 1,764 motif data, was processed with scanpy to generate a force-directed graph and Louvain clustering (scanpy.tl.pca(), scanpy.tl.louvain(resolution=0.5), scanpy.tl.draw_graph()). The cluster was annotated using cell source FACS gate sample labels. The score fold change was calculated and visualized as a volcano plot (Supplementary Fig. 16). The statistical test was performed using the two-tailed Wilcoxon rank-sum test with Bonferroni correction.

### Comparison between CellOracle haematopoiesis KO simulation results and previous reports

CellOracle KO simulation results for 12 key TFs that regulate myeloid differentiation are shown in Figs. 1 and 2, Extended Data Figs. 5 and 6 and Supplementary Figs. 13 and 14. The simulation results were compared with previous reports (summarized in Supplementary Table 2). In these figures, the summary of the simulation results is shown in the right column with the mark (*), which indicates that the simulation results agree with the previously reported role or phenotype of the TF. We note that the input haematopoiesis data focus on the myeloid lineage; thus, the simulation results show relative cell-identity shifts within the myeloid lineage only. For example, *Spi1* has an important role not only in the myeloid lineage but also in other cell types, such as HSCs and lymphoid lineages^69^. However, we cannot simulate the role in these cell types if they are not present in the input data.

1. *Klf1* (*KLF1*)
  *Klf1* promotes differentiation towards the ME lineage, promoting erythroid cell differentiation in particular^15^. CellOracle simulation results agree with this role (Extended Data Fig. 5a and Supplementary Figs. 13e and 14e).
2. *Gata1* (*GATA1*)
  *Gata1* promotes ME lineage differentiation and also promotes granulocyte differentiation^15,70^. Both the Paul et al.^16^ and Dahlin et al.^58^ data simulation results reproduce these *Gata1* roles. (Fig. 1f and Supplementary Fig. 13b). In the Setty et al. dataset^67^, the ME lineage phenotype is reproduced, but the granulocyte phenotype is not observed (Supplementary Fig. 14b). We speculate that this is because the Setty dataset includes few mature granulocytes.
3. *Gata2* (*GATA2*)
  *Gata2* is a key factor in maintaining stemness in MPPs^15^. Simulation results in all data agree with this role for *Gata2* (Extended Data Fig. 6a and Supplementary Figs. 13i and 14g).
4. *Spi1* (*SPI1*)
  *Spi1* promotes GM lineage differentiation. The inhibition of *Spi1* shifts cell identity from the GM to the ME lineage^15,71^. Simulation results in all datasets agree with this role of *Spi1* (Fig. 1e and Supplementary Figs. 13a and 14a).
5. *Cebpa* (*CEBPA*)
  Cebp*a* promotes GM lineage differentiation while inhibiting ME lineage differentiation^16,72^, and promoting granulocyte differentiation in particular^15^. Simulation results using the Paul et al.^16^ and Dahlin et al.^58^ datasets agree with this role for *Cebpa* (Fig. 2b and Supplementary Fig. 13c). Although the ME lineage phenotype is not detected using the Setty et al. dataset^67^, the GM lineage phenotype is successfully reproduced (Supplementary Fig. 14c).
6. *Cebpe* (*CEBPE*)
  *Cebpe* promotes granulocyte lineage differentiation^15,16^. Simulation results in all datasets agree with this role of *Cebpe* (Fig. 2c and Supplementary Figs. 13d and 14d).
7. *Gfi1* (*GFI1*)
  *Gfi1* promotes granulocyte lineage differentiation^15,72–74^. Simulation results using the Paul et al.^16^ and Dahlin et al.^58^ datasets agree with this role of *Gfi1* (Extended Data Fig. 5c and Supplementary Fig. 13g).
8. *Gfi1b* (*GFI1B*)
  *Gfi1b* promotes ME lineage differentiation^15^. Simulation results in all data suggest that *Gfi1b* promotes erythroid differentiation (Extended Data Fig. 5b and Supplementary Fig. 13f). The Mk phenotype is unclear in the simulation, probably owing to the small numbers of Mk cells.
9. *Irf8* (*IRF8*)
  *Irf8* promotes GM lineage differentiation. In particular, *Irf8* promotes monocyte differentiation as a lineage switch between monocyte and granulocyte bifurcation^29^. Simulation results in all data agree with the role of *Irf8* (Extended Data Fig. 5d and Supplementary Figs. 13h and 14f).
10. *Lmo2* (*LMO2*)
  *Lmo2* is a central factor in maintaining stemness in the MPP compartment^15^. Simulation results using the Dahlin et al. data^58^ agree with this role. (Supplementary Fig. 13l). However, simulation results using Paul et al. data^16^ showed a different phenotype in erythrocyte cells, suggesting that *Lmo2* is also crucial for promoting erythroid differentiation (Extended Data Fig. 6d). A function of *Lmo2* in promoting erythroid differentiation was also reported^75^.
11. *Runx1* (*RUNX1*)
  *Runx1* is an central factor in maintaining stemness in the MPP compartment^15^ Simulation results in all datasets agree with this role of *Runx1* (Extended Data Fig. 6b and Supplementary Fig. 13j).
12. *Fli1* (*FLI1*)

*Fli1* has context-dependent roles. *Fli1* is a key factor for Mk differentiation^15^, and for maintaining stemness in the stem and progenitor comparment^76^. The simulations consistently reproduce these phenotypes (Extended Data Fig. 6c and Supplementary Figs. 13k and 14h). In addition, a previous study reported that loss of *Fli1* causes dysregulation in later differentiation stages^77^, consistent in simulations using the Paul et al. dataset^16^ (Extended Data Fig. 6c).

### Zebrafish lines

The zebrafish experiments were approved by the Institutional Animal Care and Use Committees at Washington University in St Louis. All animal experiments followed all relevant guidelines and regulation. The following zebrafish lines were used in this study: AB* and *floating head*^*n1/n1*^ (*flh/noto*) mutants^37^. Sample sizes and developmental stages are stated below. Randomization was not performed as experimental groups were determined by genotype. Blinding was performed for the generation and analysis of the single-cell data.

### CRISPR–Cas9-based mutagenesis of F_0_ embryos

To generate somatic gene deletions in early zebrafish embryos, we used CRISPR–Cas9 with two or three sgRNAs as described previously^78^. In brief, sgRNAs were designed using CHOPCHOP (http://chopchop.cbu.uib.no/) to target 5′ exons and the functional domain of each selected TF and synthesized (IDT) (Supplementary Fig. 20b). sgRNA sequences are listed in Supplementary Table 6. Duplex sgRNA was prepared by mixing equimolar amounts of Alt-R crRNA and Alt-tracrRNA (IDT) in IDT Duplex Buffer, heating to 95 °C and slowly cooling to room temperature (RT) for 20 min. For the final mix of ribonucleoprotein complex (RNPs), around 4 μM duplex sgRNA was assembled with around 5 μM CRISPR–Cas nuclease (Alt-R S.p. HiFi Cas9 Nuclease V3) in 3 M KCl 0.025% and phenol red solution. The activity of HiFi Cas9 and selected sgRNAs was confirmed with regular PCR, Sanger sequencing and capillary electrophoresis, as described previously^40^. In brief, DNA from eight embryos for each combination of Cas9 and sgRNAs was extracted at 10 hpf. PCR amplification was performed with primers complementary to sequences 250 bp upstream and downstream of the PAM sequences (Supplementary Table 6). In addition, tracking of indels by decomposition (TIDE)^79^ analysis was used to predict the percentage of indels at the target locus (Supplementary Fig. 20c). *flh*^*n1/n1*^ mutant embryos were generated by crossing heterozygotes and selecting mutants on the basis of their morphology at 10 hpf.

### Embryo collection and processing

Zebrafish embryos were produced by natural matings and injected at the one-cell stage with around 2–4 nl of RNP solution into the blastodisc. Embryos were incubated at 28 °C after removing those damaged during the injection process. After 9 hpf, embryos were enzymatically dechorionated and deyolked as previously described^32^. In brief, embryos were dechorionated by incubation in 1 mg ml^−1^ pronase, washed with ‘blue water’ and then transferred into plastic Petri dishes coated with 2% agarose with methylene blue water. Deyolking was performed manually by ‘squeezing’ the yolk out of the blastoderm cap with a closed pair of forceps inserted between the embryonic blastoderm and the yolk. The layer of cells detached from the yolk was transferred to a 1.5-ml Eppendorf tube with 50 μl of DMEM/F12 medium. For each experiment, 40–50 individual CRISPR–Cas9-targeted embryos (crispants) were prepared for dissociation into single-cell suspensions. Cell dissociation was performed according to the previous report (Farrell et al.)^32^. DMEM/F12 medium was added to the Eppendorf tube to bring the total volume to 200 μl. Cells were mechanically dissociated by flicking the tube 15 times and pipetting 3 times. The cell mixture was spun at 300*g* for 2 min and twice washed with PBS + 0.1% BSA. The same procedure was followed to collect and dissociate cells from WT and *flh*^*n1/n1*^ mutant embryos.

### RNA extraction and qRT-PCR

Total RNA was extracted from approximately 50 embryos for each experimental condition, homogenized in Trizol (Life Technologies) and further purified following Qiagen RNEasy Mini Kit instructions^80^. One microgram of total RNA was used to synthesize cDNA with the iScript kit (BioRad) following the manufacturer’s protocol. SYBR green (BioRad) qRT-PCR reactions were run in a CFX Connect Real-Time PCR detection system (BioRad) with three technical replicates. The primers used are listed in Supplementary Table 6.

### Whole-mount in situ hybridization

An antisense RNA probe for *nog1* was generated from plasmid pBSKII^81^, previously linearized with Not1, and used as a template for in vitro transcription using NEB T7 RNA polymerase and RNTPs labelled with digoxygenin (DIG) (Roche). WISH was performed according to a previous report^82^. In brief, embryos were fixed overnight in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS), rinsed in PBS + 0.1% Tween 20 (PBT) and dehydrated in methanol. Embryos were then rehydrated in PBT and incubated for at least 2 h in hybridization solution (HM) with 50% formamide (in 0.75 M sodium chloride, 75 mM sodium citrate, 0.1% Tween 20, 50 μg ml^−1^ heparin (Sigma) and 200 μg ml^−1^ tRNA) at 70 °C, then hybridized overnight at 70 °C with antisense probes diluted approximately 1 ng μl^−1^ in hybridization solution. Embryos were washed through a series of 10 min, 70 °C washes in HM diluted with 2× SSC buffer (0.3 M sodium chloride and 30 mM sodium citrate) once in each of the following: 75% HM, 50% HM, 25% HM and 100% 2× SSC. The same gradual change from SSC to PBT was performed for the subsequent washes. Embryos were blocked at RT for several hours in PBT with 2% goat serum and 2 mg ml^−1^ bovine serum albumin (BSA), then incubated overnight at 4 °C with anti-DIG antibody (Roche 11093274910) at 1:5,000 on a horizontal shaker (40 rpm). Embryos were rinsed six times for 15 min per wash in PBT, and then in staining buffer (PBT+100 mM Tris pH 9.5, 50 mM MgCl_2_ and 100 mM NaCl) before staining with BM Purple solution (Roche).

### HCR

HCR was performed according to the protocols provided by Molecular Instruments (https://www.molecularinstruments.com). Embryos were fixed at 10 hpf with 4% PFA, dehydrated with methanol and rehydrated as described for WISH above. Embryos were pre-hybridized in hybridization buffer (Molecular Instruments) for 1 h at 37 °C and subsequently incubated in 200 μl of hybridization solution containing 1 pg of probes overnight at 37 °C. Embryos were then washed four times in wash buffer (Molecular Instruments) followed by two washes in 5× SSCT, containing 5× SSC buffer (Thermo Fisher Scientific) and 0.1% Tween 20 (Sigma). For the pre-amplification step, embryos were incubated in amplification buffer (Molecular Instruments) for more than 1 h. At the same time, hairpin mixtures were prepared by heating 12 pmol of hairpin 1 (H1) and 2 (H2) for each sample to 95 °C for 90 s, followed by cooling in the dark for 30 min at RT. H1 and H2 were mixed and then added to 200 μl amplification buffer. Embryos were incubated in the hairpin mixture at RT overnight in the dark. On the third day, embryos were washed more than 4 times in 5× SSCT and either stored at 4 °C or mounted for microscopy.

### Microscopy

Embryos subjected to HCR were mounted in 3% low-melt agarose in glass-bottomed 35-mm Petri dishes. Alternatively, embryos were manually deyolked and flattened on a glass slide with one to two drops of 3% methylcellulose. Images of the anterior and posterior body regions were taken by acquiring around 200-μm *z*-stacks with a 1-μm step, using a 10× objective lens on a modified Olympus IX81 inverted spinning disc confocal microscope equipped with Voltran and Cobolt steady-state lasers and a Hamamatsu ImagEM EM CCD digital camera.

### Image quantification with IMARIS software

Individual confocal 3D datasets were analysed with IMARIS 9.9 software (Bitplane). On the basis of the DAPI signal, radii were determined by taking half of the longest diameter of each nucleus, which was measured as a single spot using the ‘spots’ view in IMARIS. These parameters were applied in all images used for quantification. Nuclei positive for specific probes within a selected area were identified using the ‘spots’ view as spots with a signal in the specific channel that overlapped with DAPI spots. Analysis was performed on eight embryos: four anterior and four posterior per experimental group.

### 10X Chromium procedure

For single-cell library preparation on the 10X Genomics platform, we used: the Chromium Single Cell 3′ Library & Gel Bead Kit v2 (PN-120237), Chromium Single Cell 3′ Chip kit v2 (PN-120236) and Chromium i7 Multiplex Kit (PN-120262), according to the manufacturer’s instructions in the Chromium Single Cell 3′ Reagents Kits V2 User Guide. Before cell capture, methanol-fixed cells were placed on ice, then spun at 3,000 rpm for 5 min at 4 °C, followed by resuspension and rehydration in PBS, as described previously^83^. A total of 17,000 cells were loaded per lane of the chip, aiming to capture 10,000 single-cell transcriptomes. The resulting cDNA libraries were quantified on an Agilent TapeStation and sequenced on an Illumina NextSeq 550.

### 10X Chromium scRNA-seq data processing

#### 10X alignment and digital GEM generation

The Cell Ranger v5.0.1 pipeline (https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest) was used to process data generated using the 10X Chromium platform. Cell Ranger processes, filters and aligns reads generated with the Chromium single-cell RNA sequencing platform. Following this step, the default Cell Ranger pipeline was implemented, and the filtered output data were used for downstream analyses.

### Zebrafish scRNA-seq data processing

We used the R package Seurat (v.4.0.1) to process scRNA-seq data. Cells were filtered by RNA count and percentage of mitochondrial genes to remove low-quality cells. Data were normalized using the Seurat NormalizeData() function. Variable genes were identified using the FindVariableFeatures() function with nfeature = 2,000. Data were integrated by applying Seurat functions, SelectIntegrationFeatures(), FindIntegrationAnchors() and IntegrateData() using default parameters. After data scaling, PCA and clustering were performed. The data after cell calling may include cells with very low mRNA counts generated from non-cell GEMs and ambient RNA. To remove such non-cell GEM data, we assessed the RNA count distribution to remove clusters with an abnormal RNA count distribution. Scaling, PCA, clustering and *t-*SNE were performed again after removing the cells above. *t-*SNE was calculated using the first 30 principal components. We applied the same pipeline to the WT reference, *flh* mutant and crispant scRNA-seq data.

After data integration and standard scRNA-seq preprocessing, the whole WT reference scRNA-seq data were annotated as follows. The segmentation labels generated in the Farrell et al.^32^ zebrafish scRNA-seq data were transferred to the new scRNA-seq data using the Seurat function, FindTransferAnchors and TransferData, with default parameters. We manually adjusted the cell annotation to account for differences in the timing of cell collection. We generated cell-type annotations for the clustering data generated in the previous step by referring to the Farrell et al. dataset annotation labels. The WT reference cell-type annotations were transferred to the other scRNA-seq data using the same Seurat label transfer functions.

To compare cell identity on the same 2D embedding space, we used UMAP and the UMAP transfer function. We first calculated UMAP with axial mesoderm clusters in WT reference datasets. Using this pre-trained UMAP model, we projected KO and control axial mesoderm data onto the same UMAP 2D embedding space constructed with WT reference data.

Cell density was visualized using a KDE plot. First, we performed random downsampling to adjust the cell number between the LOF control samples. (i) Whole-cell populations were randomly subsampled into a subset to have an equal cell number to the smaller dataset. (ii) Then, axial mesoderm cells were selected and subjected to KDE calculation. KDE was calculated with the scipy.stat.gaussian_kde function. The calculated KDE was visualized with the matplotlib.pyplot.contour function. We used the same contour threshold levels between the LOF and control samples.

In addition to the UMAP transfer analysis above, the WT data, *lhx1a* crispant and *tyr* crispant data were analysed with UMAP without data transfer (Supplementary Fig. 21). The 10 hpf axial mesoderm cell data were integrated using Seurat functions (SelectIntegrationFeatures(), FindIntegrationAnchors(), and IntegrateData() with default parameters), and then UMAP graph and Louvain cluster were calculated (RunPCA(), FindNeighbors(reduction = "pca", dims = 1:30), RunUMAP(reduction = "pca", dims = 1:30, min.dist = 1), FindClusters(resolution = 1.5)).

### NMF

We performed NMF with our *lhx1a* crispants scRNA-seq dataset according to a previous report^32^. The normalized UMI counts were standardized, log-transformed and subjected to NMF calculation with sklearn.decomposition.NMF(n_components=40). Each module was manually annotated by its cluster enrichment and gene ontology calculated with the top 30 genes with high module weight. Gene annotation, weight and ontology are provided in Supplementary Table 3. Gene ontology was calculated with the g:Profiler API (https://biit.cs.ut.ee/gprofiler/page/apis). The background was set to all genes used in the NMF calculation. Clusters governed by a single gene were excluded from our analysis.

### Statistical testing

Details of all statistical tests performed are provided in Supplementary Table 4. Scipy stat module (scipy version 1.7.0) was used for statistical analysis. In summary, we selected the statistical method as follows: (i) chi-square test was used to analyse the relationships of categorical variables; (ii) Wilcoxon rank-sum test (Mann–Whitney *U* test) was used when the data distribution type was not apparent; (iii) in cases in which the data distribution followed a Gaussian distribution, a *t*-test was used. Where multiple comparisons were made, the Bonferroni correction was applied. An alternative hypothesis (one-tailed or two-tailed) was selected depending on the aim of the analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-022-05688-9.

## Supplementary information

Supplementary Information This file contains Supplementary Figures 1–26, Supplementary Tables 1–6 and Supplementary References

Reporting Summary

Supplementary Table 1 Details of CellOracle pre-built base GRN data. This table details the different species for which we have constructed base GRNs.

Supplementary Table 2 TF annotation and previous study references. This table details the previously reported knockout phenotypes in mouse haematopoiesis and zebrafish development.

Supplementary Table 3 Negative PS sum scores for zebrafish KO simulation. This table details the ranked list of predicted regulators of somitogenesis, with published phenotypes.

Supplementary Table 4 Details of statistical tests. This table details the statistical tests used throughout this study.

Supplementary Table 5 *Lhx1a* crispant NMF data. This table details the NMF analysis of *Lhx1a* crispants. For statistical tests, Wilcoxon rank-sum test, Two-tailed was used. The p-value was corrected with the Bonferroni correction method.

Supplementary Table 6 sgRNA and primer sequences. This table details the sgRNA and primer sequences used in the zebrafish experiments.

Supplementary Video 1 **Visualization of the differentiation vector field and TF KO vector fields**. The same 2D vector field used in Fig. 1c–f is visualized as a movie. The left panel shows the differentiation vector field of Paul et al. haematopoiesis data. The centre and right panels show CellOracle KO simulation vectors for *Spi1* and *Gata1* transcription factors, respectively. The particle visual effects were generated with Unity (version 2020.3.0f1) and Visual Effect Graph Asset: https://docs.unity3d.com/Packages/com.unity.visualeffectgraph@13.1/manual/VisualEffectGraphAsset.html

## Data Availability

All data, including sequencing reads and single-cell expression matrices, are available from the GEO under accession codes GSE72859 (ref. ^16^), GSE112824 (ref. ^32^) and GSE145298 for the zebrafish profiling from this study; and from ArrayExpress under accession codes E-MTAB-7325 (*Tal1*^−/−^ chimeras) and E-MTAB-7324 (wild-type chimeras). Simulations can be explored at https://celloracle.org.

# Supplementary material for: Dissecting cell identity via network inference and in silico gene perturbation
**Source:** Nature. 2023 Feb 8;614(7949):742–51. doi: 10.1038/s41586-022-05688-9
**Supplement:** Supplementary file 2 — Reporting Summary

Last updated by author(s): Dec 19, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

1. The Cell Ranger v5.0.1 pipeline (<https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest>) was used to process data collected using the 10x Chromium platform.
2. sgRNAs were designed with CHOPCHOP (<http://chopchop.cbu.uib.no/>)

#### Data analysis

- 1: CellOracle (<https://github.com/morris-lab/CellOracle>)
2. HOMER (<http://homer.ucsd.edu/homer/>)
3. gimmotifs (<https://gimmotifs.readthedocs.io/en/master/>)
4. CisBP version2 database (<http://cisbp.cbr.utoronto.ca>)
5. Scanpy (<https://scanpy.readthedocs.io/en/stable/>)
6. Seurat (<https://satijalab.org/seurat/>)
7. scikit-learn (<https://scikit-learn.org/stable/>)
8. igraph (<https://igraph.org>)
9. SCENIC (<https://github.com/aertslab/SCENIC>)
10. FASTQC quality check (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>)
11. IMARIS 9.9 software
12. g:Profiler API (<https://biit.cs.ut.ee/gprofiler/page/apis>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All source data, including sequencing reads and single-cell expression matrices, are available from the Gene Expression Omnibus (GEO) under accession codes GSE7285916, GSE11282432, and GSE145298 for the zebrafish profiling from this study; from ArrayExpress under accession codes E-MTAB-7325 (Tal1-/- chimeras), and E-MTAB-7324 (wild-type chimeras). Simulations can be explored at [celloracle.org](#).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For GRN inference, a minimum of 50 cells from scRNA-seq was determined via benchmarking. For scRNA-seq experiments and validation, a minimum of 3 independent biological replicates was used as the sample size. No methods to predetermine the sample size were used. A sample size of a minimum of 3 was rationalized to be sufficient as the size of the cell populations under study were large enough to sufficiently power the analysis. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | Independent biological replicates were performed to determine reproducibility and no results have been omitted.                                                                                                                                                                                                                                                                                                                                |
| Randomization   | Randomization was not required in our study as the zebrafish were assigned into different groups based on their genotype.                                                                                                                                                                                                                                                                                                                      |
| Blinding        | Blinding was performed for single-cell profiling and analysis of the zebrafish crisprant data.                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-DIG antibody (Roche #11093274910)                                                                                                                                                                                                                                               |
| Validation      | This is a broadly-used and validated antibody, as detailed here: <a href="https://www.sigmaaldrich.com/deepweb/assets/sigmaaldrich/product/documents/329/822/11093274910.pdf">https://www.sigmaaldrich.com/deepweb/assets/sigmaaldrich/product/documents/329/822/11093274910.pdf</a> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Zebrafish, sex not specified. The following zebrafish lines were used in this study: AB\* and floating headh1/n1 (flh/noto) mutants. Embryos were collected at 6-10 hpf.

Wild animals

No wild animals were used in the study.

Field-collected samples

No field-collected samples were used in the study.

Ethics oversight

Institutional Animal Care and Use Committees at Washington University in St. Louis

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

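The data are single-cell RNA-seq counts of whole zebrafish embryos in 30 droplet libraries. They cover WT embryos at 6, 8 and 10 hpf (2 libraries each), and at 10 hpf flh mutants and their sibling controls (2 each), tyr crispants (7), lhx1a crispants (4), and noto, sebox and irx3a crispants (3 each). The authors fixed dissociated cells in methanol, made droplet libraries, and aligned and counted the reads with Cell Ranger 5.0.1 and GRCz11. The methods and the labels name different versions of the kit, and neither was used in the analysis. The deposited unit is a count, the number of UMIs per gene and cell barcode, neither normalized nor corrected for free RNA. Of the genes in the tables 1209 share 1 of 529 symbols with another gene and were kept apart by their Ensembl identifier. The authors then filtered cells on RNA count and percentage of mitochondrial RNA, transferred labels with Seurat, compared compositions with a chi-square test and compared expression with Wilcoxon tests whose units were cells. The limits of that filter are not given in the paper's text. The labels of cells, the modules' scores and the integrated values were not used here, since they are not among the files. A mouse library of the same study was not used here, and the imaging and PCR experiments were not analysed here.

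Cells with at least 1000 UMIs and at most 10% of UMIs from 13 mitochondrial genes were kept. Counts were scaled to 10000 per cell and log-transformed. For WT cells, 2000 variable genes without the 11 readout genes (noto, twist2, nog1, tbxta, admp, gsc, lhx1a, sebox, irx3a, tyr and foxa3) gave 50 principal components, a graph of 20 neighbours and Leiden clusters at resolution 2. Axial clusters were clustered again at resolution 1. Clusters were named by marker lists and by their genes with the highest fold, and the names were fixed before shares were compared between groups. Each other cell took the name with the most votes among its 30 nearest WT cells. The analysis used Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and igraph 0.11.9, and figures were drawn with matplotlib 3.10.9. Doublets were not removed in the values reported. Scrublet's score, cut at a preset rate expected for each library, would mark 2.83% to 16.4% of cells per library. Removal of these cells was tried as an alternative, and they are the doublets that the text calls marked by Scrublet. Scrublet's own cut would mark 0% (flh control 1) to 20.8% (tyr 3) and was not used.

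A library was the replicate in every test. Shares of classes were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on cells per class with the number of kept cells as offset, with all 24 libraries at 10 hpf in 1 fit and p adjusted by the Benjamini-Hochberg method over 20 classes. Beside it stands a two-sided exact permutation test of the shares. For genes, counts were summed over all cells or over the notochord lineage of a library, genes with low counts were left out with filterByExpr, libraries were normalized by TMM, and the same test was run, with an adjusted p below 0.05 as a call. Levels called normalized CPM are counts scaled to a library total of 1e6 after TMM, and levels called CPM are not. The lineage test used libraries with at least 20 lineage cells. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation. The 22 gene lists, the comparisons, the alternatives and the rule for genes named in the text were fixed before the data were examined. The rule takes every zebrafish gene that the paper names, up to 4 members of each list as examples, and up to 10 genes in each direction with the largest change among those called with a mean log2 CPM above 3 and no overlap between the libraries of the groups. Some genes that the rule takes are not reported here. The paper's values for twist2, nog1 and admp had been seen before. Fold changes of genes named only as members of a list are given with the count for that list. The study's own modules were chosen on these samples, and their genes were only counted. Late and broad notochord genes were compared by the mean log2 CPM of each list per library, with a prior count of 2, and an exact permutation test.

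The median per library lies between 2159 and 5880 UMIs per cell, and the noto crispants have the fewest. In data simulated from these libraries with no difference between groups, where known genes were then raised or lowered, the share of genes recovered at a fold of 2 was 31.2% for flh mutants, 45.9% for noto, 50.7% for lhx1a, 47.8% for sebox and 44.6% for irx3a crispants across all cells, and 70.5%, 42.2% and 47.5% for lhx1a, sebox and irx3a crispants in the notochord lineage. At a fold of 1.5 it was 0% for flh mutants and at most 28.1% elsewhere. In the notochord lineage at this fold it was 3.70% for sebox and 8.45% for irx3a crispants. A gene that is not called may therefore still differ by such folds.

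The alternatives tried were a lower and a higher limit on UMIs, a lower one on mitochondrial UMIs (5%), removal of doublets, joint clustering of all 10 hpf cells, 10 voting neighbours, a vote of at least 60%, readout genes kept for clustering, resolutions 1 and 3, names from thinned cells, axial mesoderm cells as the denominator, 2 groups alone in the fit, the replicate number as a block, no filter on low counts, size factors of DESeq2 1.42.0, its own test, lineage libraries with at least 50 cells, a prior count of 0.5, lists without genes used for clustering, and each library left out in turn. After the data were seen, 2 sets of libraries, counts thinned to 1000 UMIs per cell, cells of the low-RNA and p53 response clusters left out, and joint notochord-like cells alone were added.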

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

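The rules that single out these values were set before the values were seen, and no test was chosen afterwards here.

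One library lay far from the others of its group. In lhx1a 2 the early notochord-like share, by names from WT cells, was 0.153%, against 0.0197% to 0.0304% in the other 3 lhx1a libraries. Of 50 groups of values looked at in this way, 1 held such a library, and chance alone gives about 2.5.

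The irx3a crispants held signals in cell types that the paper does not discuss for them. Floor plate-like cells made up 4.78% on average, with 2.34% to 3.91% in single tyr libraries. The class marked by p53 response genes made up 0.920% on average, with 0.115% to 0.608% in single tyr libraries.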

How the results depend on the processing

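The sets of libraries, the thinned counts, the counts without low-RNA and p53 response clusters and joint notochord-like cells alone were tried only after the results were seen.

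The loss of notochord-like cells in flh mutants and noto crispants and the lower twist2 and nog1 in the lhx1a lineage kept their direction and call in every alternative, apart from the exact test in flh mutants (log2 fold change −3.91, p = 0.333, which 2 libraries against 2 cannot lower). In noto crispants the count of genes stayed within 1.5 times its value in all 21 alternatives, and twist2 across all cells kept its call in all 12 alternatives in flh mutants and all 21 in noto crispants. Where a value below changed, the cause was not tested. Early notochord-like cells have no value with the lower limit on UMIs, where no cell had that name, nor with a vote of at least 60%, with 2 groups in the fit or with the replicate block, where too few did. With 1 library left in a group, it was assumed to vary like those of the other groups. In flh mutants and controls such a fit also leaves the replicate numbers unbalanced. Its change cannot be told apart from the difference between numbers.

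Joint clustering turned early notochord-like cells in noto crispants to −2.22, notochord-like cells in sebox crispants to −0.0458, paraxial mesoderm-like cells in sebox crispants to 0.0614 and prechordal plate-like cells in irx3a crispants to −0.0892; it gave the lhx1a early notochord-like share a call (0.77) and took it from sebox (0.67). It changed the count of the irx3a lineage to 1. The last class of irx3a also turned with 5% mitochondrial UMIs (−0.0397), resolution 1 (−0.0406) and 500 UMIs (−0.0357). With axial mesoderm as denominator notochord-like cells in irx3a crispants turned to −0.0189, and calls were gained for prechordal plate-like cells in flh mutants (1.19), noto (1.17), lhx1a (−0.54) and sebox (−0.52) crispants, and for notochord-like (0.22) and early notochord-like cells (2.21) in lhx1a crispants. The exact test gave calls to early notochord-like cells in lhx1a crispants (2.83) and to prechordal plate-like (0.80) and paraxial mesoderm-like cells (0.30) in noto crispants. Prechordal plate-like cells in noto crispants also gained a call with 5% mitochondrial UMIs (1.12), readout genes kept (0.82), resolution 1 (1.11), resolution 3 (0.83), Scrublet (1.47), thinned names (1.32), 2000 UMIs (1.17), 500 UMIs (1.05) and 2 groups in the fit (0.79), which also called paraxial mesoderm-like cells in flh mutants (0.61). Early notochord-like cells in sebox crispants lost their call with 10 neighbours (2.11), 5% mitochondrial UMIs (1.51) and thinned names (1.69), and paraxial mesoderm-like cells in irx3a crispants with 500 UMIs (−0.24).

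Counts of genes moved by over 1.5 times as follows. With 2 groups in the fit they were 1 in flh mutants, 17 (all cells) and 21 (lineage) in lhx1a, 15 in sebox and 8 in irx3a (lineage) crispants. By DESeq2 they were 36 in flh mutants, 490 and 140 in lhx1a, 573 and 33 in sebox and 246 and 8 in irx3a crispants. With no filter they were 136 and 183 in lhx1a, 112 and 50 in sebox and 2 and 21 in irx3a crispants. With 2000 UMIs they were 2 in the sebox and 2 in the irx3a lineage, and with Scrublet 19 and 0. Without the set of tyr 6 and 7 they were 675 and 107 in sebox and 487 and 70 in irx3a crispants. With set as a term they were 681 and 444 in lhx1a crispants, and within the sets 2373 and 724, and 3251 and 742. Lists without genes used for clustering (twist2 and nog1 against noto, tbxta and foxa3) gave a late less broad difference of −0.89, which restates the fall of the first pair, and all genes gave a noto to flh correlation of 0.045.

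Against tyr crispants the replicate numbers do not pair the libraries: over 5998 genes only lhx1a 2 was closest to the tyr library of its own number. In flh mutants and controls libraries of 1 number deviate together (correlation 0.81; median absolute log2 differences of 0.0924 and 0.156 within a number and 0.456 to 0.524 between numbers), but with 2 pairs and no source for what a number stands for, they share only a number. With the number as a block the shares in flh mutants kept their side of the test (−3.91 notochord-like, 0.36 prechordal plate-like, 0.60 paraxial mesoderm-like), and the counts were 223 in flh mutants, 540 and 314 in lhx1a, 1124 and 95 in sebox and 2686 and 371 in irx3a crispants. The block gave calls to prechordal plate-like (0.73) and paraxial mesoderm-like cells (0.28) in noto crispants and to notochord-like (0.38) and prechordal plate-like cells (−0.55) in lhx1a crispants, and turned the late less broad difference to 0.20. It turned admp in noto crispants to −0.00969, lhx1a in lhx1a crispants to 0.21, and in the lineage twist2 (0.0167) and tbxta (−0.00697) in sebox and twist2 (0.0762) in irx3a crispants.

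Among single genes of lhx1a crispants in all cells, thinned counts turned tbxta to 0.04 and lhx1a to 0.17, leaving out set B (lhx1a 3 and 4, tyr 6 and 7) turned them to 0.09 and 0.07, and set as a term turned tbxta to 0.0633. Within set A tbxta was 0.0920 and lhx1a 0.0703, and within set B noto was 0.12, gsc 0.11, tbxta 0.00383, cyt1 −0.0709 and krt5 −0.0228. In the sebox lineage tbxta turned to −0.0698 with Scrublet and to −0.0107 without set B.

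With 1 library left out in turn, log2 fold changes of shares ranged as follows, in the order notochord-like, prechordal plate-like and paraxial mesoderm-like: −4.30 to −3.59, 0.10 to 0.57 and 0.36 to 0.84 in flh mutants; −2.32 to −2.15, 0.68 to 0.88 and 0.23 to 0.34 in noto; 0.23 to 0.41, −0.62 to −0.30 and 0.14 to 0.25 in lhx1a; −0.26 to 0.24, −1.27 to −0.23 and −0.70 to −0.0177 in sebox; 0.14 to 0.38, 0.16 to 0.53 and −0.85 to −0.64 in irx3a crispants. For early notochord-like cells they were 1.39 to 2.53 in noto, 1.64 to 2.79 in lhx1a and 3.04 to 3.65 in sebox crispants. Counts ranged from 11 to 18 in flh mutants, 3321 to 4857 in noto, 54 to 399 and 31 to 123 in lhx1a, 9 to 711 and 0 to 20 in sebox, and 0 to 140 and 1 to 5 in irx3a crispants. The late less broad difference ranged from −0.188 to −0.00839 and the noto to flh correlation from −0.038 to 0.189. Among genes, gsc ranged from −0.46 to 0.92, nog1 from −0.79 to 0.41 and admp from −0.14 to 0.49 in flh mutants, tbxta from −0.23 to 0.0842 in lhx1a crispants, and in the lineage nog1 from −0.00807 to 0.28 and tbxta from −0.0793 to 0.20 in sebox and twist2 from −0.24 to 0.0568 in irx3a crispants.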

Differences from the paper's values

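No test was chosen after these differences were seen, apart from the library set used for admp in the last paragraph. Cells were named anew here, the paper took cells as replicates where libraries are the replicates here, and beyond that no cause was tested. An alternative is said to meet the paper's value when the gap is smaller than the spread between libraries or than a ratio of 1.5, so that a wide spread alone can bring this about.

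For flh mutants the paper reports a change of the notochord share of −98%, and the value here is −93.4%, which none of the 15 alternatives set before the data were examined brings to the paper's value. For noto crispants the paper gives −88.27% for notochord against −78.6% here, and it is met with 2000 UMIs, 5% mitochondrial UMIs or a vote of at least 60%, and with none of the other 18 alternatives. The paper's values for noto crispants stand against 5 tyr libraries, and those here against all 7, since the labels do not show which 5. For somite the paper gives +50.7% against +22.8% here, met with 2000 UMIs, joint clustering, the same vote or names from thinned cells, and with none of the other 17. For early notochord the paper gives −49.52% against +297% here, from 5 noto and 6 tyr cells, and none of the 19 alternatives meets it, although joint clustering turns the direction. The paper has 9185 noto cells and 15236 were kept here, and of 4 other filters the one at 2000 UMIs and the one with Scrublet come within 1.5 times the paper's number.

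For lhx1a crispants the paper gives +70.2% for early notochord against +611% here. The value here rests in part on lhx1a 2, at 0.153% against 0.0197% to 0.0304% in the other lhx1a libraries. The paper's value is met with 2000 UMIs, 5% mitochondrial UMIs, Scrublet, joint clustering (+73.6%), readout genes kept, resolution 1, resolution 3 or names from thinned cells, and with none of the other 12 alternatives. Over axial mesoderm cells the paper's +62.43% stands against +544%, met by the same 8 of 20. For notochord the paper gives −15.3% against +25.6% here, and over axial mesoderm cells −25.17% against +16.5%, and none of the 22 alternatives meets either. The classes are not alike. By names from WT cells few cells are early notochord-like, so notochord-like cells are nearly the whole lineage. The paper's later notochord leaves a larger early class out. Joint clustering, which also has a larger early class, is among the 22.

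Over axial mesoderm cells of sebox crispants the paper gives +25.77% for early notochord against +1043% here, met with 2000 UMIs, 5% mitochondrial UMIs, joint clustering, readout genes kept, resolution 1 or resolution 3, and with none of the other 13. For notochord it gives −5.617% against +14.5% here, met with joint clustering and none of the other 20. Over those of irx3a crispants it gives −1.786% for early notochord against −19.0%, met with 2000 UMIs, 5% mitochondrial UMIs, Scrublet, readout genes kept, resolution 1, resolution 3 or without tyr 1, and with none of the other 12. For prechordal plate it gives −1.341% against +3.52%, met with 500 or 2000 UMIs, 5% mitochondrial UMIs, Scrublet, joint clustering, a vote of at least 60%, resolution 1, names from thinned cells, without irx3a 1 or without tyr 5, and with none of the other 11.

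The paper states a stronger loss of late than of broad notochord genes in lhx1a crispants, and the difference here was −0.10 on the log2 scale (exact permutation p = 0.645, 4 and 7 libraries), though twist2 and nog1 themselves fell as in the paper. The paper states more admp in lhx1a crispant cells, and here it had an adjusted p of 0.0567 in the notochord lineage, with a call under no filter, 2000 UMIs, Scrublet, 5% mitochondrial UMIs, joint clustering, DESeq2, without lhx1a 1 and without tyr 5, and, chosen after the values were seen, with the set of libraries as a term and within set B. It states less twist2, nog1 and tbxta in sebox crispants, which here had log2 fold changes of −0.12, 0.17 and 0.07 in the lineage, and less twist2 in irx3a crispants, which had −0.06, and no alternative called any of them. In simulated data for these lineages, 3.70% (sebox) and 8.45% (irx3a) of genes changed by a fold of 1.5 were recovered. A slight reduction could therefore be missed. The paper states no significant change of composition in irx3a crispants, and its shares compared above for them are over axial mesoderm cells. The notochord-like and prechordal plate-like shares of irx3a crispants did not pass here either. The floor plate-like and paraxial mesoderm-like shares passed here. These classes lie outside the axial mesoderm classes, so they cannot be set against those shares of the paper.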

Other observations

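The tests of explanations below were chosen after the patterns were seen; only for the 2 tests of twist2 and nog1 in the lineage were the limits set before the values that they measure were seen.

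The 3 candidate regulators differ in their course over WT stages. Across all cells, lhx1a was at 106 and 111 CPM at 6 hpf, 15.3 and 18.26 CPM at 8 hpf, and 10.1 and 11.2 CPM at 10 hpf. The homeobox gene sebox was at 24.8 and 24.4 CPM at 6 hpf, 1.03 and 0.981 CPM at 8 hpf, and 0.229 and 0.564 CPM at 10 hpf. The Iroquois gene irx3a was at 6.53 and 7.13 CPM, 5.83 and 5.20 CPM, and 13.7 and 13.9 CPM at these stages. In prechordal plate-like cells at 10 hpf lhx1a was at 22.7 and 13.8 CPM (6 counts in each library).

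Cell types outside the axial mesoderm differed as well. In noto crispants endoderm-like cells made up 1.47% ± 0.206% against 2.56% ± 0.489% in tyr crispants (log2 fold change −0.80, standard error 0.27, adjusted p = 0.0391), and non-neural ectoderm-like cells 14.4% ± 0.764% against 18.6% ± 2.11% (−0.37, standard error 0.13, adjusted p = 0.0457). The class marked by p53 response genes was smaller in noto crispants, at 0.0972% ± 0.0273% (−1.97, standard error 0.57, adjusted p = 0.0187). In irx3a crispants a cluster marked by hox genes made up 10.9% ± 0.944% against 13.2% ± 0.539% (−0.28, standard error 0.07, adjusted p = 0.00992). Of 6 floor plate or hypochord genes 5 were positive in irx3a crispants and 2 were higher over the list alone (median log2 fold change 0.46, mean −0.06; adjusted p of camera 0.00125, and adjusted p = 0.116 with an estimated correlation). In sebox crispants all 14 p53 targets were negative (adjusted p of camera 0.00278) and all 8 maternal and blastula genes were positive (0.00591), none passed over all genes, and both lists had adjusted p = 0.845 with an estimated correlation. In lhx1a crispants enveloping layer-like cells made up 0.752% ± 0.353% against 0.432% ± 0.128%, which did not pass (log2 fold change 0.78, standard error 0.31, adjusted p = 0.139).

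A first pattern is the large number of genes that differ between noto and tyr crispants. Of 100 splits of the libraries, the real one included, 1 called as many genes, the real one with 4925, and the highest of the others called 1689, so chance is excluded if the libraries are taken as independent. The paper gives fewer biological replicates than libraries for noto and tyr, and with libraries that share embryos no such rate can be had. Fewer UMIs per cell as the whole cause is argued against, since 3592 genes were called with every cell thinned to 1000 UMIs, and cells of the low-RNA and p53 response clusters are argued against as well, since 4922 were called without them. Loss of noto function as the whole cause cannot be told apart from the others: of the genes called in either comparison 48.7% had the same sign in flh mutants, but 35.6% did without flh mutant 1, 41.1% without flh control 2, 59.6% without flh control 1 and 66% without flh mutant 2. Fits without 1 flh library leave the replicate numbers unbalanced, so they give no clean spread for the 48.7%. The injection, the handling of the embryos and the background of the lines stay open and untested.

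A further pattern is the higher early notochord-like share in lhx1a, sebox and irx3a crispants under joint clustering. It was 1.25%, 0.792% and 0.966% in sebox libraries and 0.899%, 0.961% and 1.09% in irx3a libraries, and the 3 comparisons share the tyr libraries. A low share in the tyr libraries, rather than a high one in each crispant, cannot be told apart from an effect of the genes, since the WT libraries lay at 0.616% and 0.935%, 1 within and 1 above the tyr range of 0.374% to 0.809%. The set of libraries as the whole cause for lhx1a is argued against by log2 fold changes of 0.61 and 0.92 in the sets, and wherever tyr 5 is put, since every lhx1a library lay above every tyr library.

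The last pattern is the lower twist2 and nog1 in the notochord lineage of lhx1a crispants. The set of libraries is argued against, since the log2 fold changes of both genes in both sets lay between −1.67 and −0.90, and every lhx1a library lay below every tyr library, tyr 5 included. More cells of the joint early notochord-like class within the lineage are argued against as the whole cause, since the higher of the log2 fold changes of the genes was −1.09 in joint notochord-like cells alone. That early class itself has twist2 among its genes with the highest fold. A shift to less mature cells within the notochord-like class was therefore not tested. Lower expression within notochord cells may then be the cause, a hypothesis that these tests do not settle.

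For the other counts of genes, splits of the libraries were taken in the same way, 100 each with the real one included, and with the same limit that some libraries share embryos. In lhx1a crispants 9 splits called as many genes across all cells (213 real, 6736 the highest other) and 3 in the notochord lineage (84 real, 1554 the highest other). Chance is not excluded for all cells. For the lineage, 3 of 100 is a low rate only if the libraries are taken as independent, so chance is not excluded there either. In sebox crispants 8 splits called as many across all cells (182 real, 2241 the highest other) and in the lineage, with 0 genes called, all 100 splits call as many (458 the highest other), so that they decide nothing there. In irx3a crispants 7 did across all cells (47 real, 1974 the highest other) and 7 in the lineage (5 real, 267 the highest other), so chance is not excluded for sebox across all cells or for irx3a in either. All of the other irx3a splits that called as many, and all but 1 of those of sebox across all cells, put tyr 6 and 7 on 1 side, which points to a structure of the samples, as the highest split does in each case. Without the set of tyr 6 and 7, of 56 splits 2 called as many in sebox crispants across all cells (675 real, 2355 the highest other) and 2 in the lineage (107 real, 598 the highest other), and 1, the real one, did in irx3a crispants across all cells (487 real, 68 the highest other) and in the lineage (70 real, 57 the highest other). The set was read from the counts after the data were seen, and tyr 6 and 7 stand behind most splits that called as many. A recount without them depends on that choice, so it does not exclude chance. For sebox crispants the split of sebox 2 and 3 with tyr 5 also called several times the real count, a further structure of the samples.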
